# XPO1 blockade with KPT-330 promotes apoptosis in cutaneous T-cell lymphoma by activating the p53–p21 and p27 pathways

**DOI:** 10.1038/s41598-024-59994-5

**Published:** 2024-04-23

**Authors:** Nitin Chakravarti, Amy Boles, Rachel Burzinski, Paola Sindaco, Colleen Isabelle, Kathleen McConnell, Anjali Mishra, Pierluigi Porcu

**Keywords:** Haematological cancer, Molecular medicine

## Abstract

Dysregulated nuclear-cytoplasmic trafficking has been shown to play a role in oncogenesis in several types of solid tumors and hematological malignancies. Exportin 1 (XPO1) is responsible for the nuclear export of several proteins and RNA species, mainly tumor suppressors. KPT-330, a small molecule inhibitor of XPO1, is approved for treating relapsed multiple myeloma and diffuse large B-cell lymphoma. Cutaneous T-cell lymphoma (CTCL) is an extranodal non-Hodgkin lymphoma with an adverse prognosis and limited treatment options in advanced stages. The effect of therapeutically targeting XPO1 with KPT-330 in CTCL has not been established. We report that XPO1 expression is upregulated in CTCL cells. KPT-330 reduces cell proliferation, induces G1 cell cycle arrest and apoptosis. RNA-sequencing was used to explore the underlying mechanisms. Genes associated with the cell cycle and the p53 pathway were significantly enriched with KPT-330 treatment. KPT-330 suppressed XPO1 expression, upregulated p53, p21^WAF1/Cip1^, and p27^Kip1^ and their nuclear localization, and downregulated anti-apoptotic protein (Survivin). The in vivo efficacy of KPT-330 was investigated using a bioluminescent xenograft mouse model of CTCL. KPT-330 blocked tumor growth and prolonged survival (*p* < 0.0002) compared to controls. These findings support investigating the use of KPT-330 and next-generation XPO1 inhibitors in CTCL.

## Introduction

In mammalian cells, the transport of proteins between the nucleus and the cytoplasm plays a critical role in maintaining cellular homeostasis and regulating cell survival and death^1^. Aberrant intracellular localization of growth-regulatory and tumor-suppressor proteins (TSPs) is a hallmark of cancer^2^. Cancer cells acquire contrivances to sequester TSPs in the cytoplasm, resulting in cancer progression and resistance to chemotherapy. Karyopherins, nucleocytoplasmic transport receptors, are a group of proteins regulating molecules' transport between the nucleus and the cytoplasm^3^. Exportin 1 (XPO1), a nuclear export protein also known as CRM1 (chromosome region maintenance 1 protein), regulates the export of a range of cargo proteins, including TSPs and cell cycle regulatory proteins, from the nucleus to the cytoplasm^4^. Due to their higher cellular proliferation rates and metabolism, tumor cells depend heavily on nuclear transport compared to normal cells. Multiple studies have shown the upregulated expression of XPO1 protein in various solid and hematological malignancies^5,6^.

Cutaneous T-cell lymphoma (CTCL) is an incurable, chemo-resistant extranodal lymphoma of mature CD4+ T-cells that presents in the skin and, in many patients, progresses to involve lymph nodes, blood, and viscera. Patients with extra-cutaneous involvement have a survival of less than two years. Novel therapeutic approaches are needed. Studies have revealed several molecular drivers in CTCL, including deregulation of p53 and NFkB signaling^7^, both of which are regulated by XPO1-mediated nucleocytoplasmic transport. Recently, XPO1 overexpression was shown to be associated with decreased survival in other T-cell lymphomas^8^. Inhibition of XPO1 expression results in tumor cell growth inhibition in T-cell lymphoma cell lines in vitro^8,9^. Thus, the ability to alter the nucleocytoplasmic interchange of essential cargo proteins like p53, p21^WAF1/Cip1^, cyclin B1/D1, and IκB by inhibiting XPO1 creates opportunities to target diverse pathways implicated in carcinogenesis, making XPO1 an attractive target for novel cancer therapies.

Aberrant nuclear export has been explored as a target of cancer therapy. The initial attempts to block the XPO1 pathway in pre-clinical studies were successful, but the agents that were tested in vivo were also toxic^10^. This led to the development of the SINE (selective inhibitor of nuclear export) compound KPT-330, which specifically targets XPO1 by irreversibly binding to the nuclear export groove of XPO1 and causing its degradation^11,12^. In pre-clinical studies, KPT-330 shows antitumor activity at sub-micromolar concentrations in several solid and hematological malignancies^4,13,14^ and is FDA-approved (Selinexor) for the treatment of refractory and relapsed multiple myeloma and diffuse large B-cell lymphoma^15^.

Our study explores the antitumor effects of XPO1 inhibition with KPT-330 in CTCL. We describe the mechanisms of XPO1 inhibitor-mediated inhibition of proliferation and induction of apoptosis in CTCL cell lines and the in vivo antitumor efficacy of KPT-330 in a murine xenograft model of CTCL.

## Results

### KPT-330 treatment reduces XPO1 levels and inhibits CTCL cell growth in vitro

To determine the expression of endogenous XPO1 protein in CTCL, we first performed a western blot analysis in CD4+ T cells from two healthy donors and five well-characterized CTCL cell lines (MyLa, MJ, H9, Hut78, and HH), originally obtained from patients with mycosis fungoides (MF) and Sézary syndrome (SS). An increased expression of XPO1 protein and mRNA was observed in all five CTCL cell lines, compared to CD4+ T-cells from healthy donors (Fig. 1A and B, respectively). The relative expression of the XPO1 transcript in various CTCL cell lines correlated to high XPO1 protein levels. These results demonstrated that XPO1 is significantly overexpressed in multiple CTCL cell lines and that mRNA levels parallel the expression of XPO1 protein.

**Figure 1:**
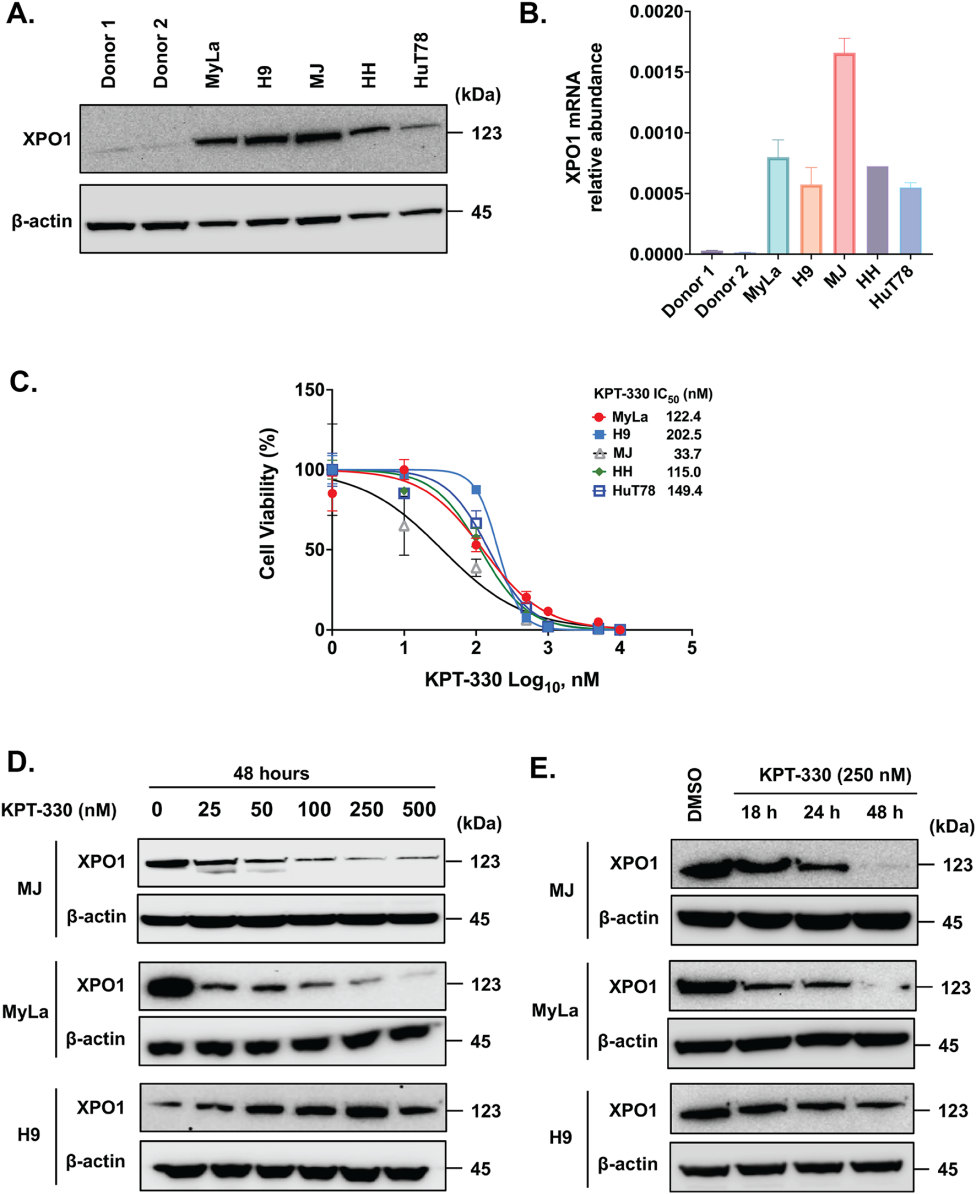
Expression of XPO1 in CTCL (**A**) XPO1 overexpression in CTCL cell lines compared to healthy donor CD4+ T-cells detected by immunoblot analysis. Healthy donor PBMCs were obtained from Leukocyte reduction filters supplied by the Thomas Jefferson University Hospital Blood Bank Laboratory under an Institutional Review Board approved protocol. β-actin serves as an internal control. (**B**) *XPO1* gene expression in CTCL cells detected by q–PCR. Relative gene expression is represented as the average relative quantity on the Y-axis. Selective inhibitor of nuclear export (SINE) compound reduces cell viability and downregulates XPO1 at the protein level—(**C**) Dose–response curves for 5 CTCL cell lines (MyLa, H9, MJ, HH, and HuT78) treated with SINE. The cells were treated with KPT-330 at different concentrations for 72 h. Cell viability was measured using the MTT, and IC_50_ values were then calculated; mean values and standard deviation of technical triplicates. Western blot for XPO1 protein expression in MJ, MyLa, and H9 cell lines (**D**) after treatment with KPT-330 at lower and higher doses, and (**E**) a time course at 18, 24, and 48 h after treatment with KPT-330 (250 nM).

To examine the biological role of XPO1 in CTCL cells, we assessed the dose-dependent effects of XPO1 inhibition with KPT-330 in the MyLa, MJ, H9, Hut78, and HH cell lines. We treated CTCL cells with varying doses of KPT-330 (0, 1, 10, 50, 100, 250, and 500 nM), assessed viability at 72 h using the MTS assay, and calculated the 50% growth-inhibitory effect (IC_50_). KPT-330 led to significant dose-dependent inhibition of cellular proliferation in all cell lines. Figure 1C shows the growth curves for MJ, MyLa, HH, HuT78, and H9 cells after exposure to sub-micromolar concentrations of KPT-330 for 72 h. The IC_50_ for MJ cells was 33.7 nM, whereas the IC_50_ for the other cell lines, including MyLa, HH, and HuT78, ranged from 115 to 149.4 nM, and H9 displayed an IC_50_ above 202.5 nM. These data suggest a correlation between the growth inhibition efficacy of KPT-330 and XPO-1 expression, with higher XPO-1 levels correlating with lower IC_50_ values. Therefore, three cell lines with high (MJ), medium (MyLa), and low (H9) sensitivity to KPT-330 were selected for further molecular analyses.

To demonstrate that the growth inhibitory effects of KPT-330 are mediated through XPO1 degradation, XPO1 expression was measured in MJ, MyLa, and H9 cells after treating them with increasing concentrations of KPT-330 (0–500 nM, 48 h). As expected, treatment with KPT-330 led to a dose-dependent (Fig. 1D) and time-dependent (Fig. 1E) decrease in XPO1 protein expression levels in all three CTCL cell lines as early as 24 h. This shows that the growth inhibitor effect of KPT-330 correlates with a decrease in XPO1 levels.

### RNA-seq analysis identifies differentially expressed genes in KPT-330 treated CTCL cells

To analyze global transcriptional alterations in CTCL due to KPT-330-induced XPO1 inhibition, we performed a Poly(A) RNA-sequencing of MJ, MyLa, and H9 cells treated with either vehicle (DMSO) or KPT-330. 

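Poly(A) RNA-sequencing gave 6 libraries, 1 for each cell line and treatment. The 3 lines are CTCL cell lines, and H9 was derived from HuT78. KPT-330 is a small molecule that binds the export groove of XPO1, the exportin that carries proteins out of the nucleus. The sample labels give a KPT-330 dose of 250 nM. The paper's text gives a treatment of 48 h and names no dose for this experiment. No line has a replicate library of the same treatment, so the 3 cell lines are the replicates of the treatment, and a change within a line has no replicate check. The authors deposited the number of reads counted on each of 57500 Ensembl genes in each library, without normalization, with exon positions on GRCh38. RNA-sequencing and its analysis were conducted at Azenta Life Sciences, and the paper's text does not name the aligner, the counting tool, the use of strand or the test. With DMSO, 49492026 reads were counted in MJ, 34045750 in MyLa and 35425389 in H9, a median of 35425389. With KPT-330, 31297448 reads were counted in MJ, 28712202 in MyLa and 37071199 in H9, a median of 31297448. From these counts, KPT-330 was compared with DMSO by the edgeR quasi-likelihood test with the cell line as a block, after TMM normalization and edgeR's filter on low counts, which left 16287 genes. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 and a log2 fold change beyond 1 were called, the limits of the volcano plot in Fig. 2A. Changes within a line are log2 ratios of TMM-normalized CPM with a prior count of 2. The normalization matters most in MJ, where the TMM factors were 0.810 with DMSO and 0.990 with KPT-330. Scaling by library totals alone raised the median change of all genes by 0.28 on the log2 scale in MJ, 0.07 in MyLa and 0.05 in H9. GO and KEGG terms were stood in for by 13 gene lists, 2 from the Seurat package and 11 written by hand, which are not the terms' own gene lists. A list's median change in a line was set against 10000 random lists of the same size matched on mean expression, which describes these libraries and is not a test of the treatment.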

We extracted RNA from treated cells at 48 h and compared the transcriptomes of cells treated with KPT-330 or DMSO. We examined differentially expressed genes by comparing KPT-330-treated cells with their DMSO controls and identified differentially expressed genes in KPT-330-treated CTCL cells. The results showed that 120 transcripts were upregulated and 129 were downregulated in KPT-330 treated cells (Fig. 2A). 

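The edgeR quasi-likelihood test with the cell line as a block called 0 genes up and 0 genes down. The smallest Benjamini-Hochberg adjusted p-value was 0.125, while 2379 of the 16287 genes had an unadjusted p-value under 0.05. Without the cell line in the model, the same test again called 0 genes in each direction, with 80 genes at an unadjusted p-value under 0.05. Of the settings fixed before the data were examined, the one that moved both counts most was the use of every gene with at least 1 count in place of edgeR's filter, with 278 genes up and 183 down among 35961 genes. DESeq2's Wald test with cell line in the model called 119 genes up and 144 down at the same limits, and without cell line it called 1 up and 0 down. Of the 263 genes called by DESeq2 with cell line, 254 were among those tested by edgeR, and 246 of these changed in the same direction in all 3 lines. Their median absolute log2 change was 1.88 in MJ, 0.87 in MyLa and 1.15 in H9. Leaving out MJ, edgeR called 132 genes up and 45 down, leaving out MyLa, 6 up and 10 down, and leaving out H9, 11 up and 0 down. Among the 246 genes called by DESeq2, tested by edgeR and changed in the same direction in all 3 lines, the largest rises were in NGFR (ENSG00000064300, chromosome 17, 49495293 to 49515017) and SLC43A2 (ENSG00000167703, chromosome 17, 1569267 to 1628886). The count of SLC43A2 is not shared with another gene's exons, and its log2 change was 2.31 in MJ, 5.91 in MyLa and 4.85 in H9. Its fitted log2 fold change was 4.31 by edgeR (adjusted p = 0.170) and 4.44 by DESeq2 (standard error 0.923, adjusted p = 0.000414). The exons of NGFR overlap those of NGFR-AS1 and of another annotated gene, and whether the counting used strand is not stated. Its log2 change was 1.96 in MJ, 6.62 in MyLa and 7.08 in H9.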

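The 30 Ensembl IDs that label the rows of Fig. 2B were read from the figure by eye and looked up in the counts. All 30 were called by DESeq2 with cell line in the model, and they rank within the first 35 of its called genes by p-value. Of the 30, 28 passed edgeR's filter on low counts, and 20 of these rose and 8 fell, each in the same direction in all 3 lines. Their Benjamini-Hochberg adjusted p-values lay between 0.125 and 0.193 by the edgeR quasi-likelihood test and between 1.07e-14 and 0.00015 by DESeq2. The IDs that did not pass the filter were those of LCE1C and GASK1B, whose counts came almost wholly from MJ. LCE1C had 290 counts with DMSO and 1813 with KPT-330 in MJ, but 0 and 6 in MyLa and 1 and 8 in H9. Some genes that passed the filter also had few counts in a line. CYP4F3 had 924 and 4062 counts in MJ, but 6 and 13 in MyLa and 1 and 11 in H9. SPNS3 had 10 and 3 counts in MyLa. The direction of these genes in those lines rests on few counts. MIR3142HG (ENSG00000253522), a lincRNA gene on chromosome 5 of GRCh38 from 160468268 to 160487426, had the smallest DESeq2 p-value. Its log2 change was 1.84 in MJ, 1.98 in MyLa and 2.12 in H9, with an edgeR log2 fold change of 1.99 (adjusted p = 0.125). KAT2A (ENSG00000108773; chromosome 17, 42113108 to 42121358), which encodes a histone acetyltransferase, rose by close amounts in the lines, by 1.13 in MJ, 1.18 in MyLa and 1.26 in H9, and its exons overlap those of another annotated gene. ASNS (ENSG00000070669; chromosome 7, 97852118 to 97872542), which encodes asparagine synthetase, went from 9694 to 2173 counts in MJ, from 11284 to 5149 in MyLa and from 12738 to 4129 in H9. Its edgeR log2 fold change was -1.49 (standard error 0.198, adjusted p = 0.145). The cytokine gene IL5 (ENSG00000113525; chromosome 5, 132541444 to 132556838) rose from 237 to 1786 counts in MyLa, but rested on 13 and 58 counts in MJ and on 6 and 24 in H9.

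**Figure D1:**
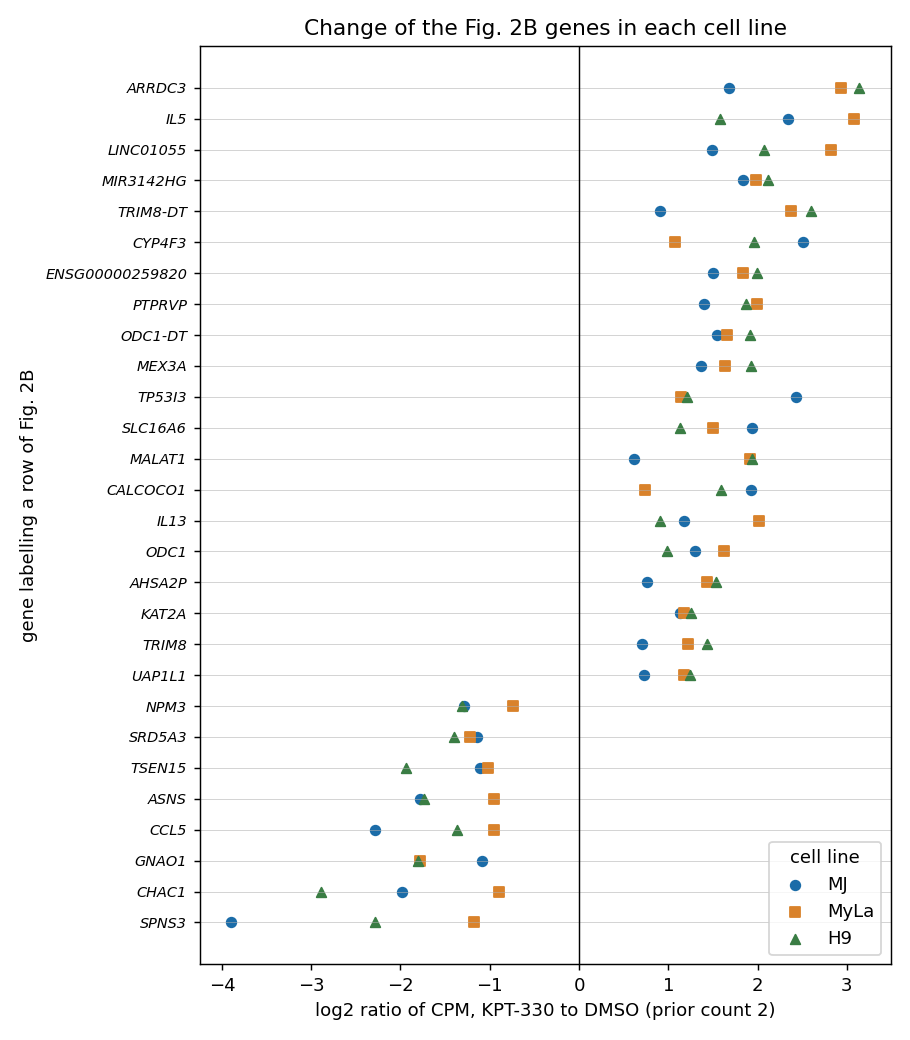
Log2 ratio of TMM-normalized CPM with KPT-330 to that with DMSO (prior count 2, x axis) for the 28 genes labelling rows of Fig. 2B that passed the filter on low counts (y axis). Each symbol is 1 cell line without replicates. The 20 genes that rose lie right of 0 in all 3 lines and the 8 that fell lie left of 0. Some points, such as those of CYP4F3 in MyLa and H9, rest on few counts.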

The heat map in Fig. 2B shows the top 30 differentially expressed genes in KPT-330 treated cell lines. According to the Gene Ontology (GO) analysis, the differentially expressed genes were closely associated with “cell division”, “cell cycle”, “nuclear division”, and “cytoskeleton” (Fig. 2C). 

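Genes of the cell cycle fell with KPT-330 in each line, and the G2/M and S-phase genes fell most in MJ. The median log2 change of the 54 G2/M genes of the Seurat package was -2.30 in MJ, -0.51 in MyLa and -0.73 in H9, and that of its 43 S-phase genes was -0.95, -0.47 and -0.33. Each of these medians lay below those of all 10000 random lists matched on expression. Of the 54 G2/M genes, 0 rose in MJ, 3 in MyLa and 1 in H9. A list of 116 cell cycle genes with their regulators and inhibitors had medians of -0.35 in MJ, -0.17 in MyLa and -0.17 in H9, and 34, 32 and 37 of its genes rose. Across the 3 lines, limma's camera test on log2 CPM with a preset inter-gene correlation of 0.01 gave Benjamini-Hochberg adjusted p-values over the 13 lists of 1.23e-23 for the G2/M genes, 6.12e-14 for the S-phase genes and 1.11e-07 for the cell cycle genes. None of the 13 lists had an adjusted p-value under 0.05 with fry or with an estimated inter-gene correlation, and the lowest were 0.213 and 0.348. With 3 lines these tests have little power, so they do not show that a shift is absent. Since edgeR called 0 genes, one-sided Fisher's exact tests on called genes were possible only with other calls. With the calls of DESeq2 with cell line, 29 of the 54 G2/M genes were called against 0.844 expected (adjusted p = 6.27e-38), 4 of the 43 S-phase genes against 0.672 (adjusted p = 0.00643) and 10 of the 116 cell cycle genes against 1.81 (adjusted p = 4.27e-05). RRM2 (ENSG00000171848; chromosome 2, 10122328 to 10131419), a subunit of ribonucleotide reductase, had log2 changes of -2.98 in MJ, -0.91 in MyLa and -1.17 in H9. Its log2 fold change was -1.66 by edgeR's quasi-likelihood test (standard error 0.376, adjusted p = 0.196).

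**Figure D2:**
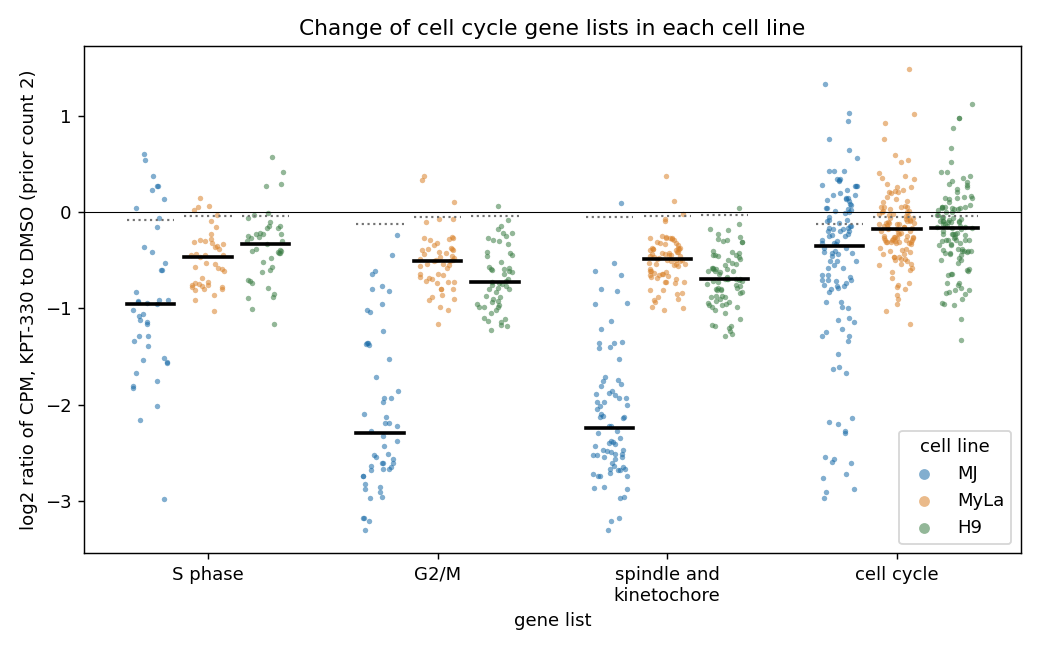
Log2 ratio of TMM-normalized CPM with KPT-330 to that with DMSO (prior count 2, y axis) for the genes of 4 lists (x axis) in each cell line, without replicates. Each point is a gene, black bars are list medians and dotted lines the median of matched random lists. The G2/M median is -2.30 in MJ, -0.51 in MyLa and -0.73 in H9.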

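For the mitotic spindle, a list of 78 spindle and kinetochore genes was examined, of which 31 are also among the G2/M genes. Its median log2 change was -2.25 in MJ, -0.49 in MyLa and -0.70 in H9, below those of all 10000 matched random lists in each line. Only 1 of the 78 genes rose in MJ, 2 in MyLa and 1 in H9. The camera test with the preset correlation gave an adjusted p-value of 9.23e-30, and fry gave 0.213. Of the 78 genes, 46 were called by DESeq2 with cell line against 1.22 expected (one-sided Fisher's exact test, adjusted p = 7.49e-63). Leaving out MJ, edgeR called 6 of them (adjusted p = 0.000586), and leaving out MyLa or H9 it called 0. NDC80 (ENSG00000080986), a kinetochore gene on chromosome 18 of GRCh38 from 2571511 to 2616635, fell from 1523 to 307 counts in MJ, from 1851 to 871 in MyLa and from 1687 to 842 in H9. Its log2 fold change was -1.31 (standard error 0.225, adjusted p = 0.174 by edgeR's quasi-likelihood test), and leaving out MJ it was -1.05. Lists for the nucleus and for the cytoskeleton as a whole were not analysed here.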

The GO cellular component showed that the differentially expressed genes were related to the “spindle”, “nucleus”, and “cytoskeleton” (Fig. 2D). Thus, GO analysis results revealed that changes were closely related to the role of XPO1 in nucleocytoplasmic transport. 

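A list of 60 genes of nuclear transport, holding importins, exportins, nucleoporins and Ran pathway genes, had a median log2 change of -0.32 in MJ, -0.13 in MyLa and -0.20 in H9. These medians lay at percentiles 0.85, 3.91 and 0.09 of matched random lists. The list shifted down by camera with the preset correlation (adjusted p = 1.41e-06), while fry gave an adjusted p-value of 0.213. By Fisher's exact test its members were not enriched among the genes called by DESeq2 with cell line, where 1 of 60 was called against 0.938 expected (one-sided, adjusted p = 0.612). That gene was KPNA2 (ENSG00000182481; chromosome 17, 68035519 to 68046842), which encodes an importin alpha. It fell from 10199 to 2130 counts in MJ, from 9372 to 6014 in MyLa and from 8876 to 4679 in H9.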

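A hand-written list of 69 tested genes of the p53 signaling pathway had a median log2 change of 0.09 in MJ, 0.03 in MyLa and -0.03 in H9, at percentiles 99.5, 92.5 and 41.7 of matched random lists, and camera found no shift (adjusted p = 0.969). The list holds genes that rose and genes that fell, and 25 of its members are in a cell cycle list. With the 44 other members alone, the median was 0.33 in MJ, 0.06 in MyLa and 0.07 in H9. These medians lay at percentiles 100, 96.0 and 93.8 of matched random lists. Of the 69, 6 were called by DESeq2 with cell line against 1.08 expected (one-sided Fisher's exact test, adjusted p = 0.00117). For 74 cellular senescence genes, of which 34 are in a cell cycle list, the median was -0.28 in MJ, 0.00 in MyLa and -0.05 in H9, and 8 were called by DESeq2 against 1.16 expected (adjusted p = 4.27e-05). For 73 oocyte meiosis genes, of which 40 are in a cell cycle list, the medians were -0.34, -0.20 and -0.16, and 8 were called against 1.14 expected (adjusted p = 4.27e-05). The shift by camera with the preset correlation had an adjusted p-value of 0.0120 for senescence and of 3.47e-07 for oocyte meiosis. Without members of a cell cycle list, the senescence median lay at percentiles 11.7 in MJ, 89.0 in MyLa and 52.0 in H9 of matched random lists. The oocyte meiosis median then lay at percentiles 12.3, 2.02 and 18.3, so only that in MyLa stayed under percentile 5. Leaving out MJ, the shift of the senescence genes had an adjusted p-value of 0.0714, and leaving out H9 it was 0.0683.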

The KEGG pathway^16,17^ enrichment analysis results suggested important changes in the “p53 signaling pathway”, “senescence”, “cell cycle”, and “meiosis” genes according to the fold enrichment (Fig. 2E). Overall, the results of this bioinformatics analysis indicated that XPO1 inhibitor KPT-330 induces changes in critical cancer pathways in CTCL cells.

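Across the 16287 genes tested, the log2 changes of MJ and MyLa had a Spearman correlation of 0.154, those of MJ and H9 of 0.259 and those of MyLa and H9 of 0.316. These are correlations across genes, which are not independent replicates. Of all tested genes, 39.1% changed in the same direction in the 3 lines, where 25% is given by chance. A log2 change beyond 1 in either direction was seen for 2477 genes in MJ, 1556 in MyLa and 1491 in H9. From its differentially expressed genes and their enriched GO terms and KEGG pathways, the paper concludes that KPT-330 changes pathways critical to cancer in CTCL cells.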

**Figure 2:**
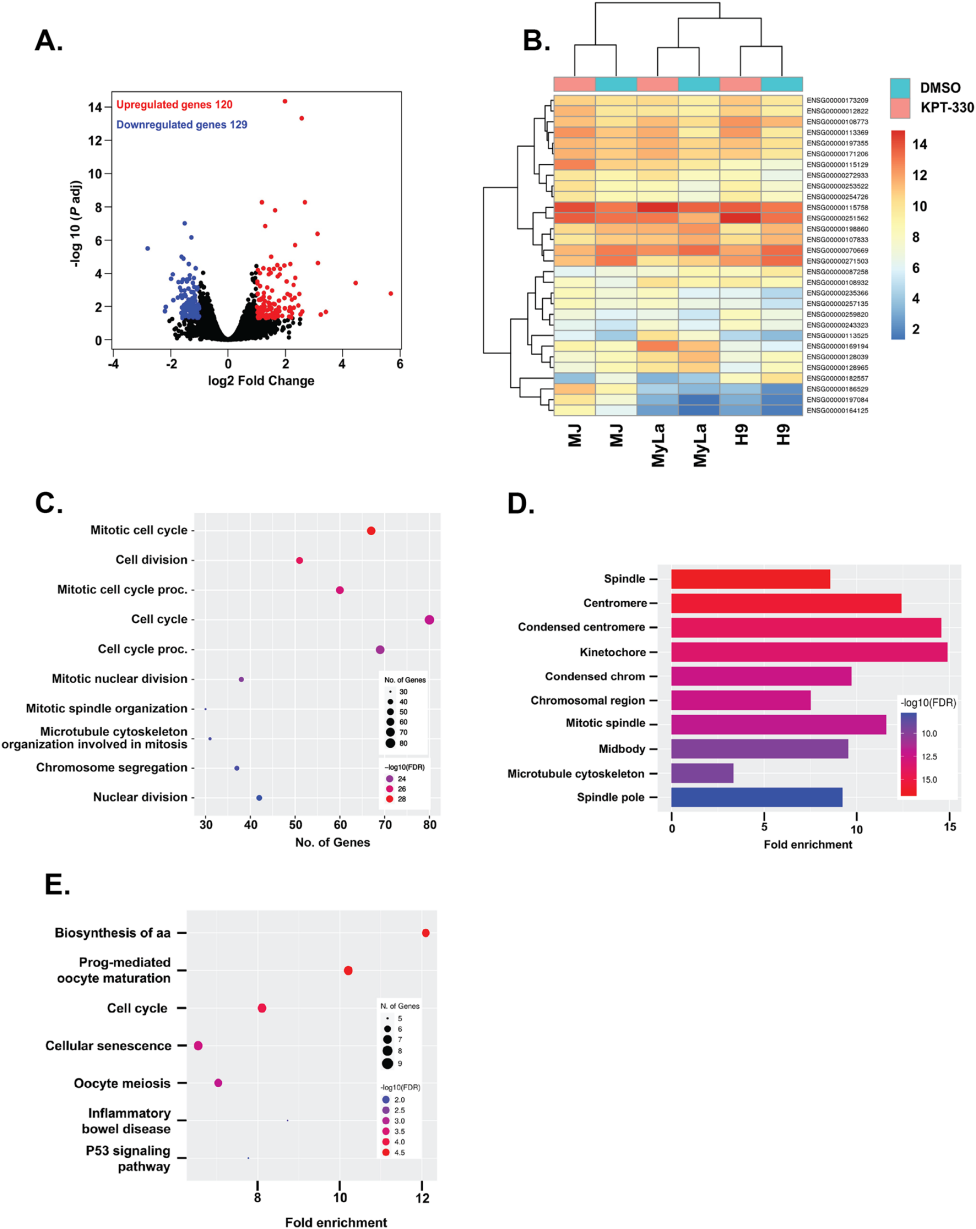
RNA-seq analysis of KPT-330-treated CTCL cells (**A**) Visualization of differentially expressed genes (DEGs) volcano plots using R studio. The plot compared the DEGs between KPT-330-treated cells and controls. Each data point in the scatter plot represents a gene. The log2 fold change of each gene is represented on the x-axis, and the log10 of its adjusted *p*-value is on the y-axis. Genes with an adjusted *p*-value less than 0.05 and a log2 fold change greater than 1 are indicated by red dots. These represent upregulated genes. Genes with an adjusted *p-*value less than 0.05 and a log2 fold change less than − 1 are indicated by blue dots. These represent down-regulated genes. Black dots indicate the remaining genes present in the datasets that were not significantly changed. (**B**) DEGs heat map and clustering based on hierarchy for the top 30 gene expression data from the datasets. n = 30 DEGs. Upregulated genes are represented in red, and downregulated genes are represented in blue. Significantly DEGs were clustered by their gene ontology, and the enrichment of gene ontology terms was tested using Fisher exact test (GeneSCF v1.1-p2). The figures **C**–**E** show gene ontology terms, if any, that are significantly enriched with an adjusted *P*-value less than 0.05 in the differentially expressed gene sets (up to 10 terms).

### KPT-330 induces apoptosis and cell cycle arrest in CTCL cells

CTCL cell lines were treated with KPT-330 (100 & 250 nM) or DMSO control for 48 h, and cell cycle distributions were determined by staining with propidium iodide (PI). Treatment with KPT-330 led to the accumulation of CTCL cells in the G1 phase and reduced the number of cells in the S and G2/M phases (Fig. 3A). Flow cytometric analysis demonstrated a dose-dependent increase in the percentage of apoptotic cells (PI^high^/AnV^high^) and a parallel decrease in viability in all three CTCL cell lines (PI^low^/AnV^low^) after treatment with KPT-330 (100 & 250 nM, 48 h) (Fig. 3B).

**Figure 3:**
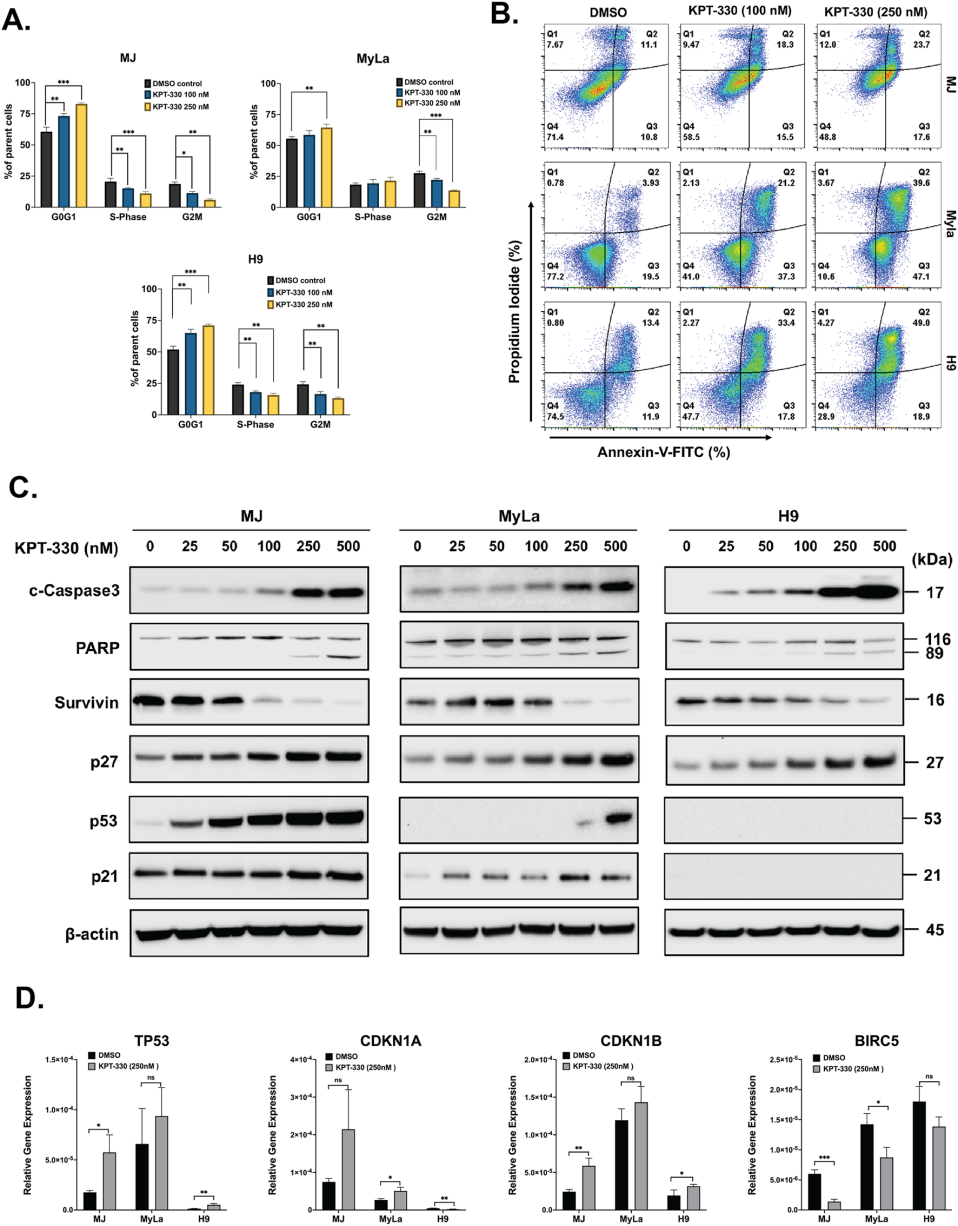
Effects of treatment with KPT-330 on cell cycle and apoptosis of various CTCL cell lines (MJ, MyLa, and H9) (**A**) Cell cycle analysis of MJ, MyLA and H9 cells after exposure to KPT-330 for 48 h. Cells were stained with PI and analyzed by flow cytometry (representative results of 3 experiments). (**B**) Apoptosis of CTCL cells after exposure to KPT-330 for 48 h. Cells were stained with PI and AnnexinV-FITC and analyzed by flow cytometry (representative results of 3 experiments). (**C**) CTCL cells were treated with indicated doses of KPT-330 for 48 h and subjected to western blot. (**D**) *TP53*, *CDKN1A*, *CDKN1B*, and *BIRC5* gene expression in CTCL cells detected by q–PCR. The data were analyzed using 18S as the reference gene and represent the mean ± SD from 3 independent experiments (*p* < 0.05: *, *p* < 0.01: **, *p* < 0.001: ***). Relative gene expression is represented as the average relative quantity on the Y-axis.

Next, to investigate the mechanism of the KPT-330 induced apoptosis, we examined the expression profiles of apoptotic proteins in drug-treated CTCL cells (Fig. 3C). Western blot analysis showed that KPT-330 increased cleaved caspase-3 as well as PARP cleavage compared to vehicle control in a dose-dependent manner. Conversely, a decrease in anti-apoptotic survivin expression was also observed, suggesting mitochondrial apoptosis in KPT-330 treated cells. In addition, KPT-330 increased the levels of p27^Kip1^ in a dose-dependent manner across all three cell lines. p53 is the cargo protein of XPO1 and plays a vital role in cell apoptosis. Concomitantly, KPT-330 (0–500 nM, 48 h) prominently increased protein levels of p53 and p21^WAF1/Cip1^ (Fig. 3C) in MJ and MyLa cells. H9 cells showed no detectable levels of p53 and p21^WAF1/Cip1^ proteins. To further understand how KPT-330 modulated p53, p21^WAF1/Cip1^, p27^Kip1^, and survivin protein expression levels in CTCL cells, we checked the transcript levels of these target proteins in cells treated with KPT-330 (250 nM) for 48 h. KPT-330 increased the mRNA expression levels of *TP53*, *CDKN1A*, and *CDKN1B* and decreased the expression of *BIRC5* mRNA in CTCL cell lines (Fig. 3D). These data indicated that KPT-330 induces cell cycle arrest and cell apoptosis in vitro by influencing several tumor suppressor genes.

### p27^Kip1^, p53 and its target protein p21^WAF1/Cip1^ are retained in the nucleus following the inhibition of XPO1

To elucidate the antitumor activity of the KPT-330 in the CTCL cells, we examined the efficiency of nuclear export and spatial expression of XPO1 protein and its target cargo proteins in KPT-330-treated cells. Immunofluorescence analyses were performed to assess nuclear export function, evaluating the nuclear-cytoplasmic localization changes of different XPO1 cargo proteins post-KPT-330 treatment for 48 h. The results of Fig. 4A demonstrated that the KPT-330 treatment caused substantial nuclear retention of the p53, p21^WAF1/Cip1^, and p27^Kip1^ proteins compared to the control.

**Figure 4:**
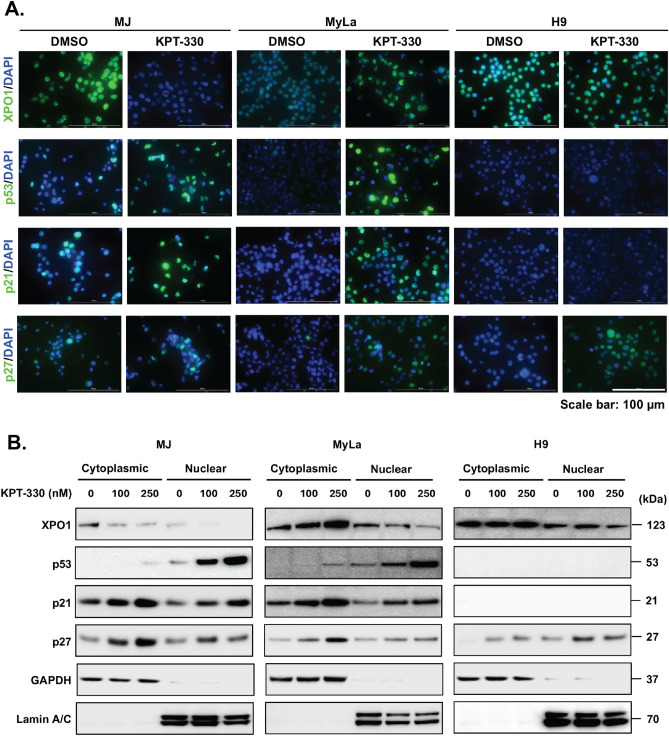
KPT-330 modulates cellular localization of XPO1, p53, p21, and p27 in CTCL cells (**A**) XPO1 and its cargo proteins cellular localization assessed by confocal microscopy in MJ, MyLA, and H9 cells after treatment with DMSO (control) or KPT-330 (250 nM) for 48 h. DAPI stains nuclei. Scale bars, 100 µm. (**B**) Immunoblot of protein expression in cytoplasmic and nuclear fractions of CTCL cells treated with KPT-330. Lamin A/C and GAPDH serve as loading controls for nuclear and cytoplasmic fractions, respectively.

Next, we looked at the potential target proteins of KPT-330 by immunoblotting cytosolic and nuclear protein fractions in MJ, MyLa, and H9 cells (Fig. 4B). Our results show KPT-330 treatment elevates p53 (primarily nuclear) and p21^WAF1/Cip1^ (cytoplasmic and nuclear) in all but H9 cells. Additionally, a dose-dependent accumulation of the p27^Kip1^ (cytoplasmic and nuclear) in all cell lines was observed after 48 h of exposure to KPT-330. Our results suggest that inhibiting XPO1 increases p53, p21^WAF1/Cip1^, and p27^Kip1^ proteins, predominantly in the nucleus.

### KPT-330 blocks tumor growth and prolongs survival in a bioluminescent xenograft mouse model of CTCL

We next sought to elucidate whether the KPT-330 antitumor efficacy observed in vitro could be translated in vivo. To determine the anti-lymphoma activity of KPT-330 in CTCL, we used a murine xenograft model established by intravenous injection of the luciferase-expressing H9 cell line into the tail vein of the NOD-rag-gamma (NRG) immunodeficient mice. Despite its lower sensitivity to KPT-330, compared to MJ and MyLa, the H9 cell line was selected because it has successfully been used before in a xenograft model in NRG mice for pre-clinical studies^18^. Lymphoma cell engraftment was monitored using IVIS-Spectrum bioluminescence measurement. Four days after the injection of cells, all animals had detectable lymphoma and were randomly distributed into treatment (n = 8) or vehicle (n = 8) experimental groups. Mice were dosed with either 10 mg/kg of KPT-330 or vehicle via oral gavage three times a week for four weeks, and subsequently, to monitor the tumor growth non-invasively, bioluminescence was assessed on days 12 and 21 post-engraftment (Fig. 5A). The dose was selected based on previous pre-clinical data in mouse models of different malignancies^19,20^. Treated mice showed a significantly slower increase in bioluminescence signal over time (paired t-test: *p* = 0.005; Fig. 5B), indicating that the treatment with KPT-330 notably reduced tumor growth (representative cases in Fig. 5C). KPT-330 was well tolerated at the tested dose with no significant body weight loss (Supplementary Figure S1). The inhibition of lymphoma growth induced by KPT-330 translated into a significantly increased survival, with a median survival of 27 days in the treatment group compared to 22 days in the vehicle group (*p* < 0.0002; Fig. 5D). These results indicate that KPT-330 effectively kills the bulk human lymphoma cells in the xenograft model of CTCL.

**Figure 5:**
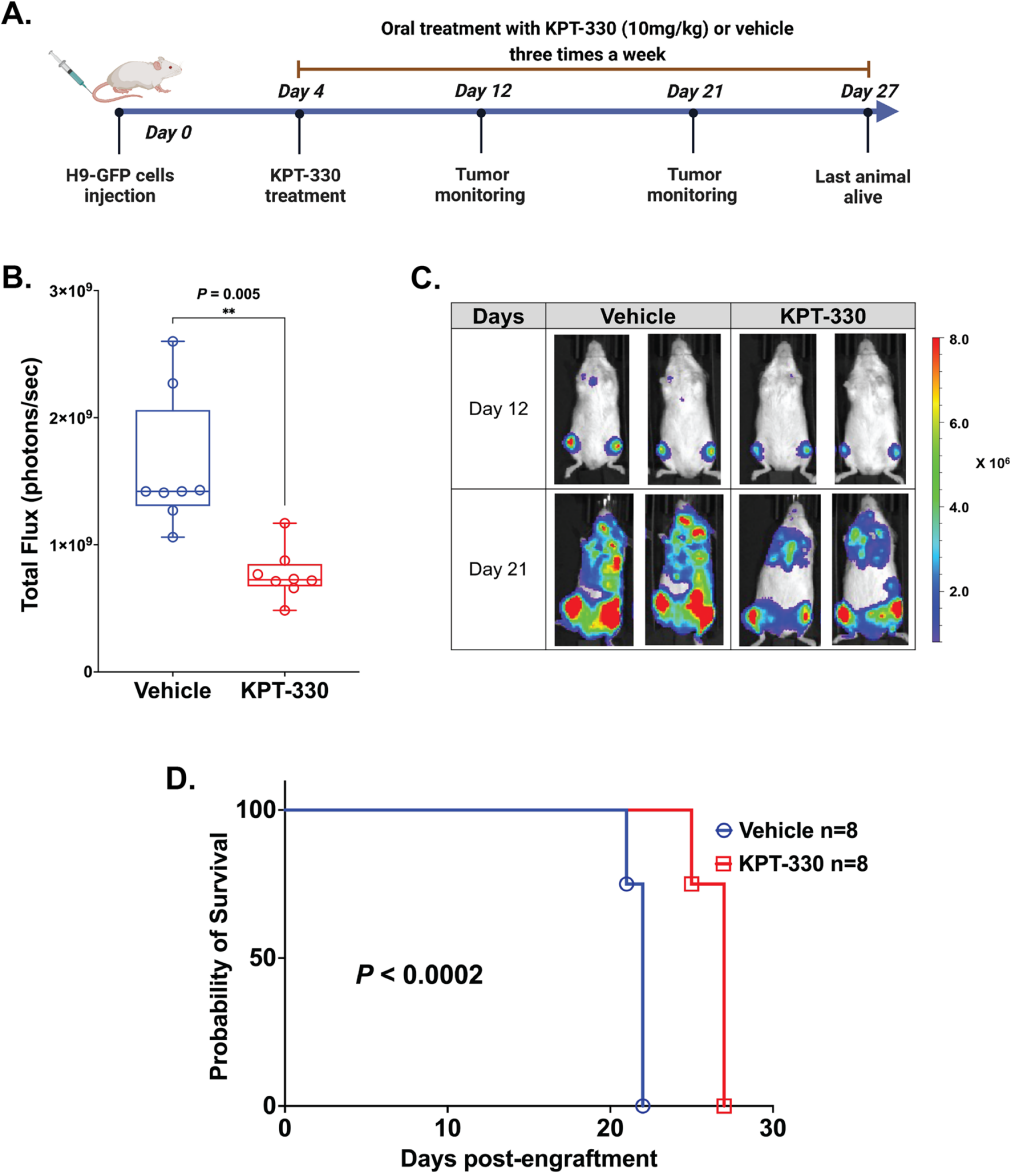
Pre-clinical efficacy of KPT-330 in mice xenograft models (**A**) Schematic diagram showing experiment design: H9 cells were transduced with the lentivirus expressing firefly luciferase-GFP (H9-Luc-GFP), sorted to > 99% purity, and transplanted into mice with 2 million cells. Mice were evaluated for leukemia cell engraftment on an IVIS imager (Perkins-Elmer). After confirming the engraftment of lymphoma cells in vivo (7 days), cohorts of mice were randomly assigned to treatment with vehicle (DMSO, PEG 300, Tween 80, ddH20) or 10 mg/kg KPT-330 (via oral-gavage) three times a week for four weeks and imaged weekly. Figure made with biorender.com. (**B**) Luciferase bioluminescence was quantified by measuring total flux (photons/second) in mice using the IVIS-100 and Living Image software at day 21 (vehicle n = 8, KPT-330 treated n = 8, *p* = 0.005 by student t-test). (**C**) Representative dorsal bioluminescence images of mice demonstrating lymphoma burden at days 12 and 21 in the vehicle and KPT-330 treated cohorts. (**D**) Kaplan–Meier curve shows effect of KPT-330 treatment (10 mg/kg, 3 times weekly) on survival of NRG mice injected with H9-Luc-GFP cells (n = 8, red line). Untreated mice injected with cells (n = 8, blue line) were used as controls. Survival was calculated by the Kaplan–Meier method, and the log-rank test evaluated the differences among survival distributions: *p* < 0.0002 (untreated vs KPT-330–treated mice).

## Discussion

In this study, we exhibited the pre-clinical therapeutic effectiveness of KPT-330, a selective inhibitor of XPO1, in cutaneous T-cell lymphoma (CTCL) cells. Additionally, we employed high-throughput methodologies to pinpoint pathways linked to its mode of action.

XPO1 serves as a crucial nuclear export carrier for numerous TSPs^4^, offering the potential to target distinct pathways involved in carcinogenesis by modulating the nucleocytoplasmic localization of cargo proteins^13^. Our investigation revealed an upregulation of XPO1 in CTCL cells, potentially leading to the aberrant translocation of vital TSPs to the cytoplasm. Dysregulation of apoptosis is a hallmark of cancer, and triggering apoptosis in cancer cells is a potent strategy for treatment with cytotoxic anticancer agents. Prior research indicates that XPO1 inhibitors exert their anticancer effects by inducing apoptosis in cancer cells^6,12,21^. In our study, we observed that the XPO1 inhibitor KPT-330 prompted caspase-dependent apoptosis in CTCL cell lines.

The tumor suppressor p27^Kip1^ regulates cell cycle and apoptosis by modulating CDK/cyclins. Forkhead Class box O3a (FoxO3a), a protein transported by XPO1, suppresses *CDKN1B* expression when it moves from the nucleus to the cytoplasm^22^. However, XPO1 inhibition by KPT-330 sequesters FoxO3a in the nucleus, potentially increasing p27^Kip1^ expression levels^9^. Treatment with KPT-330 in this study increased p27^Kip1^ levels in three CTCL cell lines, leading to cell growth inhibition in a dose-dependent manner. Our data supports earlier reports, highlighting that the cell cycle inhibitor p27^Kip1^ plays a role in SINE compounds-mediated regulation of cell growth and death in hematological neoplasms, including T-cell lymphoma^9,23^. Additionally, CTCL is characterized by high levels of the anti-apoptotic protein survivin^24,25^, which shuttles between the nucleus and the cytoplasm, impacting apoptosis and cell cycle progression^26^. Notably, the KPT-330 treatment also led to a decrease in survivin expression levels. These results support previous studies proposing that downregulating survivin could be a viable therapeutic strategy for CTCL^25,27–30^. Future research could investigate if XPO1 inhibition induces a shift in CTCL cells from a hyperproliferative state to an apoptotic state, potentially enhanced by targeting other critical cellular processes.

Studies have demonstrated that the loss of p53 function in cutaneous T-cell lymphoma (CTCL) can impact various cellular processes, including cell cycle control and DNA repair, leading to the resistance of CTCL cells to chemotherapy^31^. Ongoing research is exploring the role of p53 in CTCL, with the development of new therapies targeting p53-defective cells in hematologic malignancies^32–35^. The H9 cell line, derived from Hut78 and representing Sézary Syndrome, carries a nonsense mutation of p53 in exon 6, while MyLa has a *TP53* gene duplication, and MJ has a wild-type *TP53*^36^. Our bioinformatic analyses confirmed that KPT-330 induces significant changes in the p53 pathway. 

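A list of 37 tested genes that p53 activates directly rose in MJ, with a median log2 change of 0.58, and in MyLa, with a median of 0.22, both at percentile 100 of matched random lists. In H9 the median was 0.06, at percentile 87.3. Of the 37 genes, 33 rose in MJ, 27 in MyLa and 19 in H9. The difference between the lines was not tested, since each has 1 library per treatment. Over the 3 lines the list shifted up by camera with the preset correlation (adjusted p = 0.000350), but the adjusted p-value was 0.238 with fry and 0.150 when MJ was left out. DESeq2 with cell line called 3 of the 37, TP53I3, TP53INP1 and DRAM1, against 0.578 expected (one-sided Fisher's exact test, adjusted p = 0.0258). The exons of DRAM1 overlap those of another annotated gene. TP53I3 (ENSG00000115129; chromosome 2, 24077433 to 24085861), whose exons overlap those of FAM228B, had log2 changes of 2.43 in MJ and 1.14 in MyLa, and rose from 102 to 257 counts in H9. TP53INP1 (ENSG00000164938; chromosome 8, 94925972 to 94949411) changed by 1.49, 0.78 and 1.03. CDKN1A (ENSG00000124762; chromosome 6, 36676460 to 36687339), which encodes p21, had a log2 change of 0.42 in MJ, 0.92 in MyLa and -1.33 in H9.

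**Figure D3:**
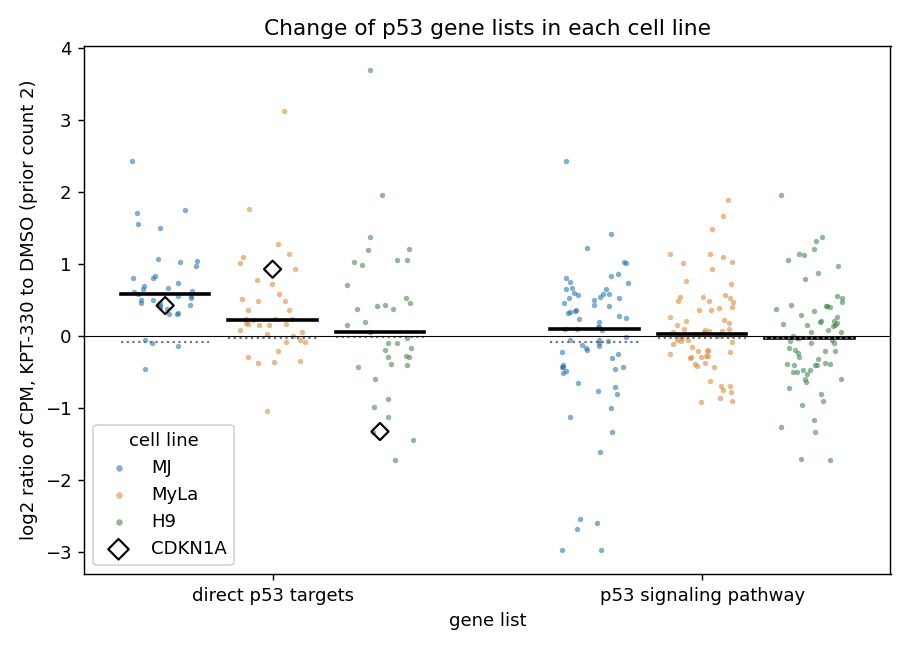
Log2 ratio of TMM-normalized CPM with KPT-330 to that with DMSO (prior count 2, y axis) for the genes of 2 lists (x axis) in each cell line, without replicates. Each point is a gene, black bars are list medians, dotted lines the median of matched random lists and diamonds CDKN1A. The median of direct p53 targets is 0.58 in MJ, 0.22 in MyLa and 0.06 in H9.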

In H9 cells, KPT-330 resulted in a notable increase in *TP53* transcript but no detectable p53 protein. However, in MJ and MyLa cell lines, the upregulation of p21^WAF1/Cip1^, a transcriptional target of p53, suggests the restoration or reactivation of p53 tumor suppressor function. The molecular function of p21^WAF1/Cip1^ depends on its subcellular localization, with nuclear p21^WAF1/Cip1^ inducing cell cycle arrest, while cytoplasmic expression corresponds to an anti-apoptotic role ^37^. Enhanced p21^WAF1/Cip1^ nuclear expression upon XPO1 inhibition indicates that XPO1 inhibition restores p53 nuclear function in the MJ and MyLa cell lines, potentially leading to cell cycle arrest and apoptosis, supporting previous findings in adult T-cell leukemia^38^.

The in vivo study demonstrated the strong anti-lymphoma efficacy of KPT-330. A phase II clinical trial of KPT-330 in relapsed or refractory peripheral T-cell lymphoma (PTCL) or CTCL was terminated due to enrollment challenges (https://clinicaltrials.gov/study/NCT02314247). However, a recent phase II trial in China showed promising response rates with Selinexor in previously untreated PTCL patients^39^. In a CTCL xenograft mouse model, we observed a 5-day increase in survival time in the KPT-330-treated group, reflecting a 23% improvement in survival compared to the untreated group. These results indicate the potential effectiveness of XPO1 inhibitors in CTCL treatment, highlighting the necessity for additional research to explore the in vivo impact of KPT-330 therapy in CTCL.

In summary, our study underscores the therapeutic promise of KPT-330, an XPO1 inhibitor, for treating cutaneous T-cell lymphoma (CTCL). Through its activation of the p27^Kip1^ and p53–p21^WAF1/Cip1^ pathways, KPT-330 demonstrates its capability to induce cell death and halt cell proliferation in CTCL cells. Further investigations, including clinical trials, are warranted to validate these findings and explore the full potential of XPO1 inhibitors in CTCL treatment.

## Methods

### Reagents, antibodies, cell lines, and human peripheral blood mononuclear cells (PBMCs)

For in vitro studies, we used five CTCL cell lines—MyLa (Millipore Sigma), MJ, Hut78, HH, and H9 (American Type Culture Collection [ATCC]). Cells were cultured in RPMI-1640 medium (Life Technologies) supplemented with 10% fetal calf serum (FCS), 1% GlutaMAX, Antibiotic–Antimycotic, and MJ cells were cultured in Iscove modified Dulbecco medium (IMDM) (Life Technologies) supplemented with 20% FCS, 1% GlutaMAX, and Antibiotic–Antimycotic. Cells were grown at 37 °C in 5% CO_2_. Healthy donor PBMCs were obtained from Leukocyte reduction filters supplied by the Thomas Jefferson University Hospital Blood Bank Laboratory following their standard collection protocols. All the experimental protocols were approved by the Institutional Review Board (17D.083) (Thomas Jefferson University Institutional Review Board). All experiments were performed in accordance with the Declaration of Helsinki. T cells were enriched from PBMCs using the RosetteSep™ Human CD4+ T Cell Enrichment Cocktail according to the manufacturer’s instructions (STEMCELL Technologies).

KPT-330 was purchased from Selleckchem (Selleckchem; TX, USA) and dissolved in DMSO for in vitro studies. KPT-330 was diluted in 0.6% Pluronic® F68 and PVP K-29/32 solution for the in vivo study. Primary antibodies against XPO1, PARP, cleaved-caspase-3, Survivin, p53, p21, p27, GAPDH, Lamin A/C, and β-actin were purchased from Cell Signaling Technology (Cell Signaling; MA, USA). Secondary antibodies (anti-rabbit IgG, HRP-Linked, and anti-mouse IgG, HRP-Linked) were purchased from Cell Signaling Technology (Cell Signaling; MA, USA).

### Quantitative PCR (qPCR) analysis

Total RNA was extracted from cultured cells with Total RNA Purification Plus kit (Norgen Biotek, ON, Canada) as per the manufacturer's protocol. 2 µg of the total RNA was reversely transcribed using SuperScript IV VILO Master Mix (ThermoFisher Scientific, CA, USA). The cDNA obtained was analyzed quantitatively using TaqMan Assay (ThermoFisher Scientific, CA, USA). Ct values were generated using default analysis settings. Relative quantification (RQ) was calculated using the 2^−ΔCT^ method.

### Cell proliferation assay

To assess the chemosensitivity of tumor cells to KPT-330, cell viability was measured by CellTiter 96® Aqueous Non-Radioactive Cell Proliferation Assay (Promega; WI, USA). The cell suspension was cultured in 96-well flat-bottomed microtiter plates at a seeding density of 2 × 10^4^ cells/well. KPT-330 was tested at concentrations ranging from 0.01 to 10.0 µM. Micro titer wells containing lymphoma cells without drug treatment served as controls, and wells containing complete medium served as blank controls. Each dosage was tested in triplicate. Cells were incubated for 72 h before the addition of the assay reagent (1 mg/mL per well), and absorbance was read at 490 nm using a spectrophotometric microplate reader. The percentage cell viability to different drug concentrations was calculated as the inhibition rate of (mean absorbance of treated wells/mean absorbance of control wells) × 100%. IC_50_ was calculated by GraphPad Prism v10.0 (GraphPad Software, Inc; CA, USA).

### Western blot and protein analysis

Cells treated with KPT-330 were washed with ice-cold PBS, resuspended in RIPA lysis buffer (ThermoFisher Scientific; CA, USA) containing protease inhibitor cocktail (ThermoFisher Scientific; CA, USA) and were sonicated for 30 s with 50% pulse. Cell lysates were centrifuged at ∼14,000 × g for 15 min at 4 °C. Protein concentrations were assesed using Bradford assay (Bio-Rad, CA, USA). Nuclear and cytoplasmic fractions were isolated using the NE-PER Kit (ThermoFisher Scientific; CA, USA), followed by separation of protein samples via SDS-PAGE and their subsequent transfer to a PVDF membrane (ThermoFisher Scientific; CA, USA). The membranes were blocked at room temperature for one hour using 5% non-fat dry milk (Bio-Rad; CA, USA) and then incubated overnight at 4 °C with primary antibodies. Following three washes with TBS/Tween 20 (TBST), the membranes were subsequently incubated at room temperature for 1 h with the corresponding anti-rabbit and anti-mouse secondary antibodies, which were conjugated to horseradish peroxidase. The signals were visualized by adding chemiluminescent substrate (ThermoFisher Scientific; CA, USA) followed by quantification by FluroChem auto image system with AlphaView software (Protein Simple; CA, USA).

### Immunofluorescence

Cells were cultured in Nunc™ Lab-Tek™ four well Chamber Slide System (ThermoFisher Scientific; CA, USA) and were exposed to KPT-330 (250 nM) or DMSO (control) for 48 h. Cells were washed in PBS, fixed in 4% paraformaldehyde for 15 min, and permeabilized with 0.1% Triton X-100 for 5 min. Samples were blocked in 5% bovine serum albumin and incubated with primary antibodies overnight at 4 °C. The stained cells were washed thrice with PBS and incubated with Alexa Fluor-conjugated secondary antibodies (Cell Signaling; MA, USA) at room temperature for 1 h in darkness. Following immunostaining, the samples were covered with ProLong® Gold Antifade Reagent with DAPI (Cell Signaling; MA, USA) and coverslips. Images were captured with a BioTek Cytation 5 confocal imaging reader (Agilent Technologies; CA, USA).

### Apoptosis assay

Apoptosis was detected by Annexin V-FITC (fluorescein isothiocyanate) kit (ThermoFisher Scientific; CA, USA) according to the manufacturer's instructions. Briefly, the cells (2 × 10^5^ cells/ml) were cultured in the 6-wells plate in RPMI supplemented with 10% FCS or IMDM supplemented with 20% FCS with either diluents control (DMSO) or varying concentrations of KPT-330 for 48 h. Cells were collected, washed three times with cold PBS, and then suspended in 1× binding buffer. A 100 µl aliquot of the cell suspension was transferred to a microfuge tube and combined with 5 µl of Annexin V-FITC, and then incubated in the dark at room temperature for 15 min. Following this, 200 µl of 1X binding buffer and 5 µl of Propidium Iodide (PI) solution were added to each tube. The cell samples were subsequently examined using a flow cytometer (BD Biosciences, CA, USA) paired with FlowJo software (version 10.8).

### Cell cycle analysis

Cell cycle distribution of cells was analyzed using flow cytometry. To determine the effect of KPT-330 on the cell cycle, lymphoma cells were cultured in the 6-well plate in RPMI supplemented with 10% FCS or IMDM supplemented with 20% FCS with either diluent control (DMSO) or various concentrations of KPT-330 for 48 h. Cells were washed with ice-cold PBS, fixed with ice-cold 70% ethanol at − 20 °C for 2 h, and washed in PBS. Cells were then stained with propidium iodide (PI)/RNase staining buffer (BD Pharmingen™; CA, USA) for 15 min at room temperature in the dark. Cell cycle analysis was performed using a flow cytometer and FlowJo software (version 10.8). A total of 10,000 cells were analyzed for each sample.

### RNA-Seq analysis

The cells (1 × 10^6^ cells/ml) were cultured in a 6-well plate in RPMI supplemented with 10% FCS or IMDM supplemented with 20% FCS. Total RNA was extracted after 48-h treatment with either vehicle (DMSO) or KPT-330 using the Total RNA Purification Plus kit (Norgen Biotek, ON, Canada) as per the manufacturer's protocol. RNA-seq and bioinformatics analysis were conducted at Azenta Life Sciences (New Jersey, USA).

### CTCL xenograft murine model

All in vivo animal experiments were performed in accordance with ARRIVE guidelines. All animal experiments were approved by Thomas Jefferson University Institutional Animal Care and Use Committee (IACUC)(IACUC no. 02234). All experiments were performed in accordance with relevant guidelines and regulations. Female NOD-rag-gamma (NRG) mice (n = 16) 6–8 weeks (The Jackson Laboratory, Bar Harbor, ME) were used in this study. An inspection was performed to ensure their suitability for the study before cancer-cell implantation. As described previously, H9 cells were transfected with PLV-10172[luc/GFP/CMV/Puro] (Cellomics Technology, Halethorpe, MD), and after selection for GFP and confirmation of uniform fluorescence expression^40^, 2 × 10^6^ cells were injected by tail vein into the NRG mice. Mice were then divided into two groups of eight each, with the control group receiving vehicle (DMSO, PEG 300, Tween 80, ddH2O) and the drug group receiving 10 mg/kg KPT-330 via oral gavage starting on Day 4 post-injection three times a week for four weeks. At day 12 and day 21, mice were injected intra-peritoneally with 150 mg/kg D-luciferin (GoldBio, St Louis, MO), and tumor burden was measured via luciferase imaging (IVIS Lumina Series III, PerkinElmer). Images were processed using Living Image software (ver 4.7.3) to determine total flux (photons/second). Mice were euthanized by chemical method using Carbon dioxide (CO_2_) if they had hind limb paralysis or became moribund. The study is reported in accordance with ARRIVE guidelines.

### Statistical analysis

Statistical analyses were performed with GraphPad Prism v10.0 (GraphPad Software, Inc; CA, USA). Student's t test was performed between two groups; data are recorded in the form of mean ± SD. *P* values of < 0.05 were considered statistically significant (*p* < 0.05: *, *p* < 0.01: **, *p* < 0.001: ***). We also use the Kaplan–Meier test for the univariate survival analysis.

### Supplementary Information

Supplementary Figure S1.

Supplementary Information.

## Data Availability

The datasets generated and analysed during the current study are available in the Gene Expression Omnibus (GEO) database under the accession number GSE262491.

## References

[1] Gorlich D, Mattaj IW (1996). Nucleocytoplasmic transport. Science.

[2] Hanahan D (2022). Hallmarks of cancer: New dimensions. Cancer Discov..

[3] Cagatay T, Chook YM (2018). Karyopherins in cancer. Curr. Opin. Cell Biol..

[4] Azizian NG, Li Y (2020). XPO1-dependent nuclear export as a target for cancer therapy. J. Hematol. Oncol..

[5] Azmi AS (2017). Exportin 1 (XPO1) inhibition leads to restoration of tumor suppressor miR-145 and consequent suppression of pancreatic cancer cell proliferation and migration. Oncotarget.

[6] Nachmias B, Schimmer AD (2020). Targeting nuclear import and export in hematological malignancies. Leukemia.

[7] Dummer R (2021). Cutaneous T cell lymphoma. Nat. Rev. Dis. Primers.

[8] Ishikawa C, Mori N (2022). Exportin-1 is critical for cell proliferation and survival in adult T cell leukemia. Invest. New Drugs.

[9] Nie D (2022). Prognostic and therapeutic significance of XPO1 in T-cell lymphoma. Exp. Cell Res..

[10] Turner JG, Dawson J, Sullivan DM (2012). Nuclear export of proteins and drug resistance in cancer. Biochem. Pharmacol..

[11] Wang AY, Liu H (2019). The past, present, and future of CRM1/XPO1 inhibitors. Stem Cell Investig.

[12] Sun Q (2016). Inhibiting cancer cell hallmark features through nuclear export inhibition. Signal Transduct. Target Ther.

[13] Azmi AS, Uddin MH, Mohammad RM (2021). The nuclear export protein XPO1—From biology to targeted therapy. Nat. Rev. Cli.n Oncol..

[14] Landes JR (2022). The efficacy of selinexor (KPT-330), an XPO1 inhibitor, on non-hematologic cancers: A comprehensive review. J. Cancer Res. Clin. Oncol..

[15] Sochacka-Cwikla A, Maczynski M, Regiec A (2021). FDA-approved drugs for hematological malignancies-the last decade review. Cancers (Basel).

[16] Kanehisa M, Furumichi M, Sato Y, Kawashima M, Ishiguro-Watanabe M (2023). KEGG for taxonomy-based analysis of pathways and genomes. Nucleic Acids Res..

[17] Kanehisa M, Goto S (2000). KEGG: Kyoto encyclopedia of genes and genomes. Nucleic Acids Res..

[18] Jain S (2015). Preclinical pharmacologic evaluation of pralatrexate and romidepsin confirms potent synergy of the combination in a murine model of human T-cell lymphoma. Clin. Cancer Res..

[19] Handley KF (2021). Rational combination of CRM1 inhibitor selinexor and olaparib shows synergy in ovarian cancer cell lines and mouse models. Mol. Cancer Ther..

[20] Seymour EK (2021). Selinexor in combination with R-CHOP for frontline treatment of non-hodgkin lymphoma: Results of a phase I study. Clin. Cancer Res..

[21] Zhu ZC, Liu JW, Yang C, Zhao M, Xiong ZQ (2019). XPO1 inhibitor KPT-330 synergizes with Bcl-xL inhibitor to induce cancer cell apoptosis by perturbing rRNA processing and Mcl-1 protein synthesis. Cell Death Dis..

[22] Scheijen B, Ngo HT, Kang H, Griffin JD (2004). FLT3 receptors with internal tandem duplications promote cell viability and proliferation by signaling through Foxo proteins. Oncogene.

[23] Balasubramanian SK, Azmi AS, Maciejewski J (2022). Selective inhibition of nuclear export: A promising approach in the shifting treatment paradigms for hematological neoplasms. Leukemia.

[24] Talaat IM (2019). Potential role for microRNA-16 (miR-16) and microRNA-93 (miR-93) in diagnosis and prediction of disease progression in mycosis fungoides in Egyptian patients. PLoS One.

[25] Zhang C (2010). Curcumin selectively induces apoptosis in cutaneous T-cell lymphoma cell lines and patients' PBMCs: Potential role for STAT-3 and NF-kappaB signaling. J. Invest. Dermatol..

[26] Knauer SK, Bier C, Habtemichael N, Stauber RH (2006). The Survivin-Crm1 interaction is essential for chromosomal passenger complex localization and function. EMBO Rep..

[27] Altieri DC (2003). Validating survivin as a cancer therapeutic target. Nat. Rev. Cancer.

[28] Altieri DC (2008). Survivin, cancer networks and pathway-directed drug discovery. Nat. Rev. Cancer.

[29] Altieri DC (2013). Targeting survivin in cancer. Cancer Lett..

[30] Zhang C (2008). Avicin D selectively induces apoptosis and downregulates p-STAT-3, bcl-2, and survivin in cutaneous T-cell lymphoma cells. J. Invest. Dermatol..

[31] Li G (1998). Overexpression of p53 protein in cutaneous T cell lymphoma: Relationship to large cell transformation and disease progression. J. Invest. Dermatol.

[32] Hu J (2021). Targeting mutant p53 for cancer therapy: direct and indirect strategies. J. Hematol. Oncol..

[33] Baeten JT, Chan ICC, Link DC, Bolton KL (2021). Effects of PARP inhibitor therapy on p53-deficient hematopoietic stem and progenitor cell fitness. Blood.

[34] Jemaa M (2012). Selective killing of p53-deficient cancer cells by SP600125. EMBO Mol. Med..

[35] Li T (2012). Tumor suppression in the absence of p53-mediated cell-cycle arrest, apoptosis, and senescence. Cell.

[36] Netchiporouk E (2017). Analysis of CTCL cell lines reveals important differences between mycosis fungoides/Sezary syndrome versus HTLV-1(+) leukemic cell lines. Oncotarget.

[37] Cmielova J, Rezacova M (2011). p21Cip1/Waf1 protein and its function based on a subcellular localization [corrected]. J. Cell Biochem..

[38] Boons E (2021). XPO1 inhibitors represent a novel therapeutic option in Adult T-cell Leukemia, triggering p53-mediated caspase-dependent apoptosis. Blood Cancer J..

[39] Ding K (2023). High rates of remission with the initial treatment of oral selinexor plus CHOP for newly diagnosed peripheral T-cell lymphoma (PTCL): Clinical outcomes analysis of a multi-center phase II study in China. Blood.

[40] Isabelle C (2023). Preclinical evaluation of anti-CD38 therapy in mature T-cell neoplasms. Blood Adv..

# Supplementary material for: XPO1 blockade with KPT-330 promotes apoptosis in cutaneous T-cell lymphoma by activating the p53–p21 and p27 pathways
**Source:** Sci Rep. 2024 Apr 23;14:9305. doi: 10.1038/s41598-024-59994-5
**Supplement:** Supplementary file 1 — Supplementary Figure S1.

**XPO1 blockade with KPT-330 promotes apoptosis in Cutaneous T- cell Lymphoma by activating the p53-p21 and p27 pathways**

Nitin Chakravarti\*, Amy Boles, Rachel Burzinski, Paola Sindaco, Colleen Isabelle, Kathleen McConnell, Anjali Mishra, and Pierluigi Porcu\*

Supplementary Figure S1

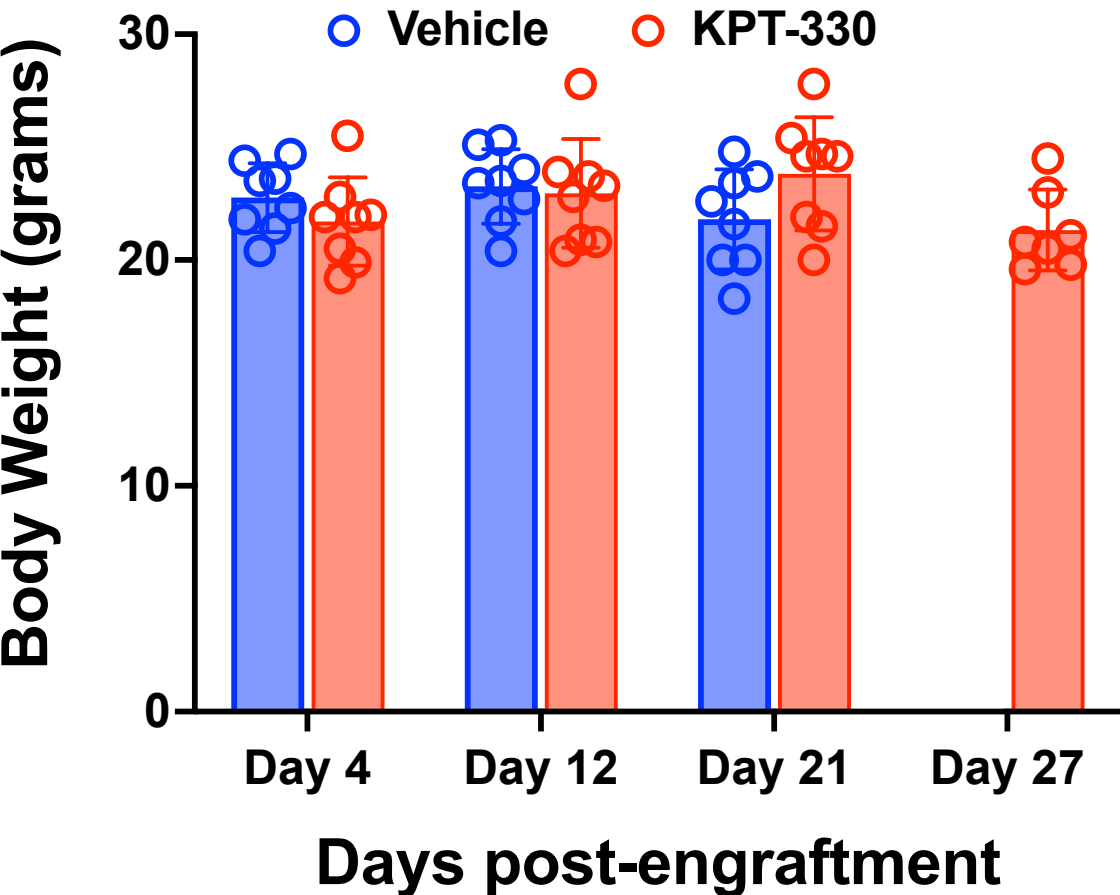

## Supplementary Figure Legend

### **Supplementary Figure S1:** Pre-clinical efficacy of KPT-330 in mice xenograft models – **(A)**

Relative body weight curves of NSG mice injected with H9-Luc-GFP cells treated with 10mg/kg KPT-330 (mean  $\pm$  SEM, n = 8, red bar). Untreated mice injected with H9-Luc-GFP cells (mean  $\pm$  SEM, n = 8, blue bar) were used as controls.

# Supplementary material for: XPO1 blockade with KPT-330 promotes apoptosis in cutaneous T-cell lymphoma by activating the p53–p21 and p27 pathways
**Source:** Sci Rep. 2024 Apr 23;14:9305. doi: 10.1038/s41598-024-59994-5
**Supplement:** Supplementary file 2 — Supplementary Information.

**XPO1 blockade with KPT-330 promotes apoptosis in Cutaneous T- cell Lymphoma  
by activating the p53-p21 and p27 pathways**

Nitin Chakravarti\*, Amy Boles, Rachel Burzinski, Paola Sindaco, Colleen Isabelle,  
Kathleen McConnell, Anjali Mishra, and Pierluigi Porcu\*

Figure 1A

|         |
|---------|
| Donor 1 |
| Donor 2 |
| MyLa    |
| H9      |
| MJ      |
| HH      |
| HuT78   |

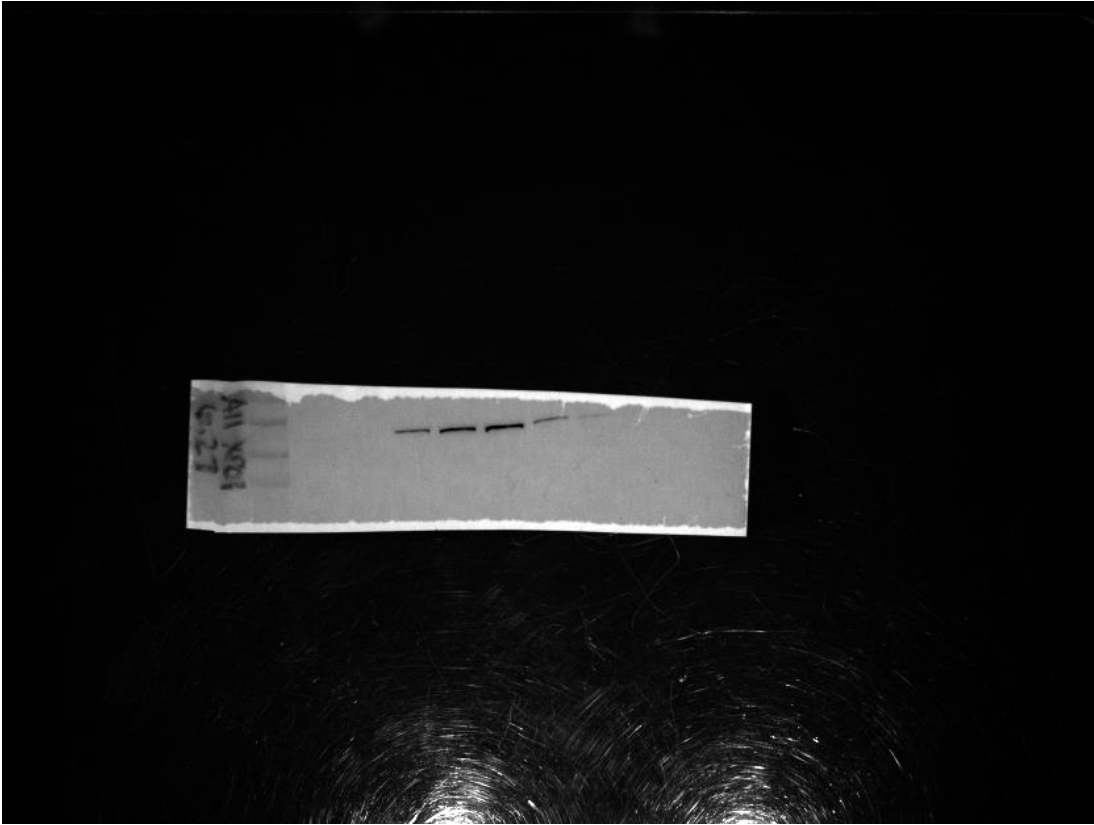

XPO1

|         |
|---------|
| Donor 1 |
| Donor 2 |
| MyLa    |
| H9      |
| MJ      |
| HH      |
| HuT78   |

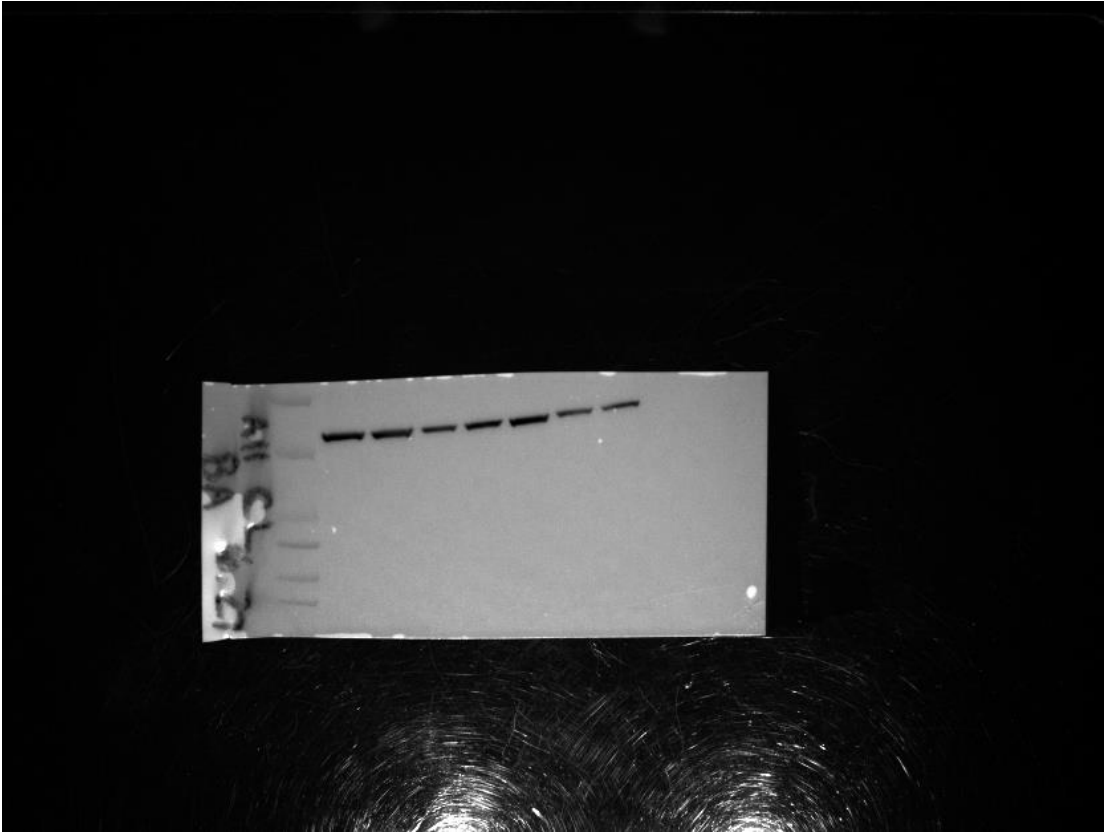

β-actin

Figure 1D –MJ XPO1

|        |
|--------|
| Ctrl   |
| 25 nM  |
| 50 nM  |
| 100 nM |
| 250 nM |
| 500 nM |

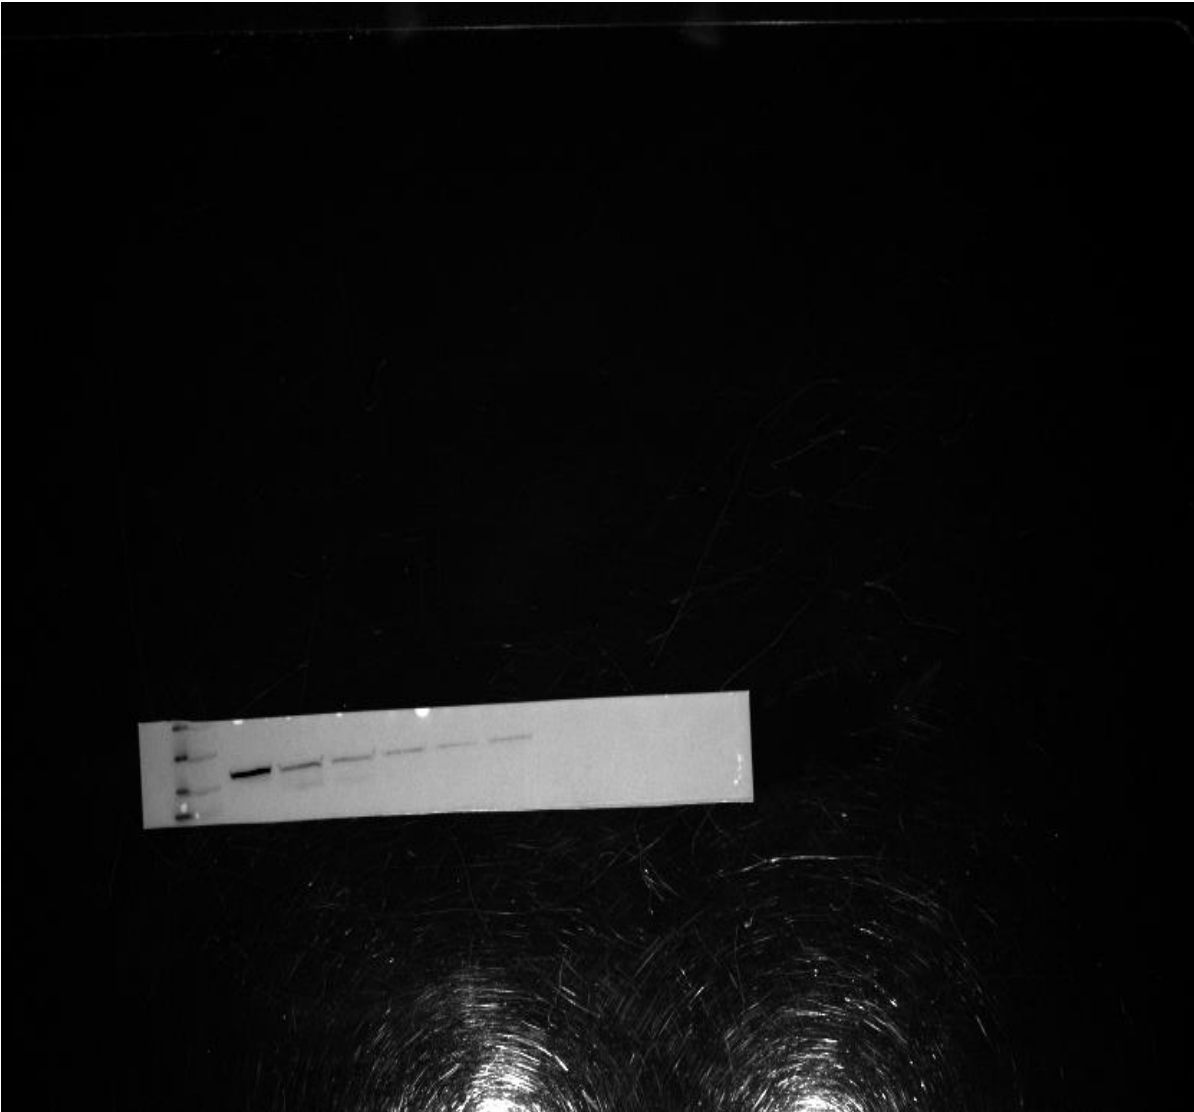

XPO1

|        |
|--------|
| Ctrl   |
| 25 nM  |
| 50 nM  |
| 100 nM |
| 250 nM |
| 500 nM |

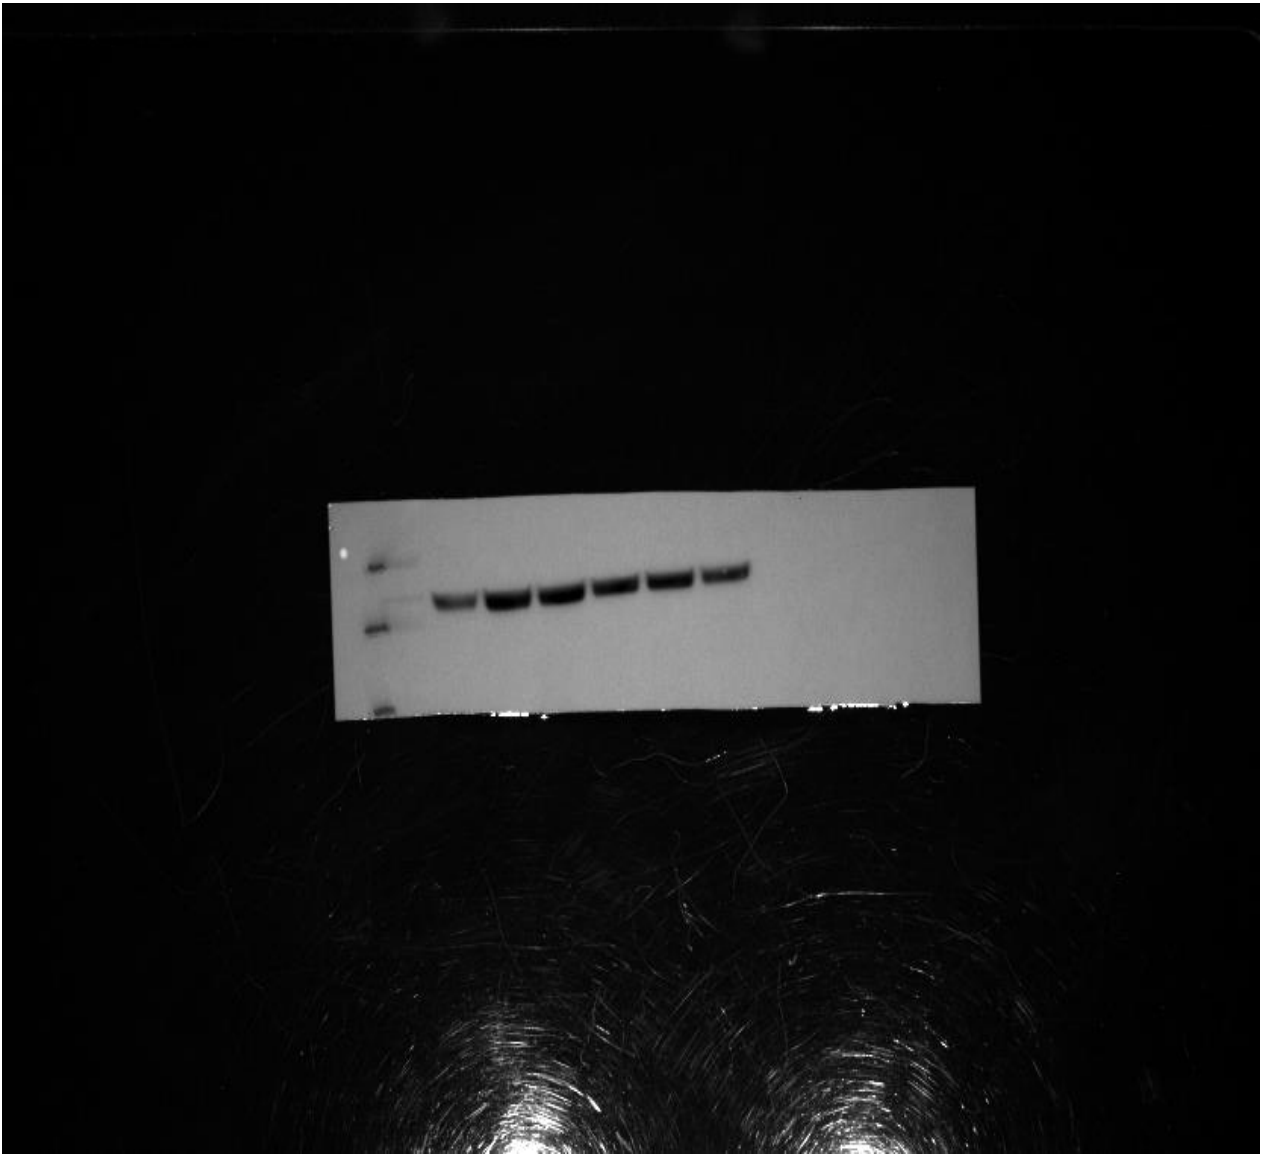

β-actin

Figure 1D –MyLa XPO1

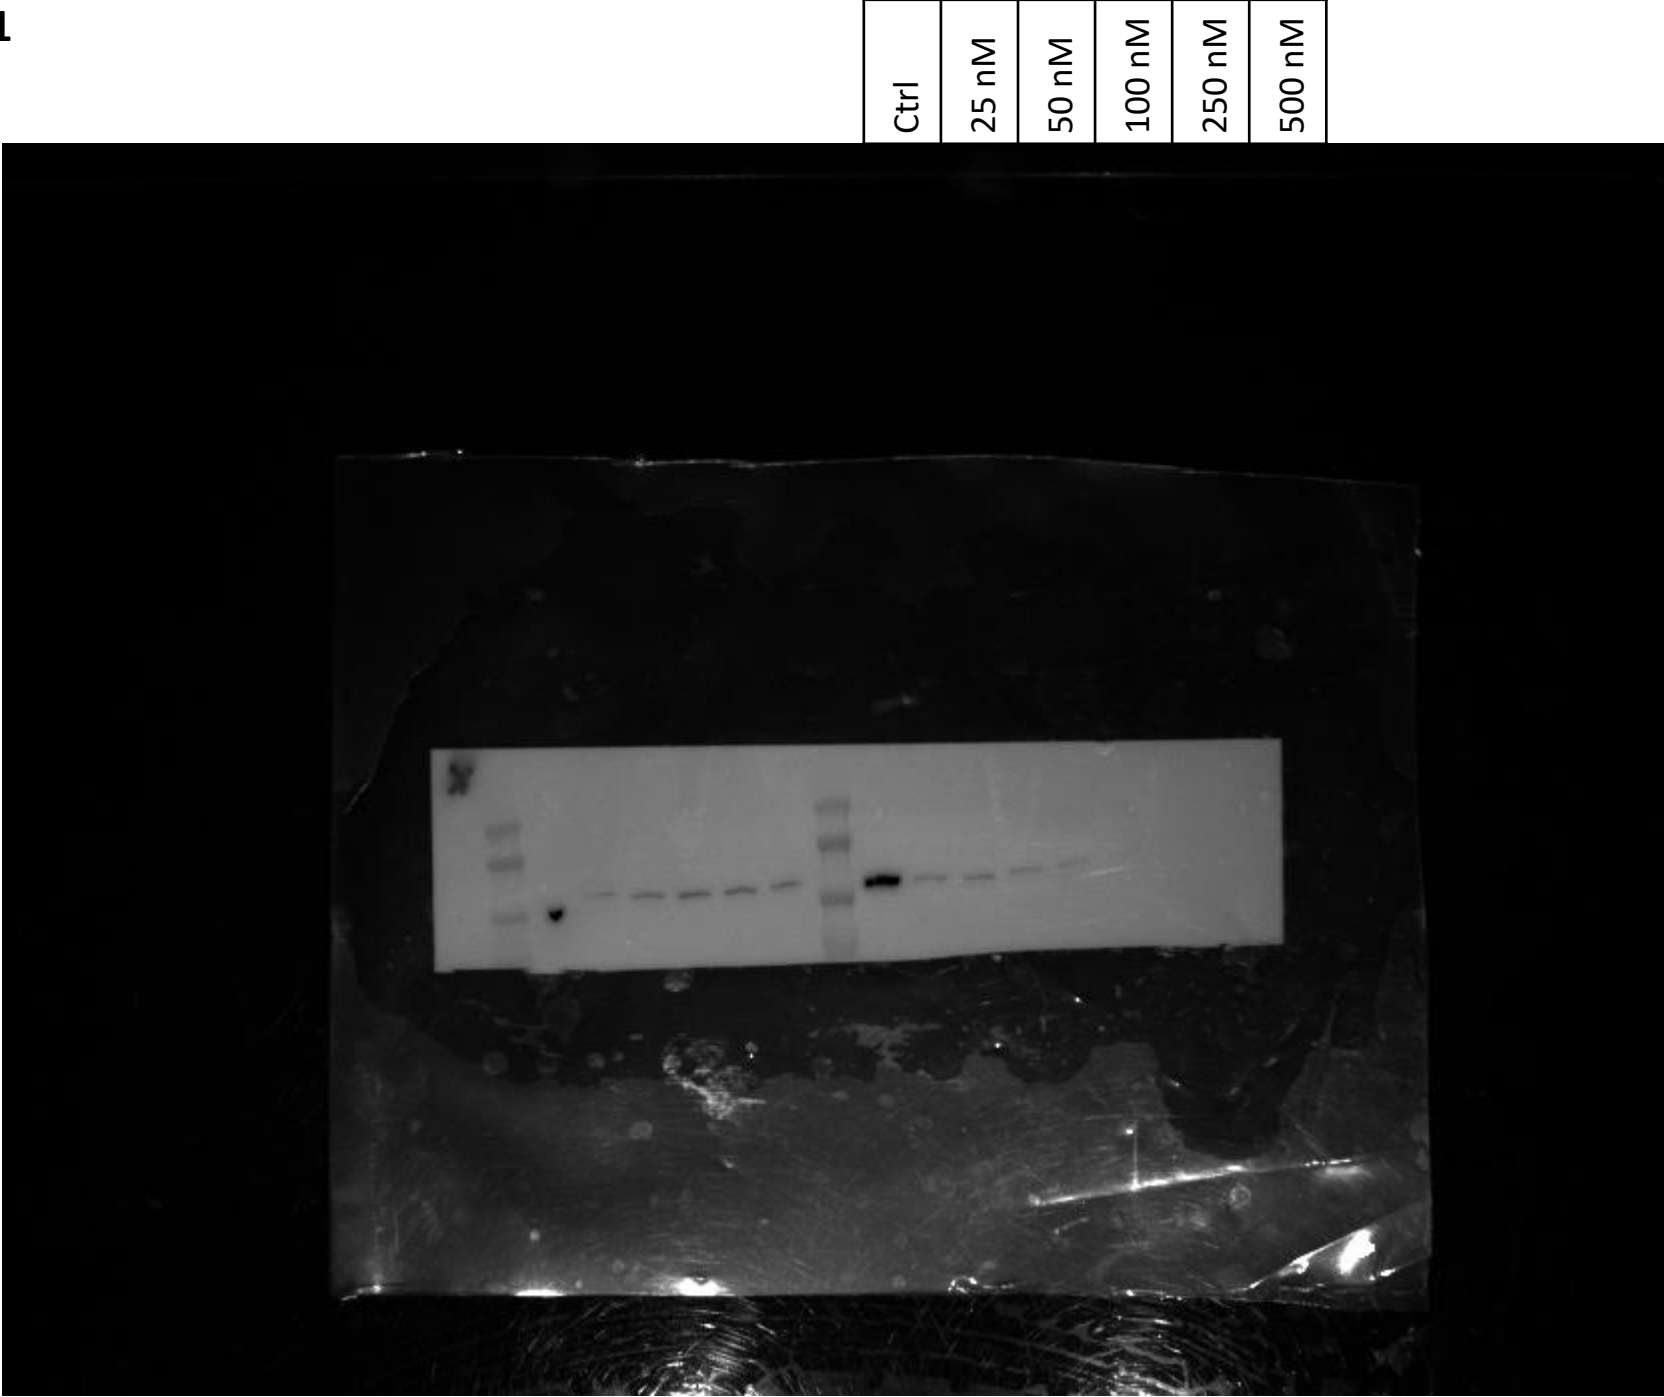

Figure 1D –MyLa  $\beta$ -actin

|        |
|--------|
| Ctrl   |
| 25 nM  |
| 50 nM  |
| 100 nM |
| 250 nM |
| 500 nM |

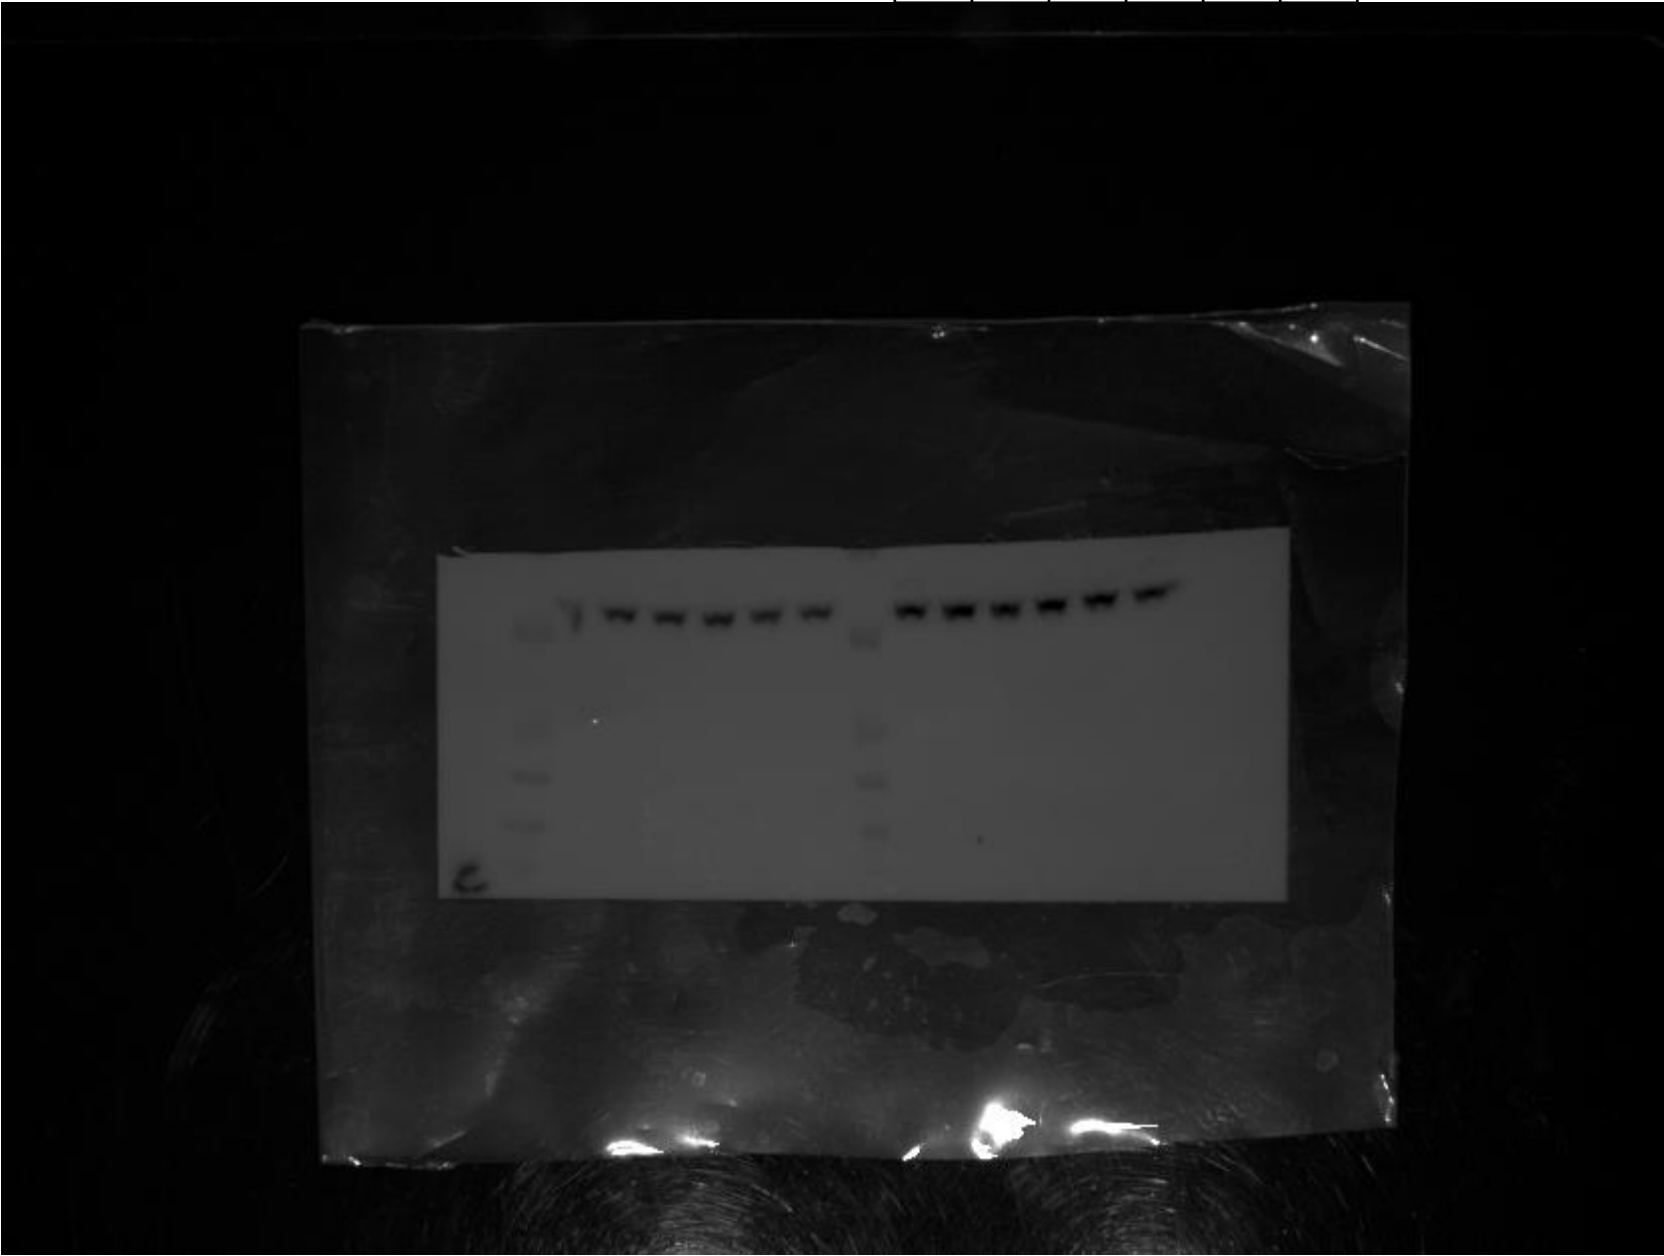

Figure 1D –H9 XPO1

|        |
|--------|
| Ctrl   |
| 25 nM  |
| 50 nM  |
| 100 nM |
| 250 nM |
| 500 nM |

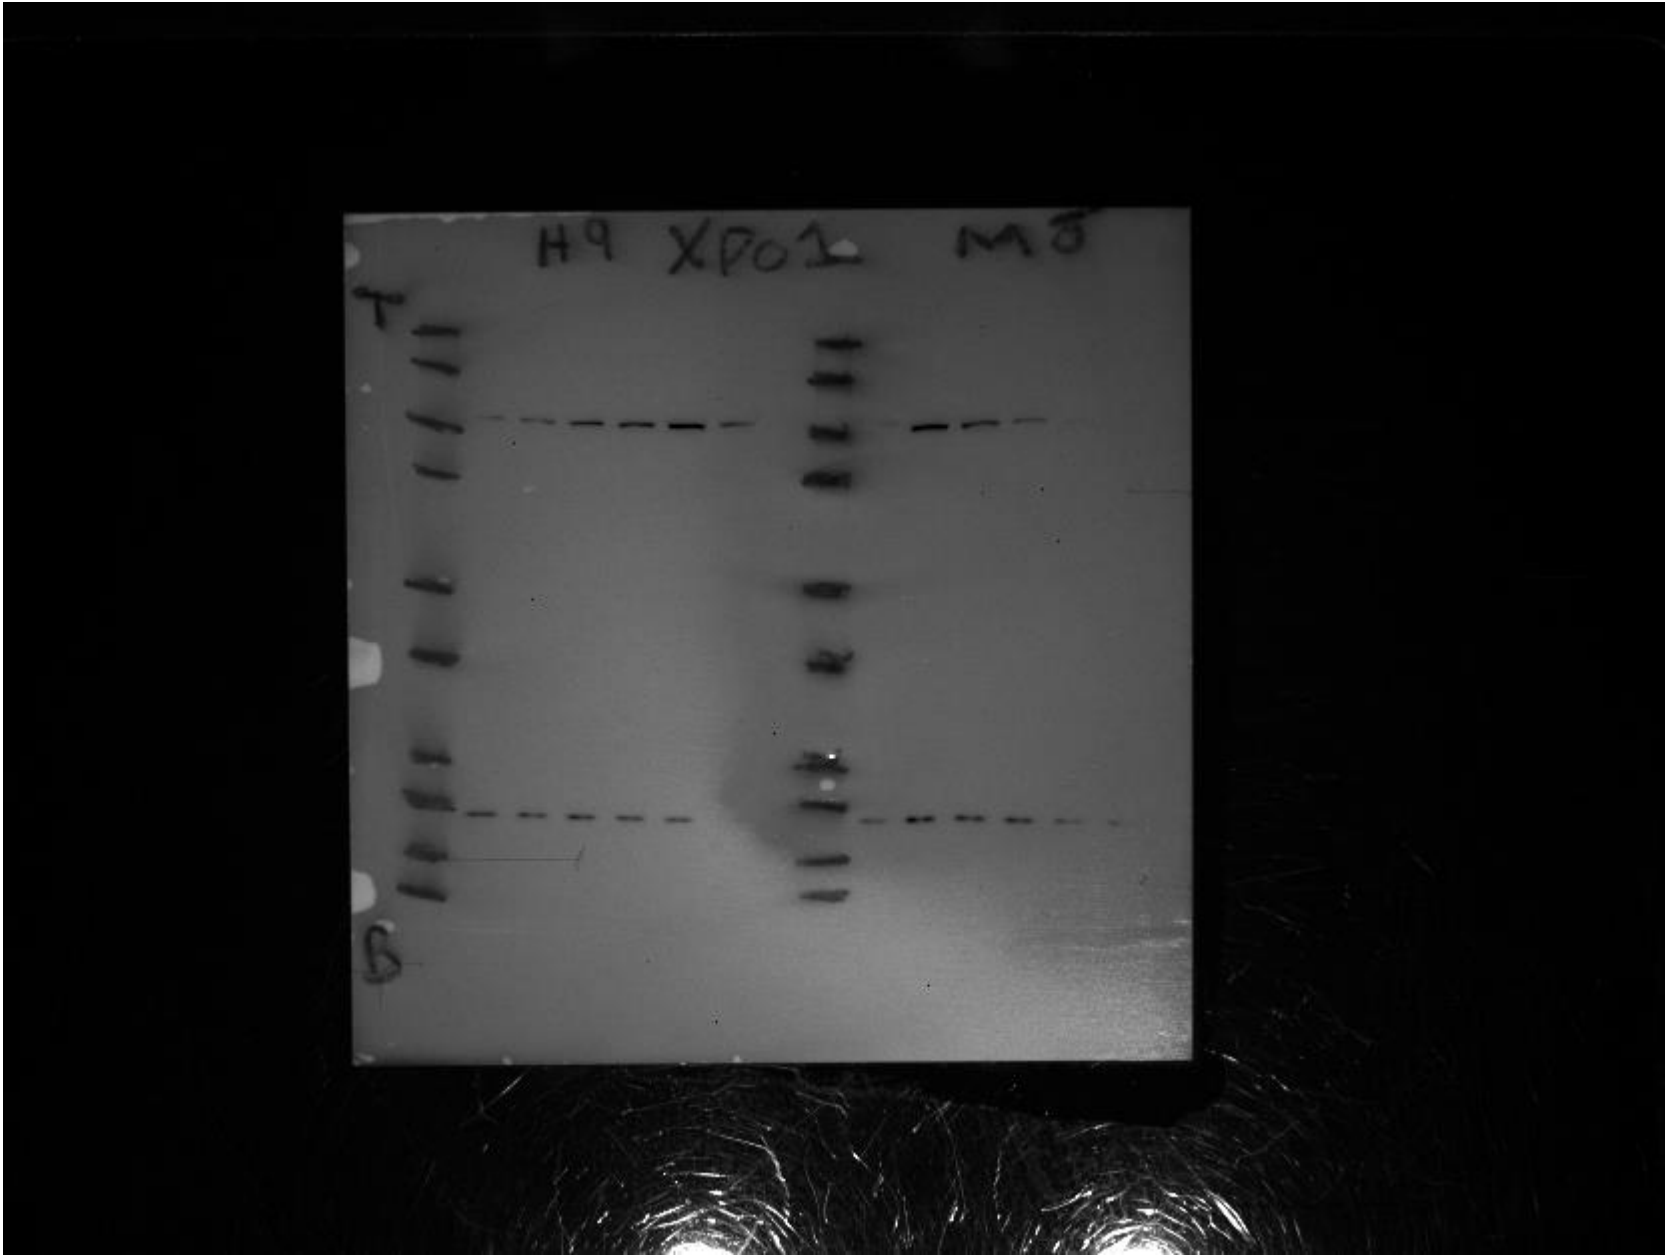

Figure 1D –H9  $\beta$ -actin

|      |       |       |        |        |        |
|------|-------|-------|--------|--------|--------|
| Ctrl | 25 nM | 50 nM | 100 nM | 250 nM | 500 nM |
|------|-------|-------|--------|--------|--------|

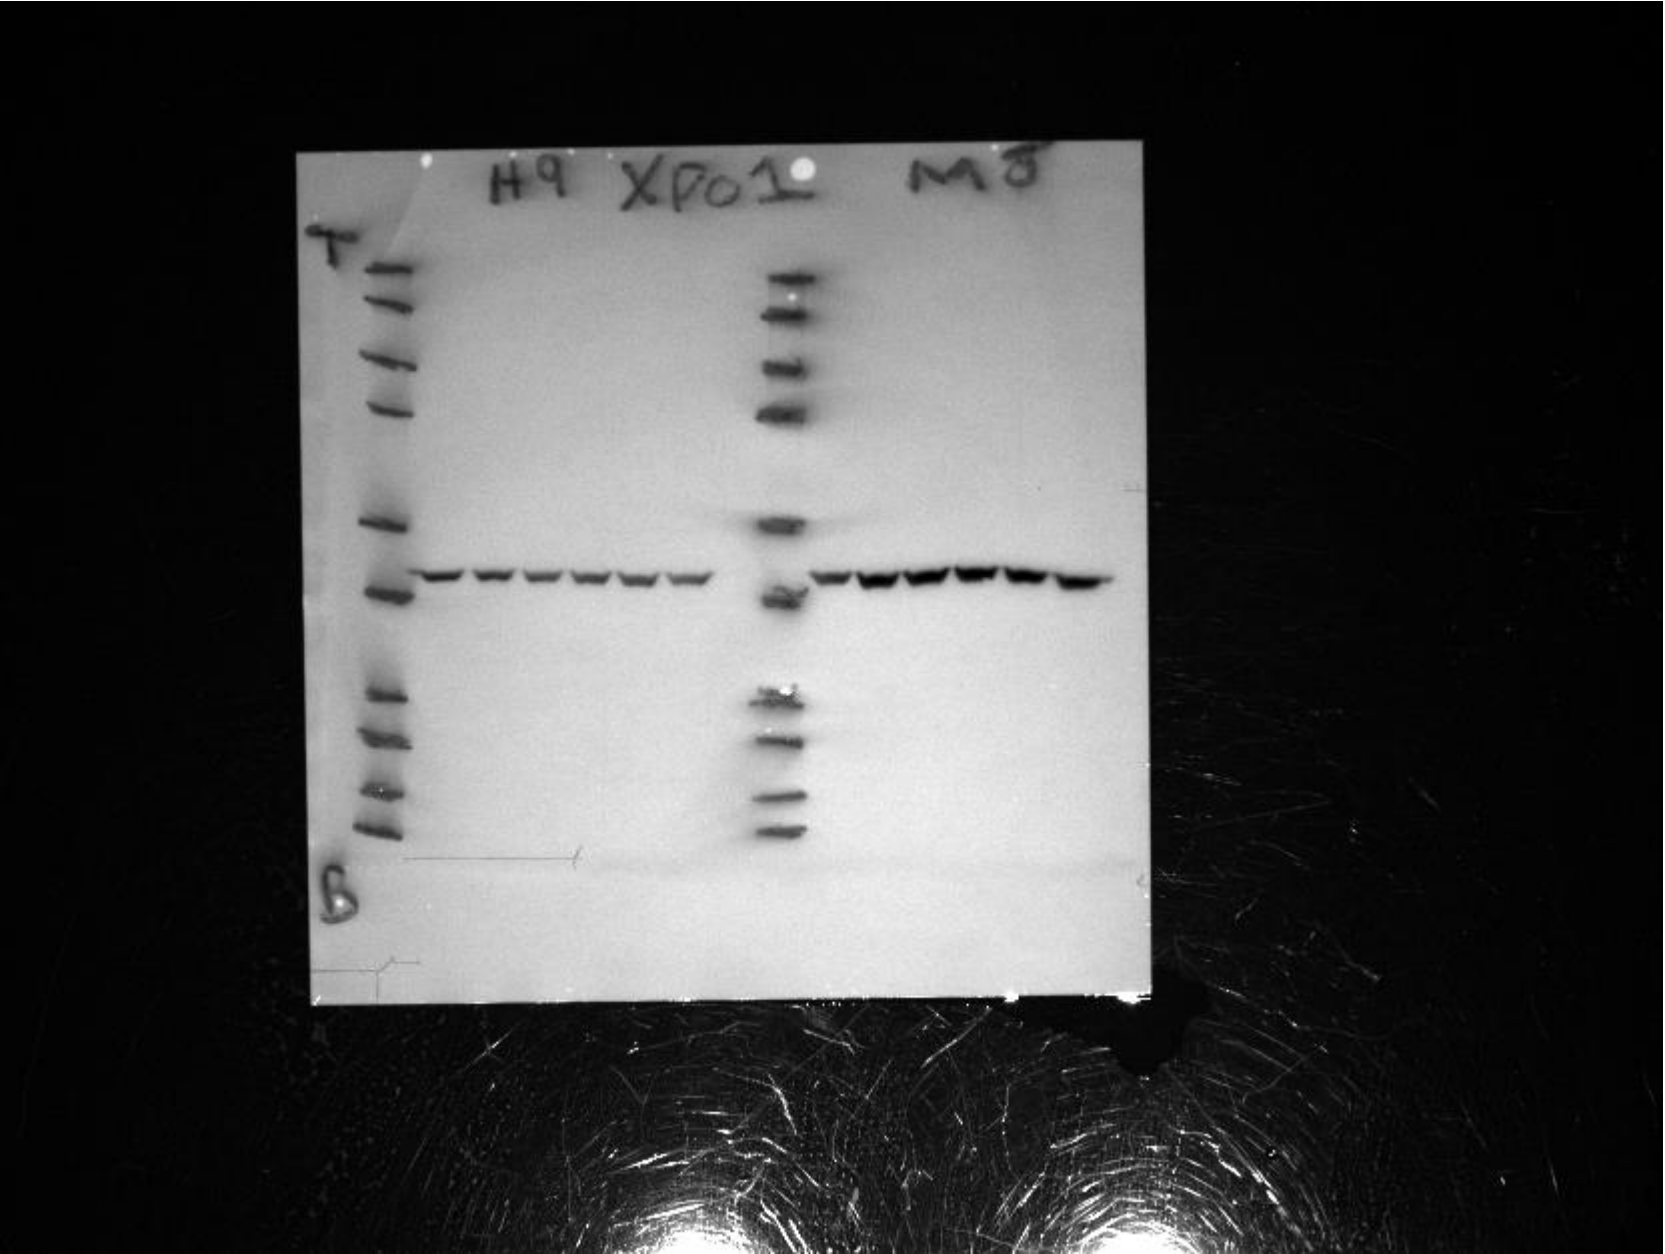

Figure 1E –MJ XPO1

|      |     |     |     |
|------|-----|-----|-----|
| Ctrl | 18h | 24h | 48h |
|------|-----|-----|-----|

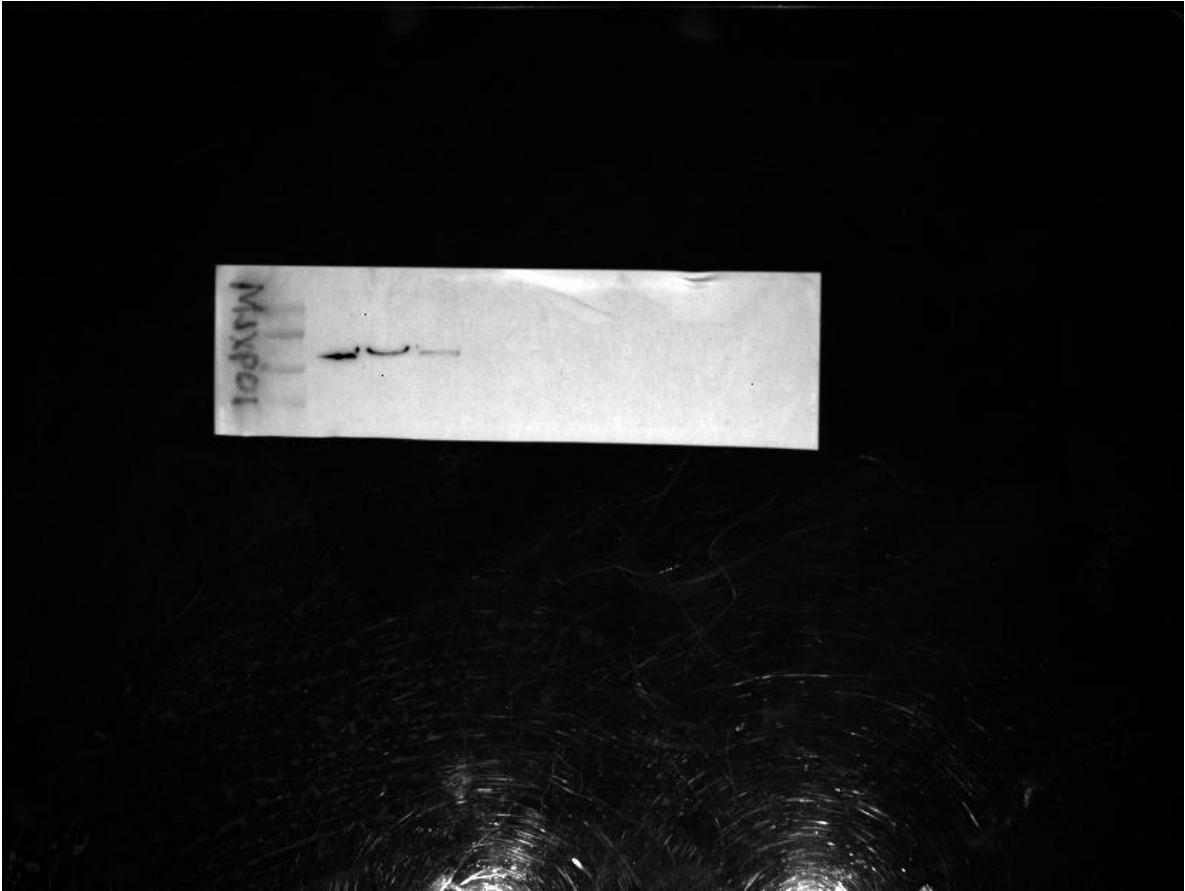

XPO1

|      |     |     |     |
|------|-----|-----|-----|
| Ctrl | 18h | 24h | 48h |
|------|-----|-----|-----|

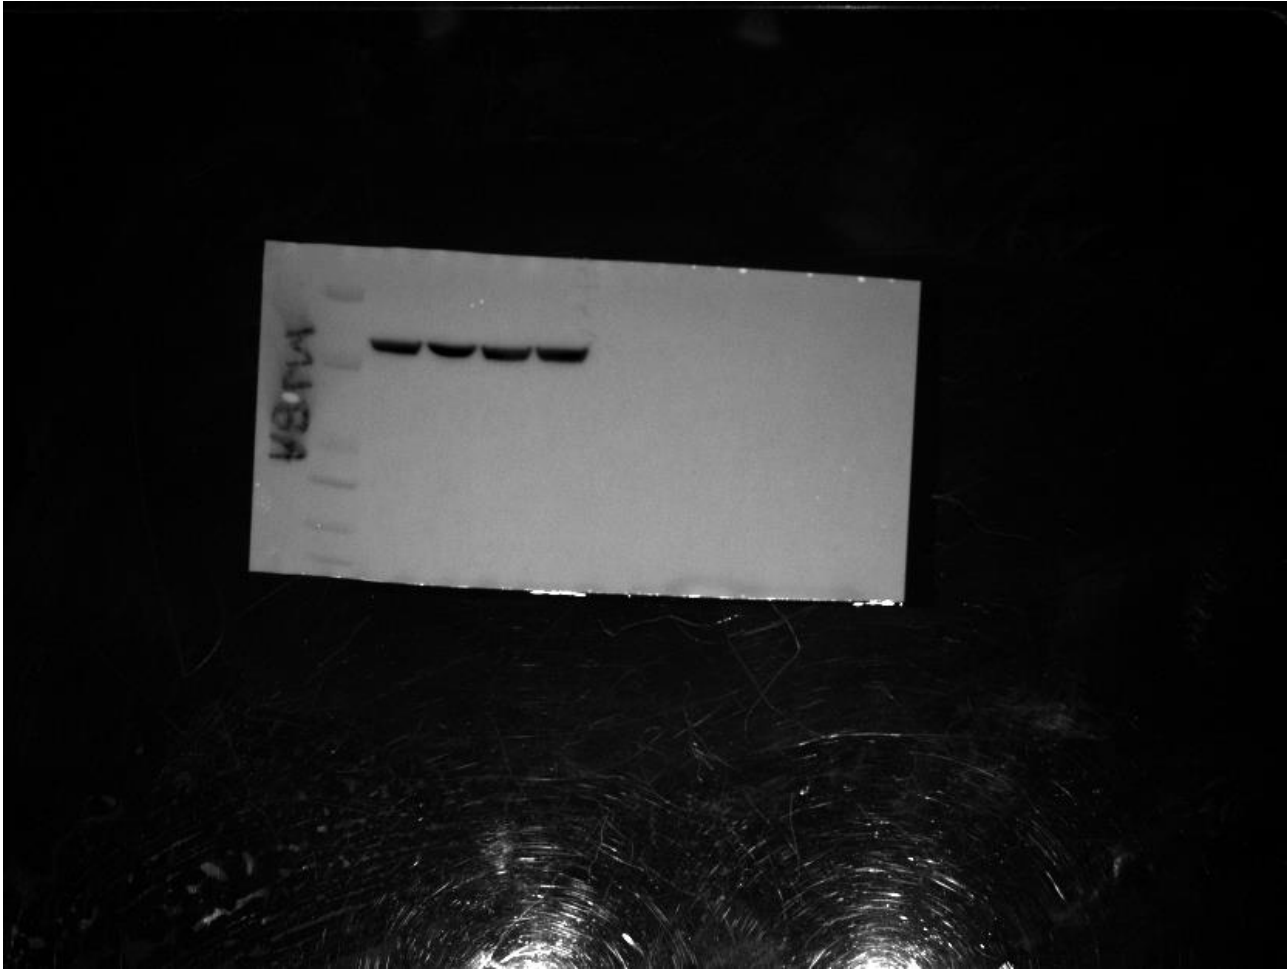

β-actin

Figure 1E –MyLa XPO1

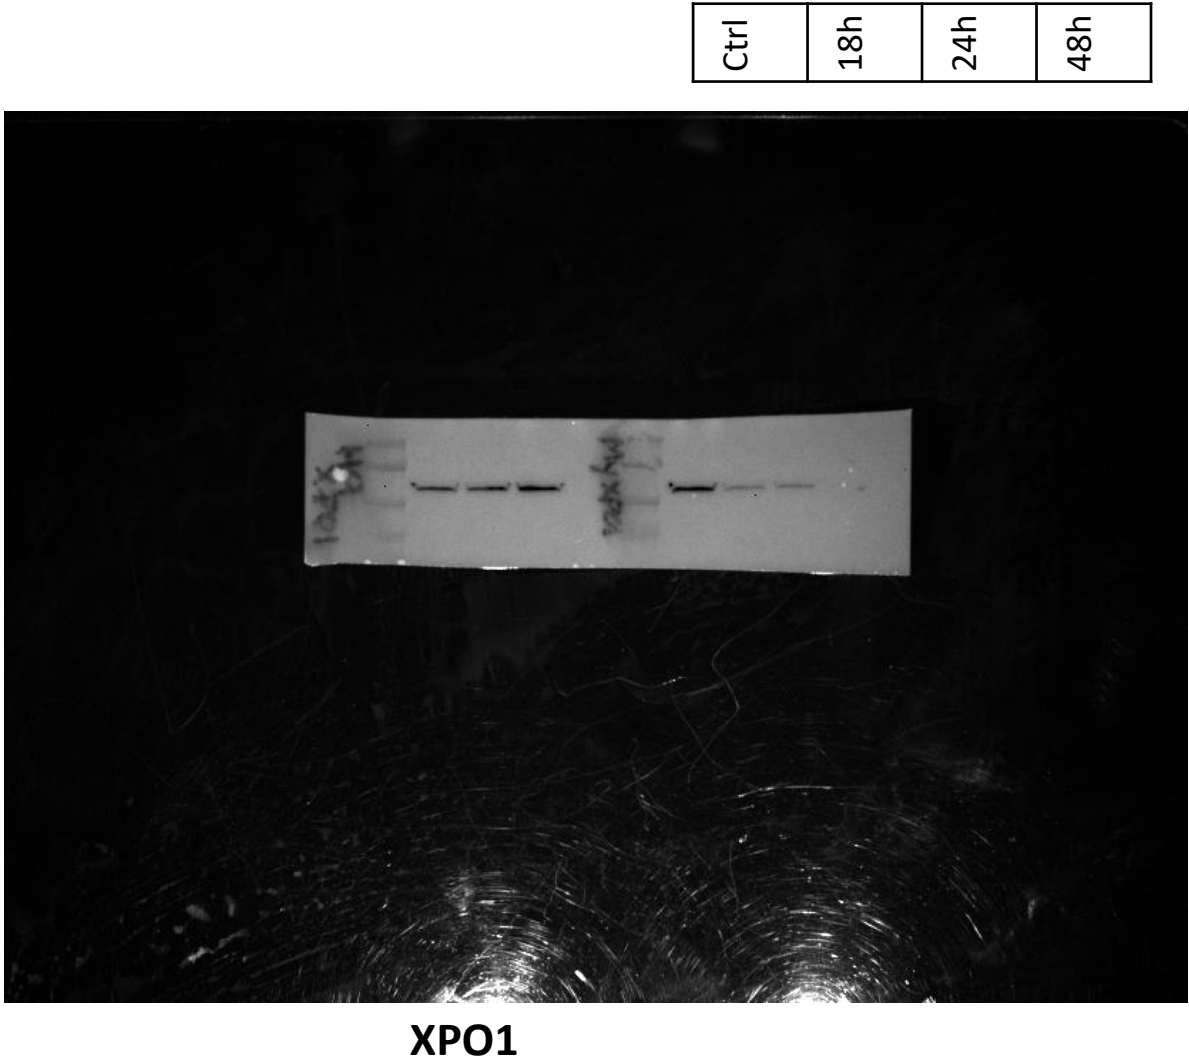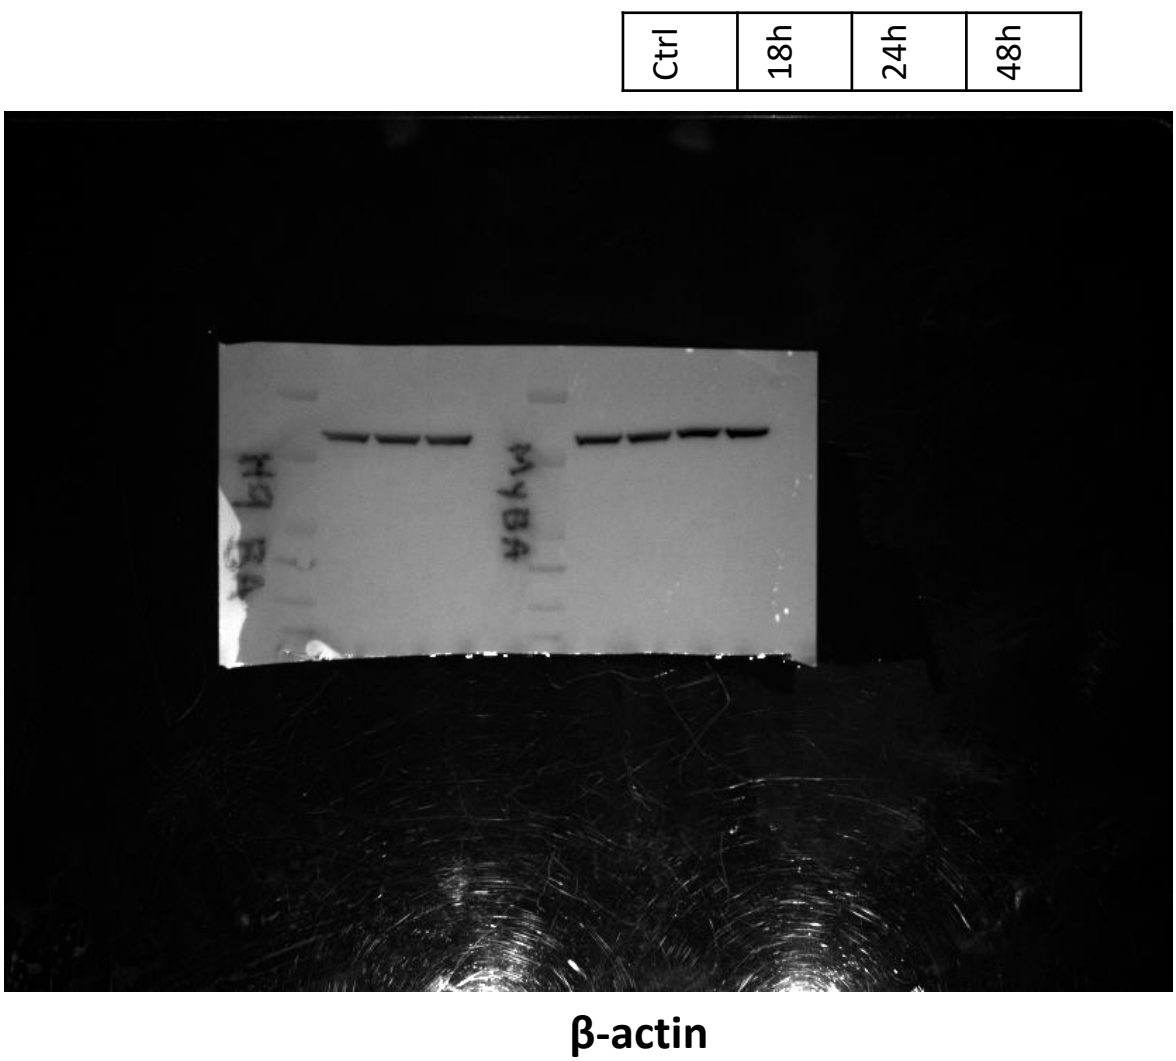

Figure 1E –H9 XPO1

|      |     |     |     |
|------|-----|-----|-----|
| Ctrl | 18h | 24h | 48h |
|------|-----|-----|-----|

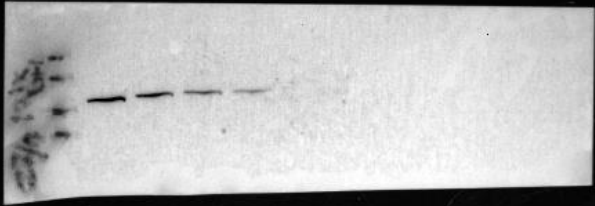

XPO1

|      |     |     |     |
|------|-----|-----|-----|
| Ctrl | 18h | 24h | 48h |
|------|-----|-----|-----|

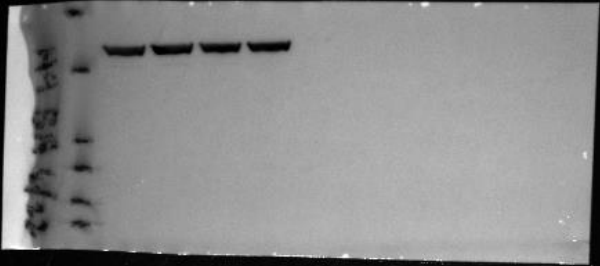

β-actin

Figure 3C –MJ- p53

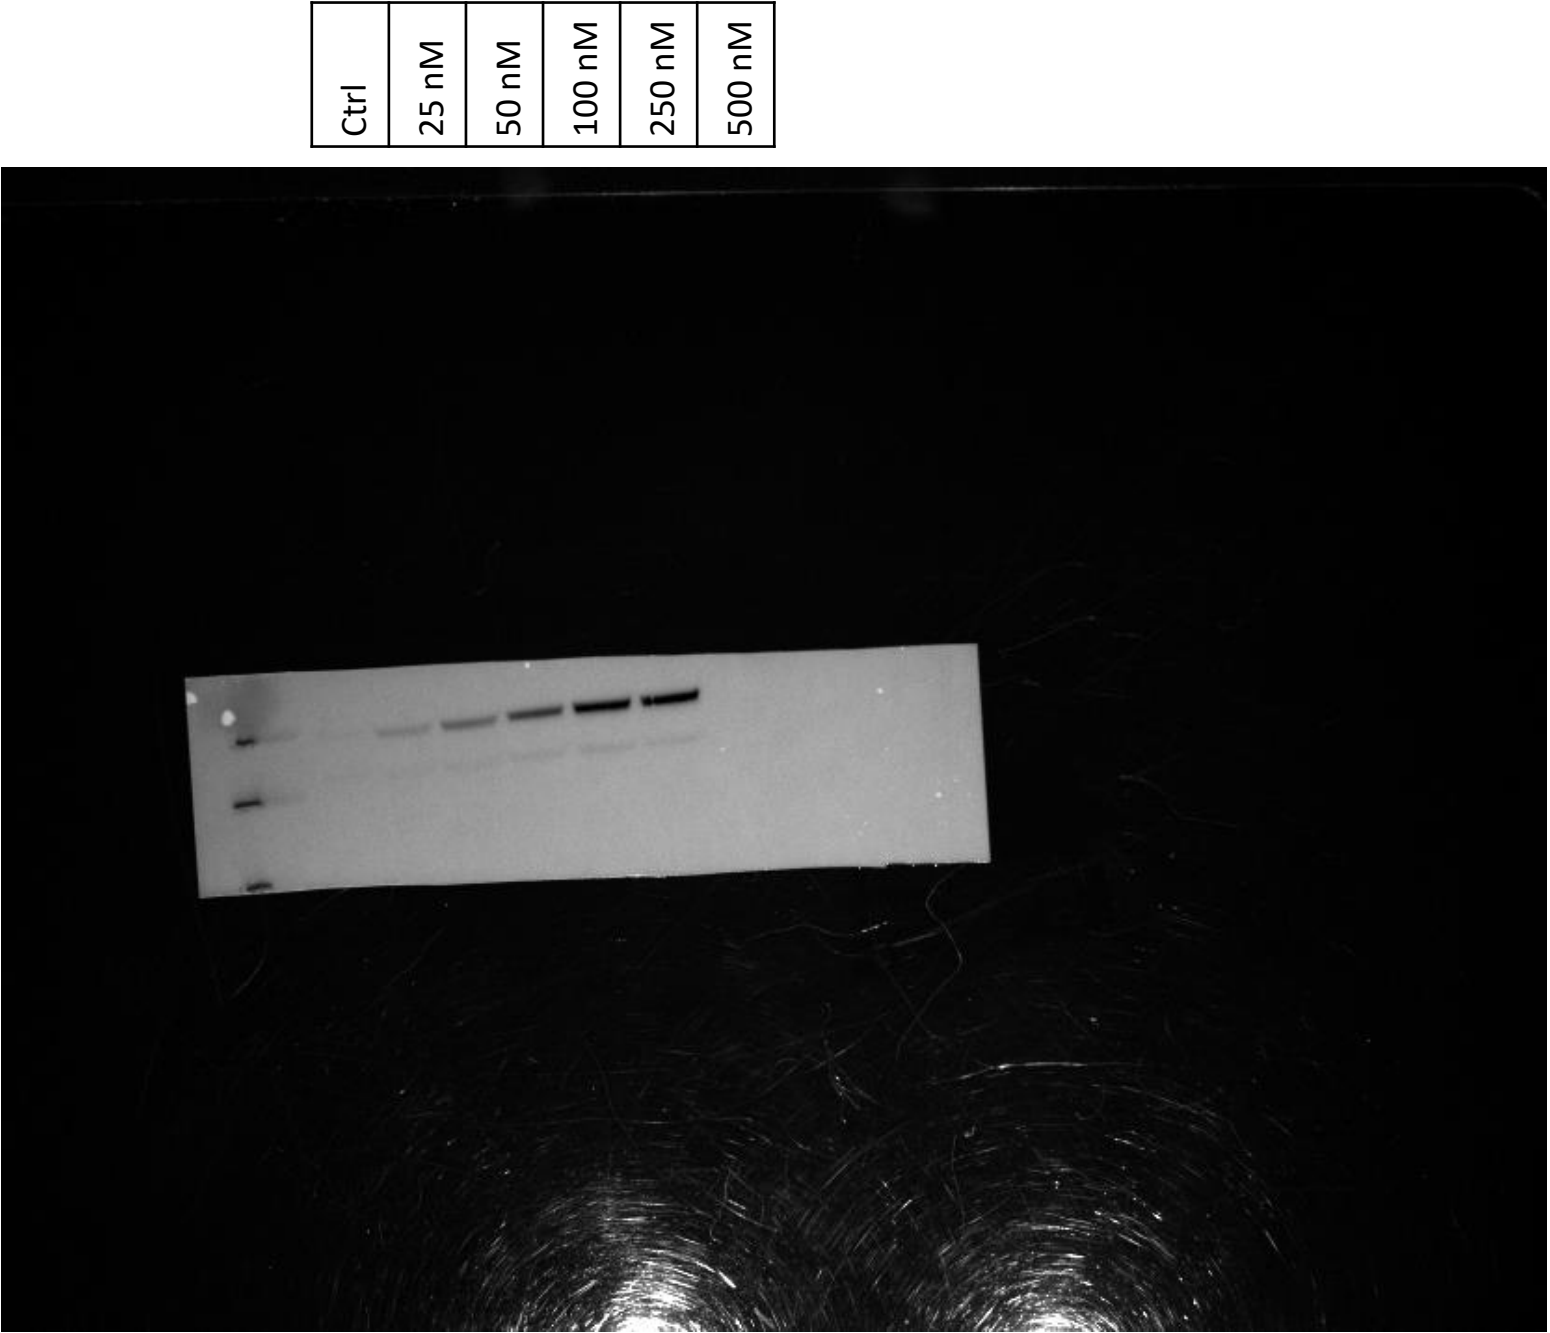

Figure 3C –MJ- p21

|        |
|--------|
| Ctrl   |
| 25 nM  |
| 50 nM  |
| 100 nM |
| 250 nM |
| 500 nM |

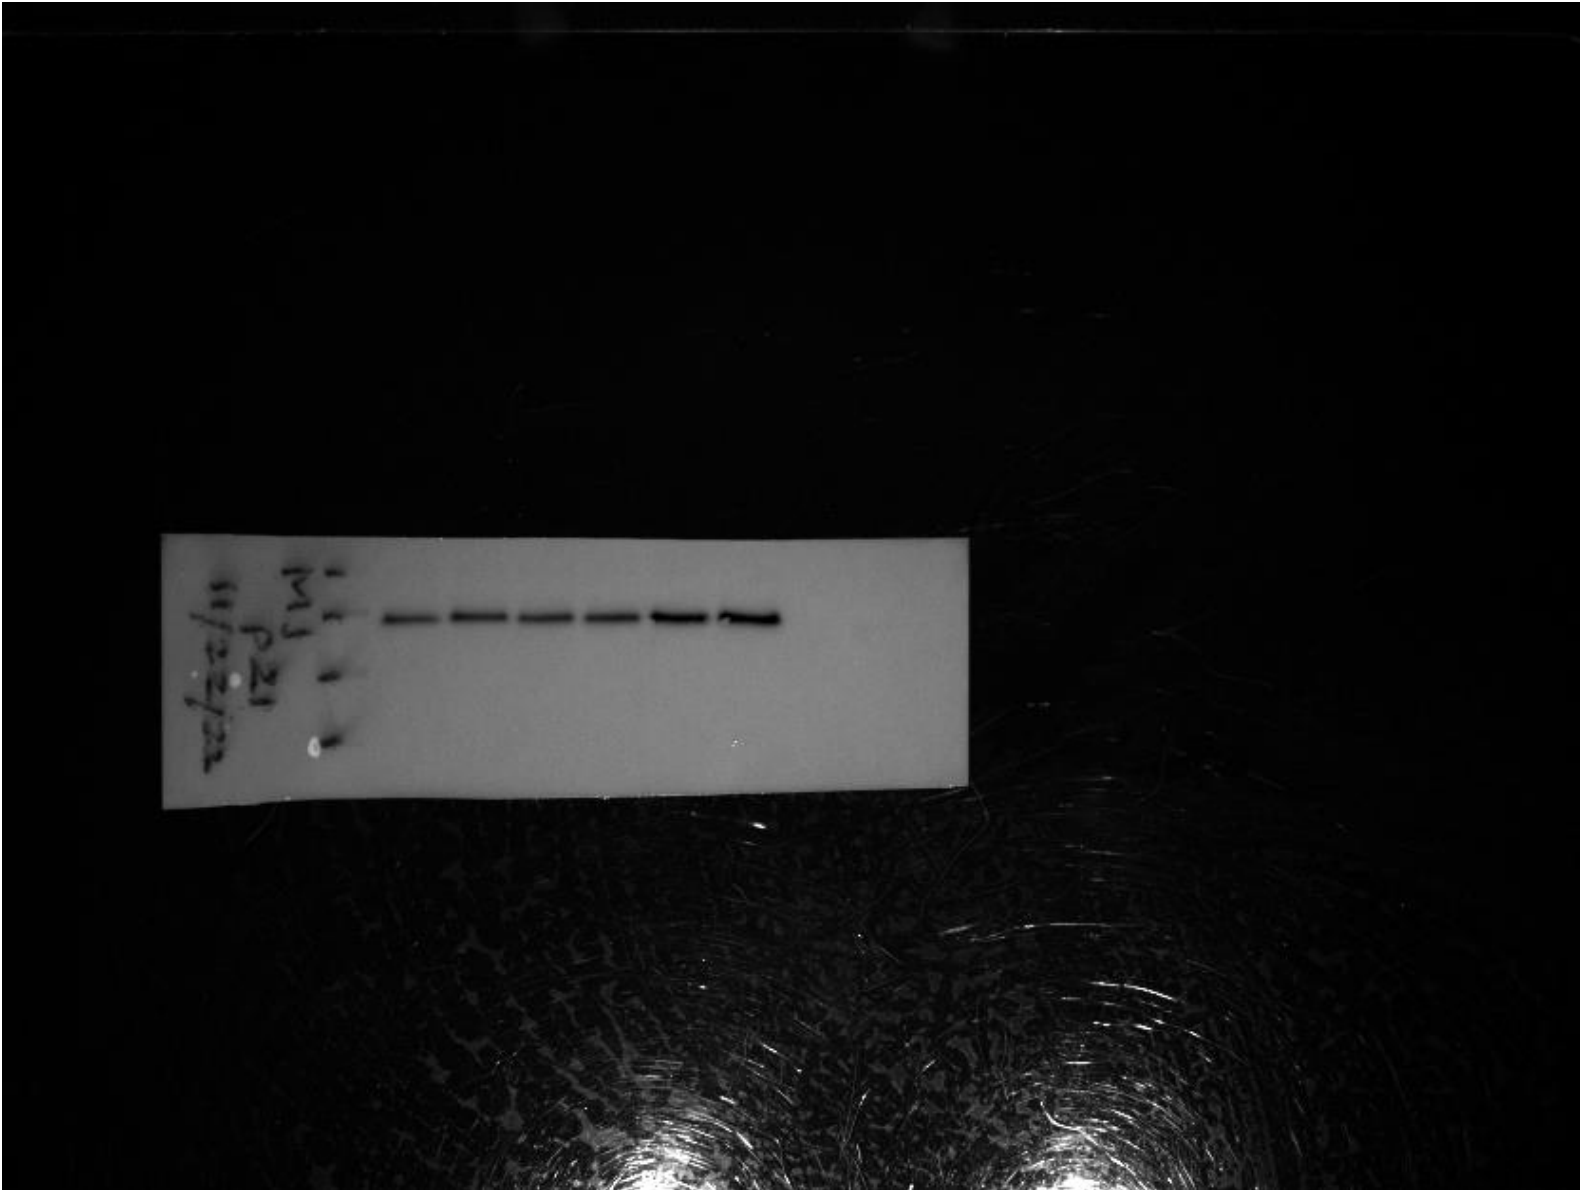

Figure 3C –MJ- p27

|        |
|--------|
| Ctrl   |
| 25 nM  |
| 50 nM  |
| 100 nM |
| 250 nM |
| 500 nM |

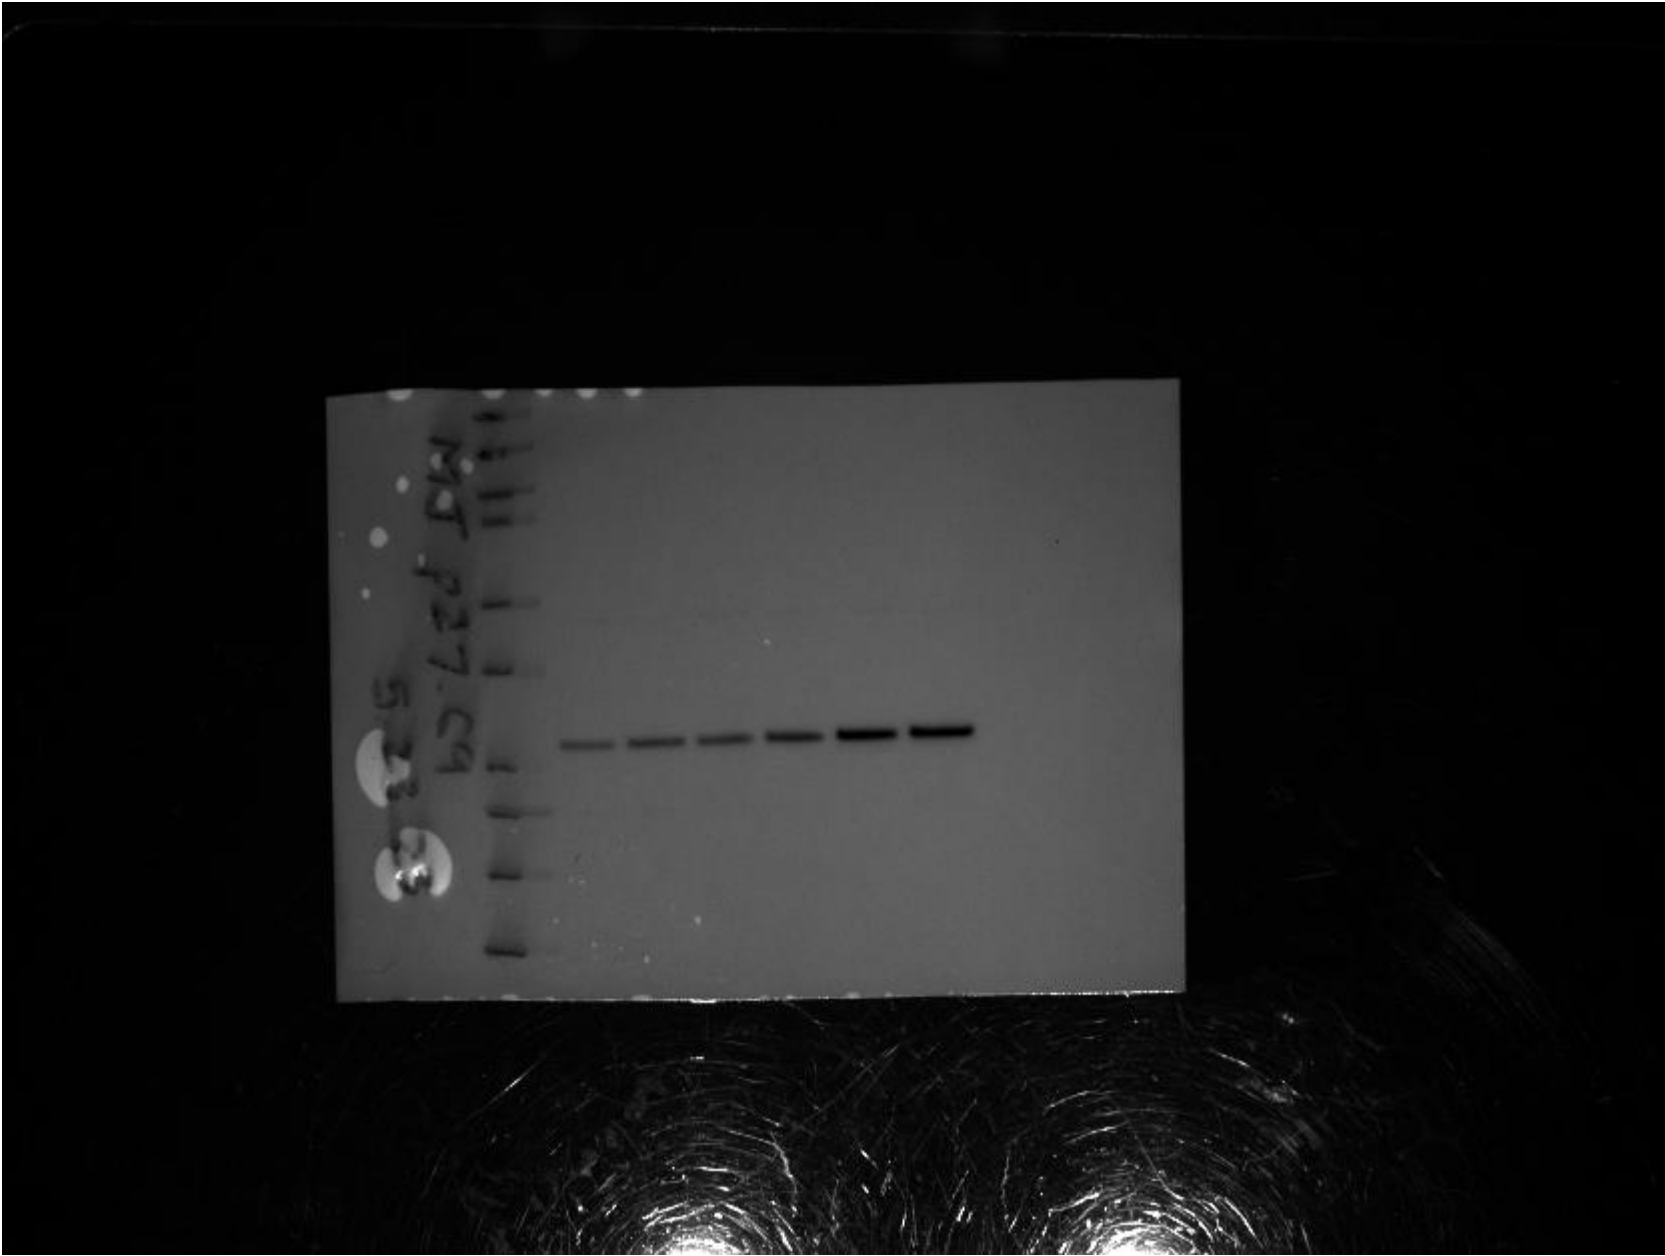

Figure 3C –MJ- Survivin

|        |
|--------|
| Ctrl   |
| 25 nM  |
| 50 nM  |
| 100 nM |
| 250 nM |
| 500 nM |

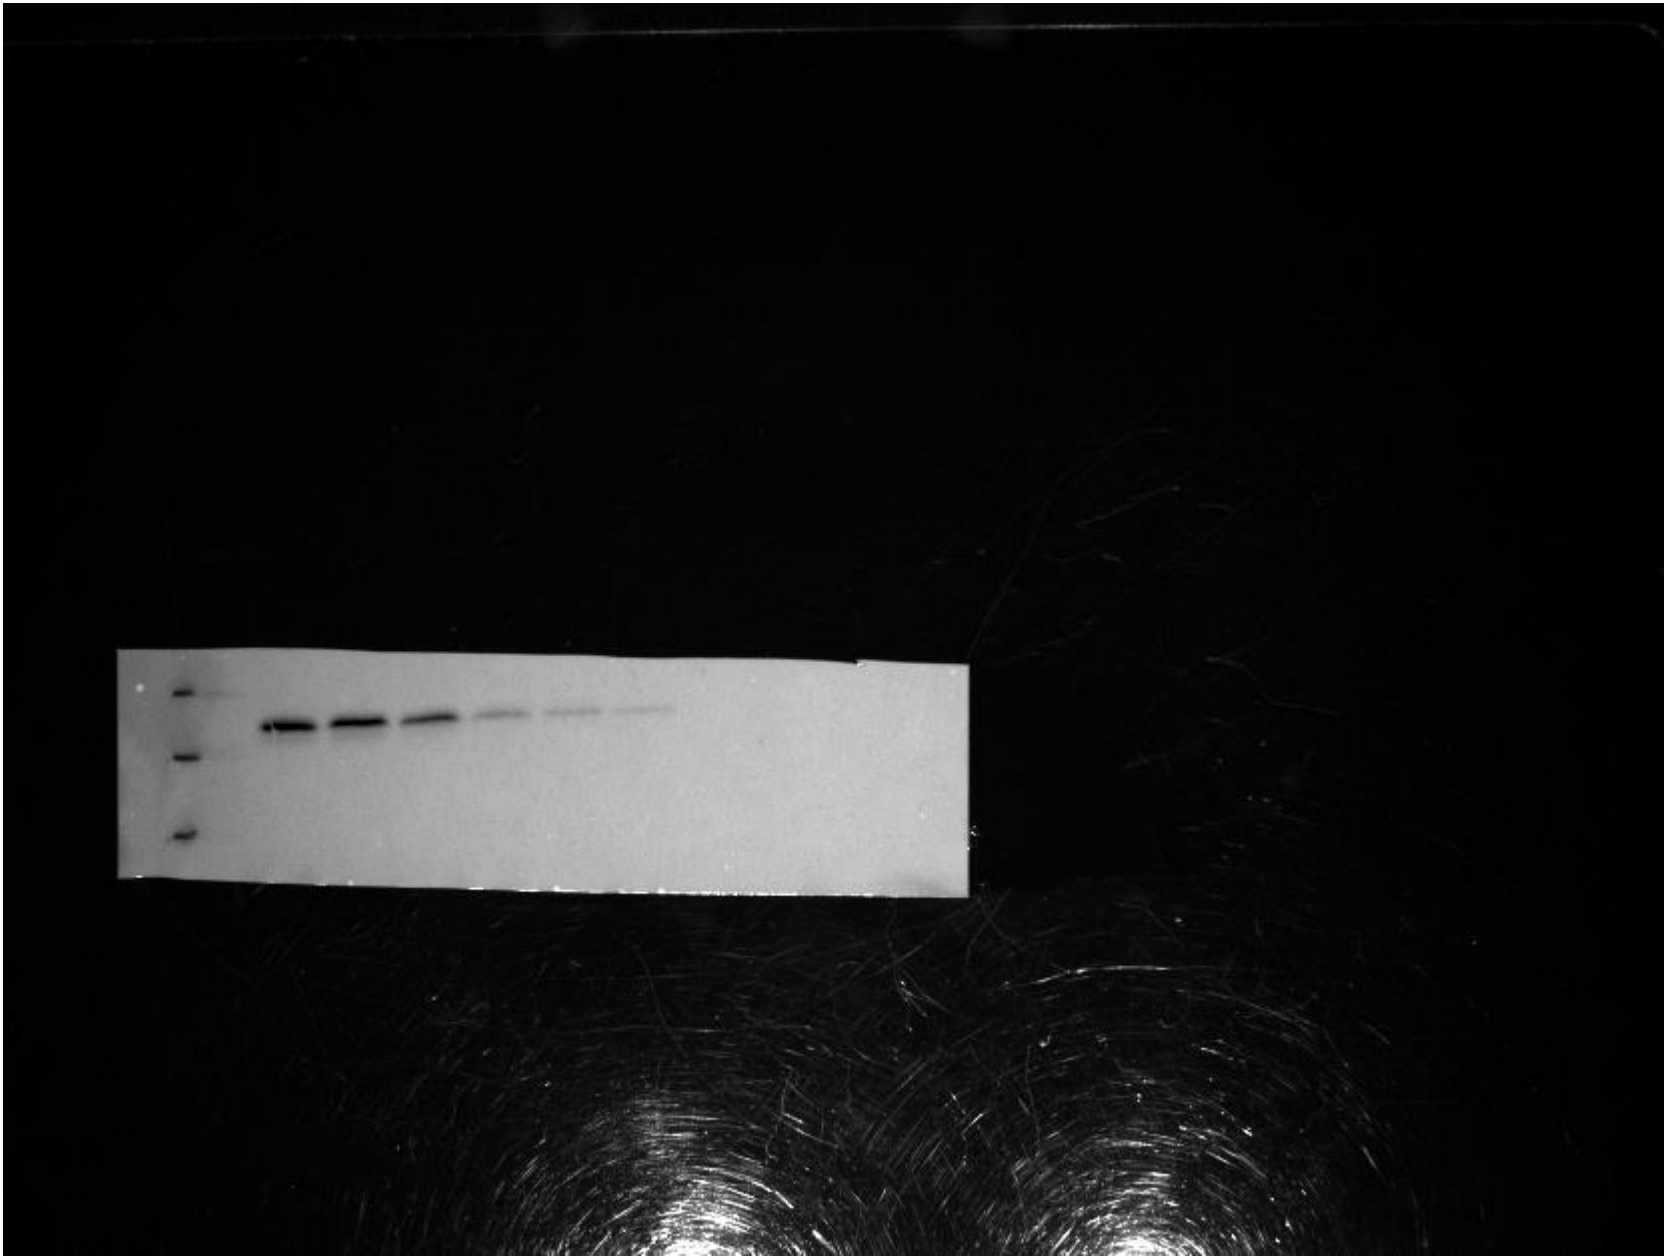

**H9 → MJ**

|        |
|--------|
| Ctrl   |
| 25 nM  |
| 50 nM  |
| 100 nM |
| 250 nM |
| 500 nM |

Figure 3C –MJ- PARP

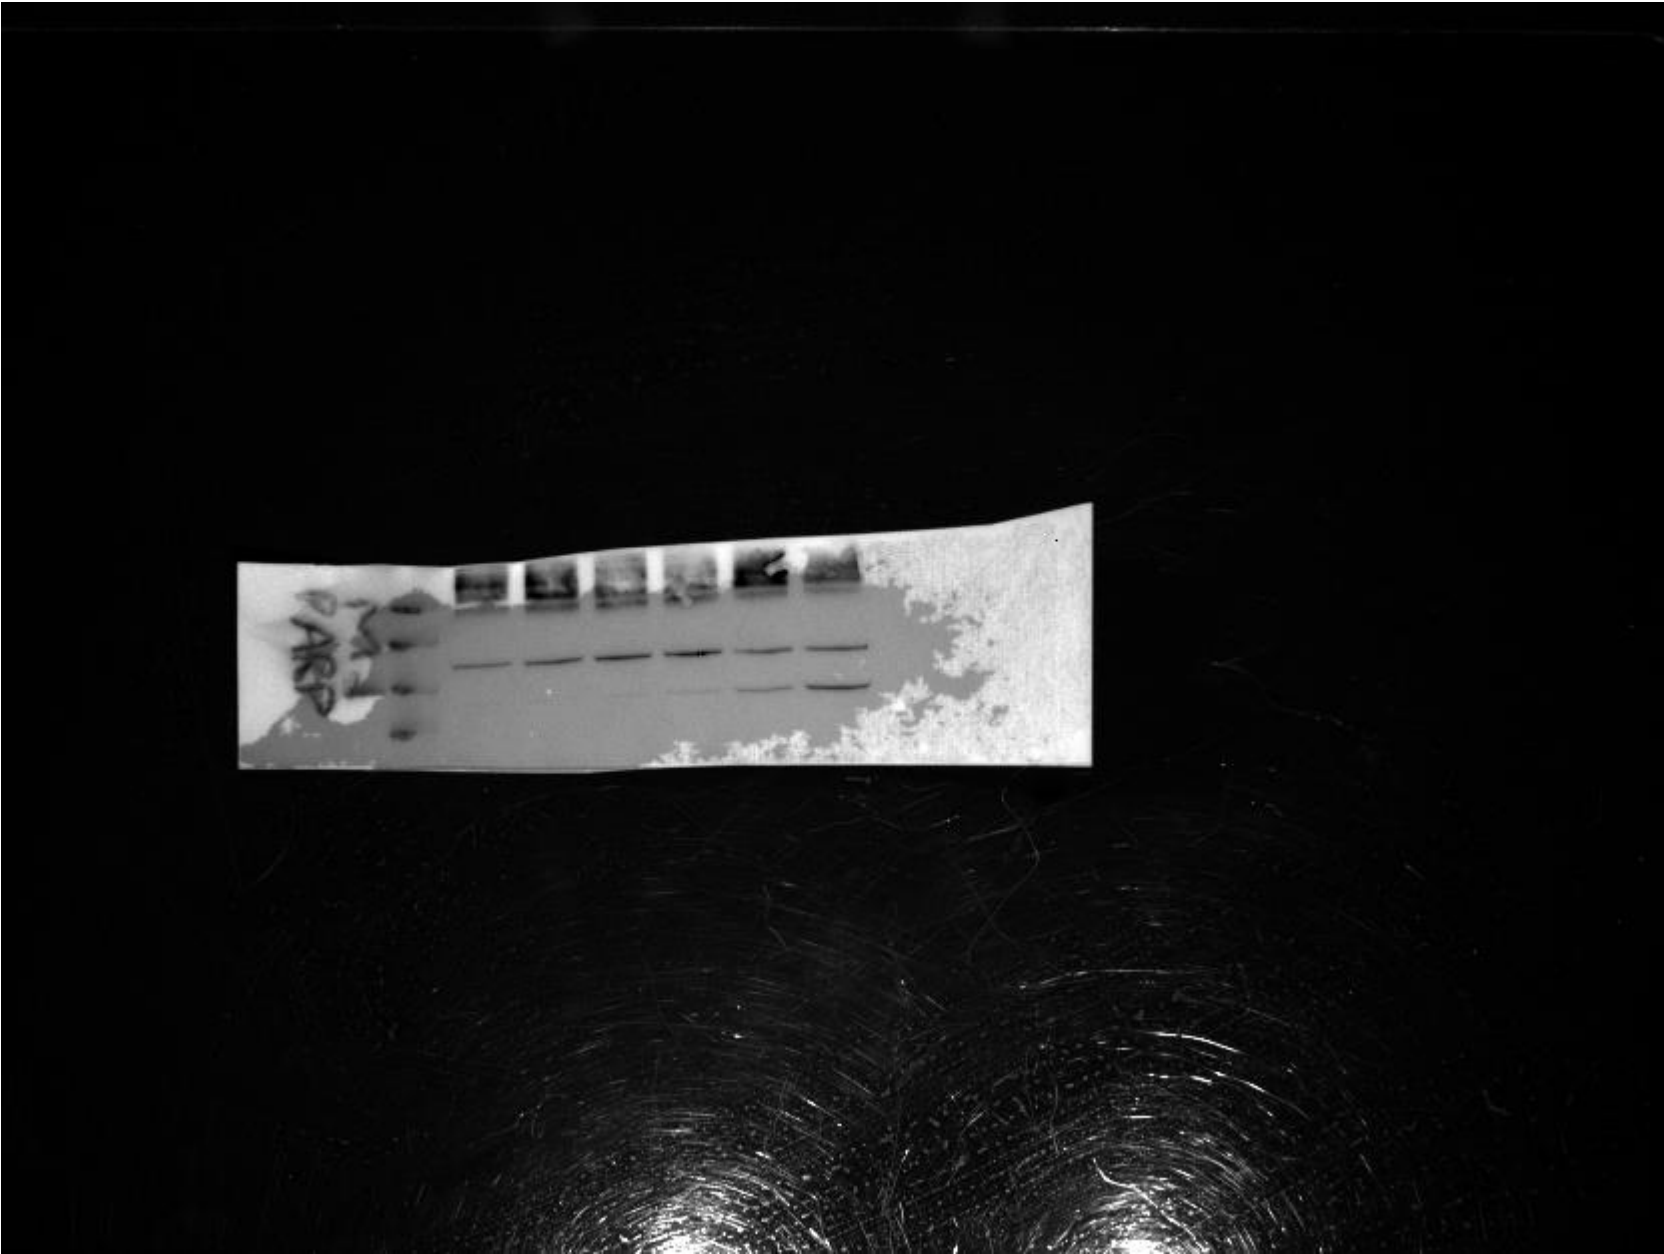

|        |
|--------|
| Ctrl   |
| 25 nM  |
| 50 nM  |
| 100 nM |
| 250 nM |
| 500 nM |

Figure 3C –MJ-B-actin

|        |
|--------|
| Ctrl   |
| 25 nM  |
| 50 nM  |
| 100 nM |
| 250 nM |
| 500 nM |

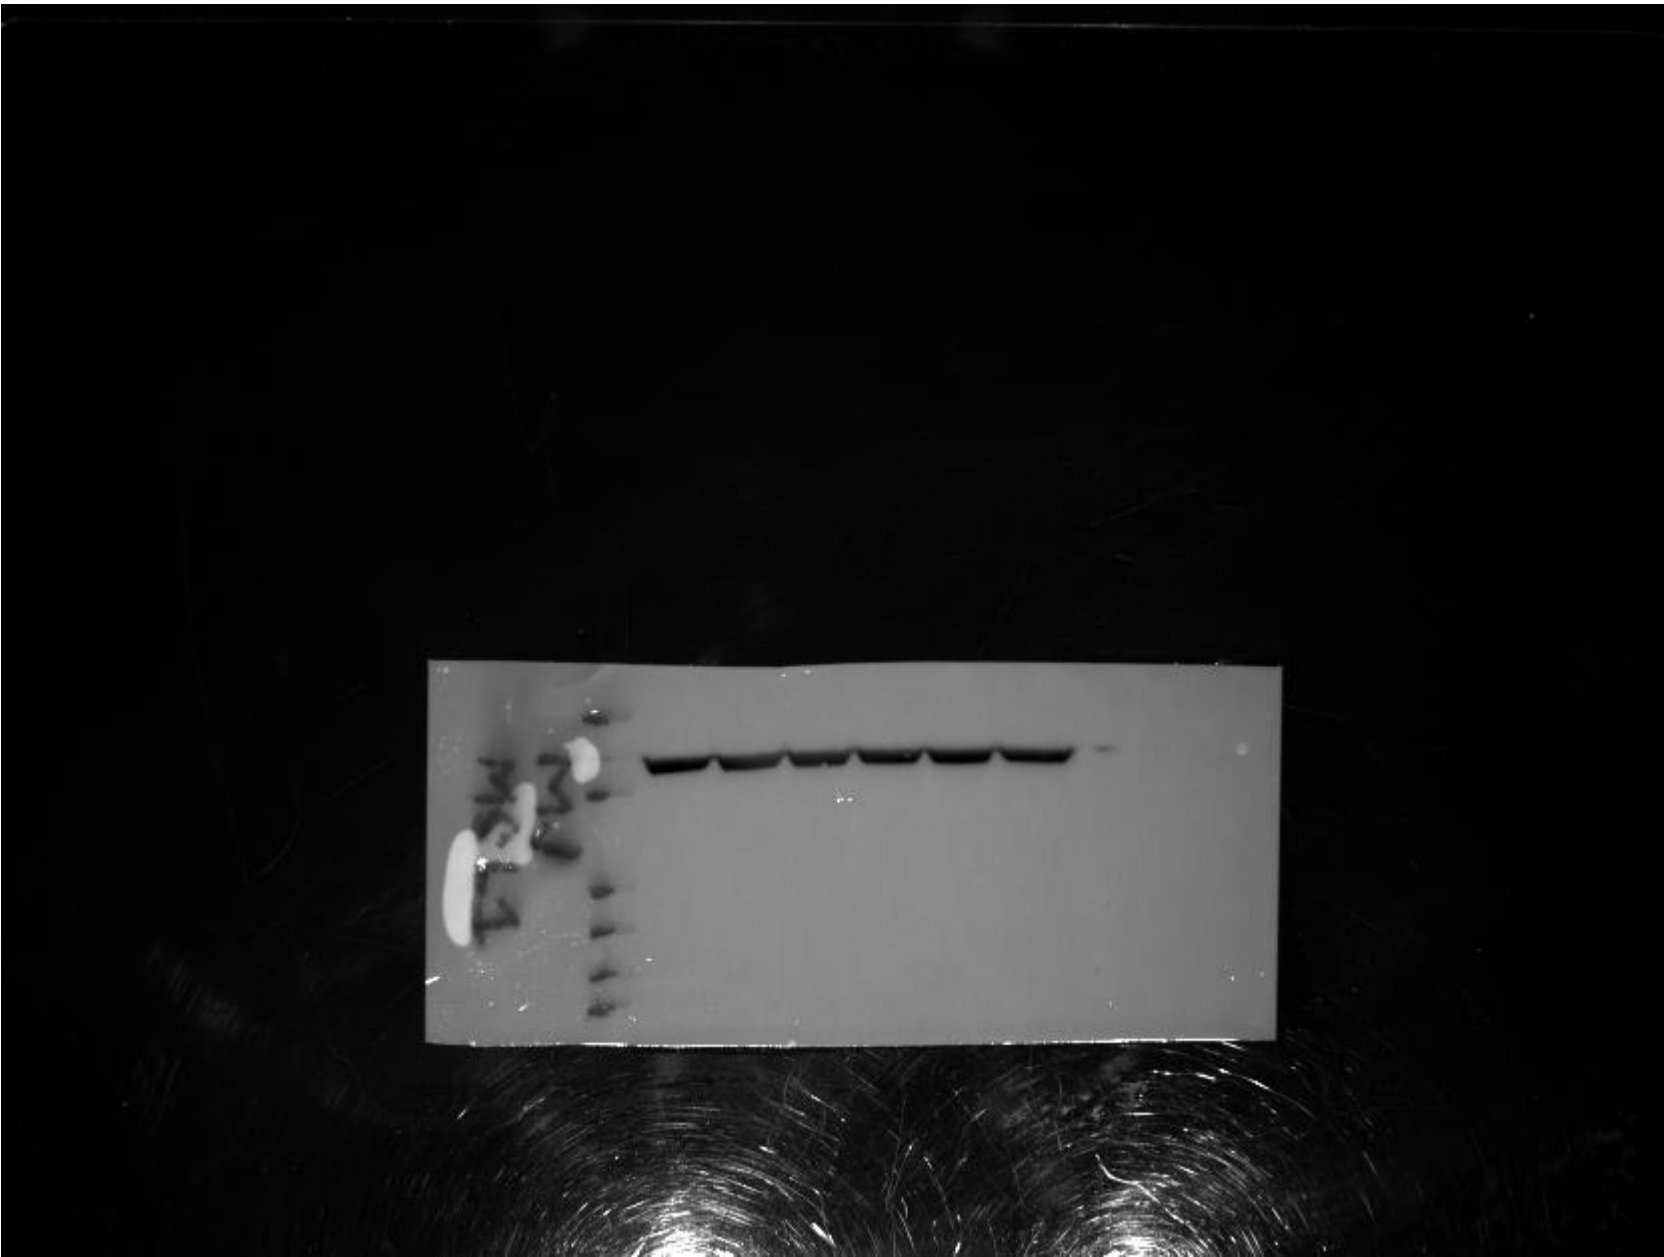

Figure 3C –MyLa and H9- p53

H9→MyLa

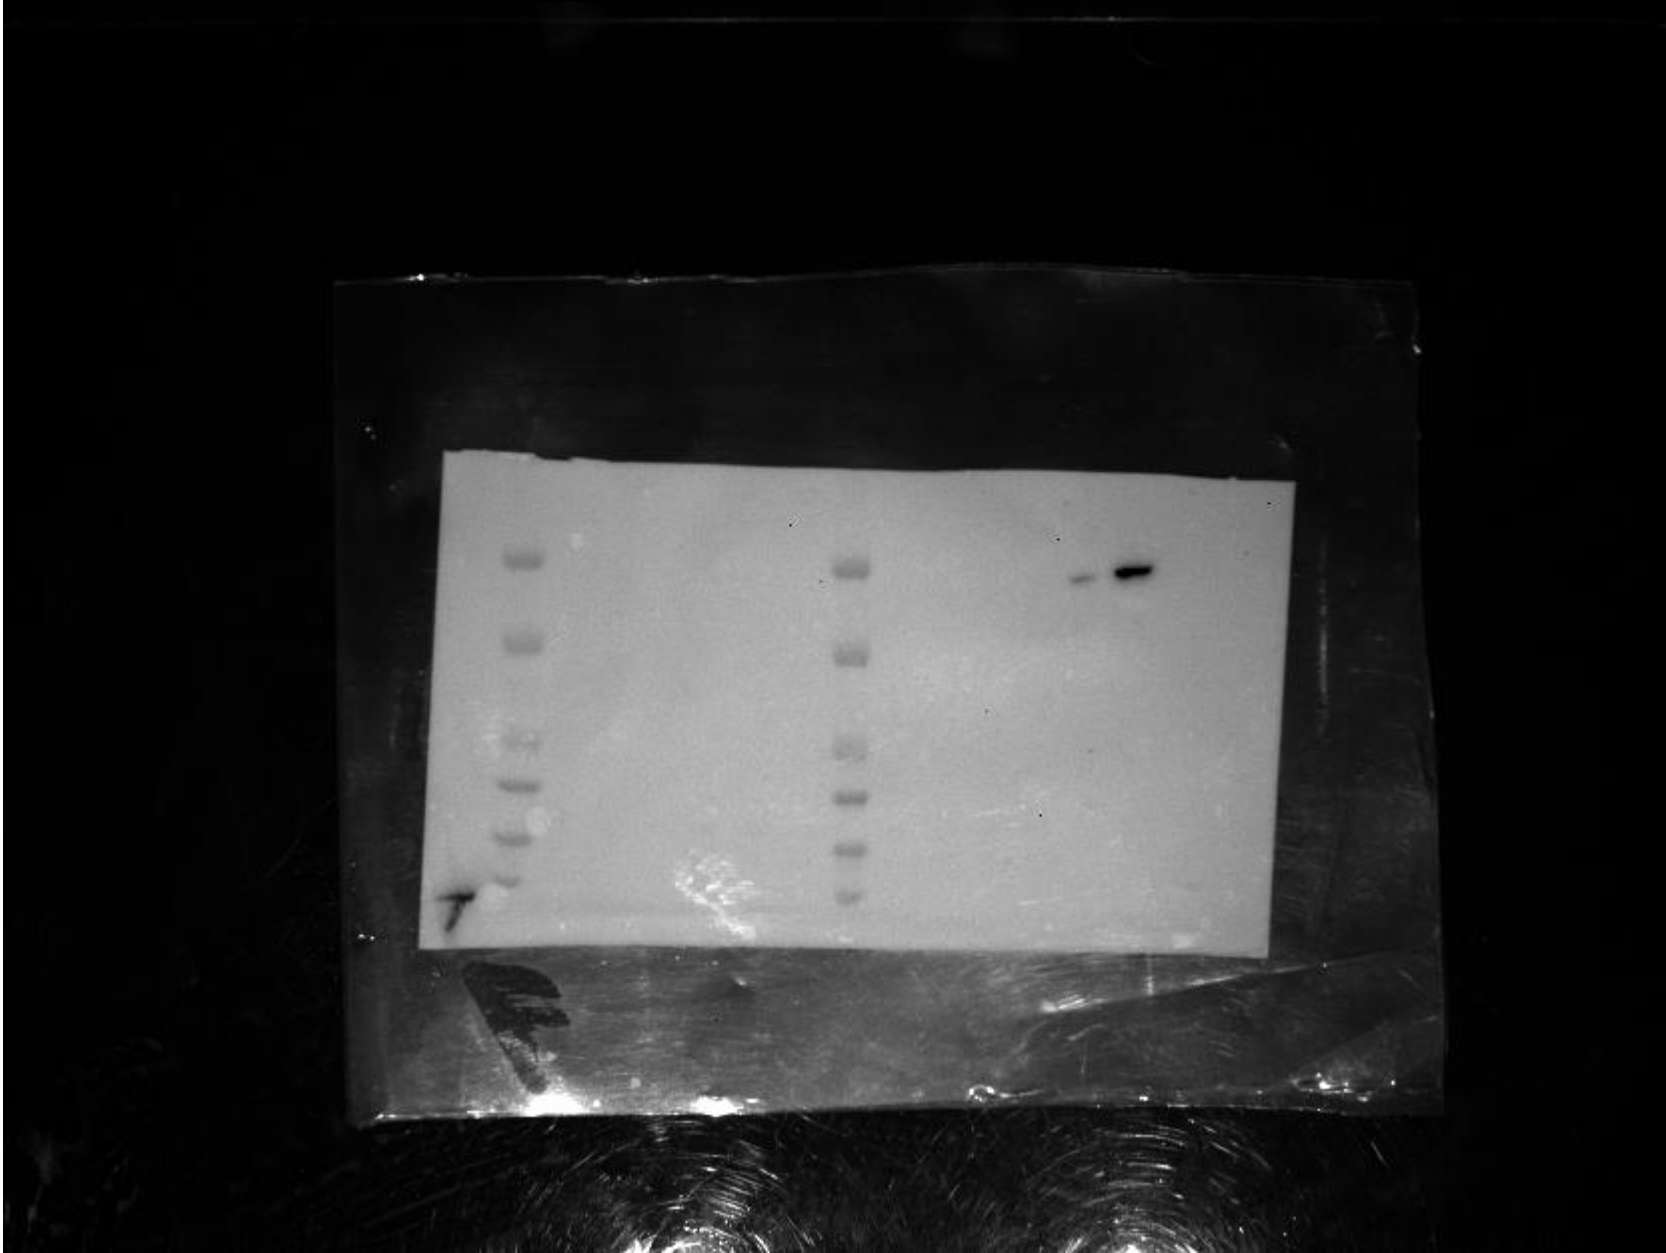

|      |       |       |        |        |        |
|------|-------|-------|--------|--------|--------|
| Ctrl | 25 nM | 50 nM | 100 nM | 250 nM | 500 nM |
|------|-------|-------|--------|--------|--------|

|      |       |       |        |        |        |
|------|-------|-------|--------|--------|--------|
| Ctrl | 25 nM | 50 nM | 100 nM | 250 nM | 500 nM |
|------|-------|-------|--------|--------|--------|

Figure 3C –MyLa- p21

|        |
|--------|
| Ctrl   |
| 25 nM  |
| 50 nM  |
| 100 nM |
| 250 nM |
| 500 nM |

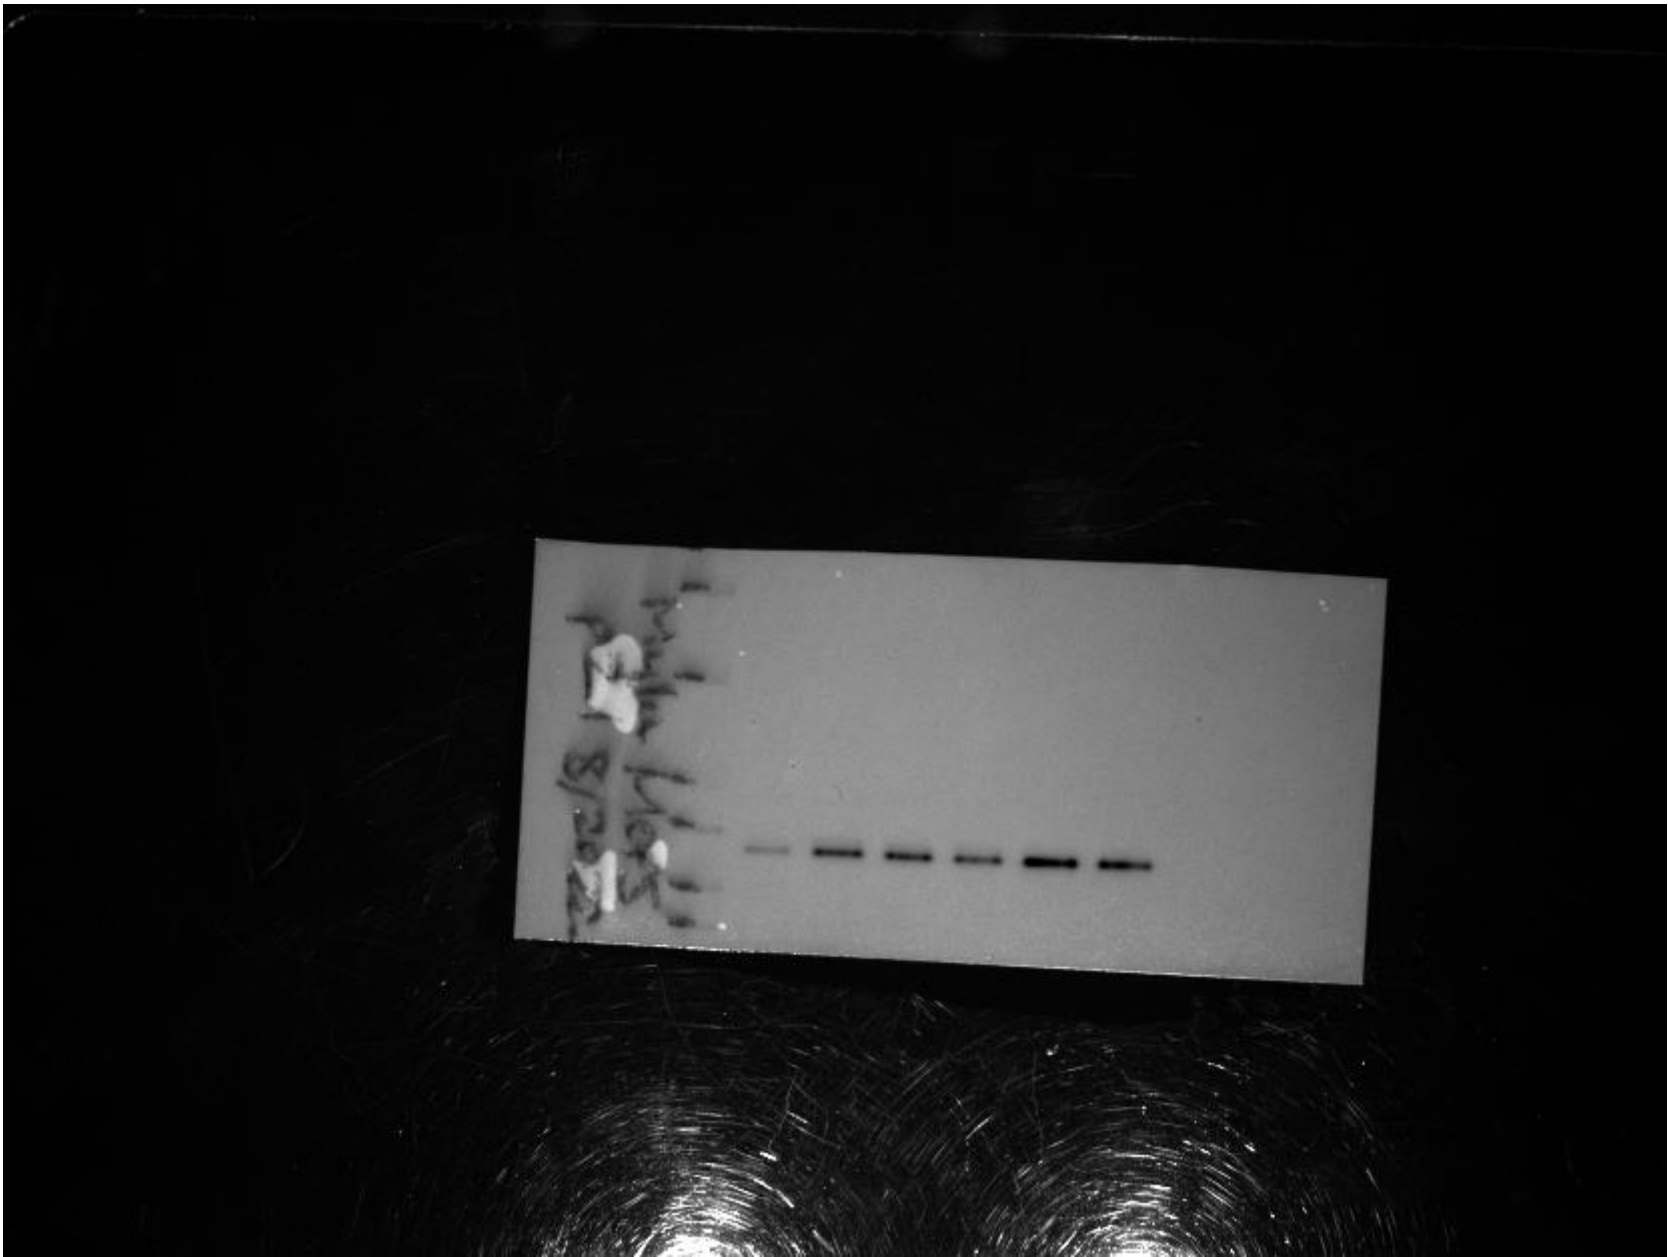

Figure 3C –MyLa- p27

|        |
|--------|
| Ctrl   |
| 25 nM  |
| 50 nM  |
| 100 nM |
| 250 nM |
| 500 nM |

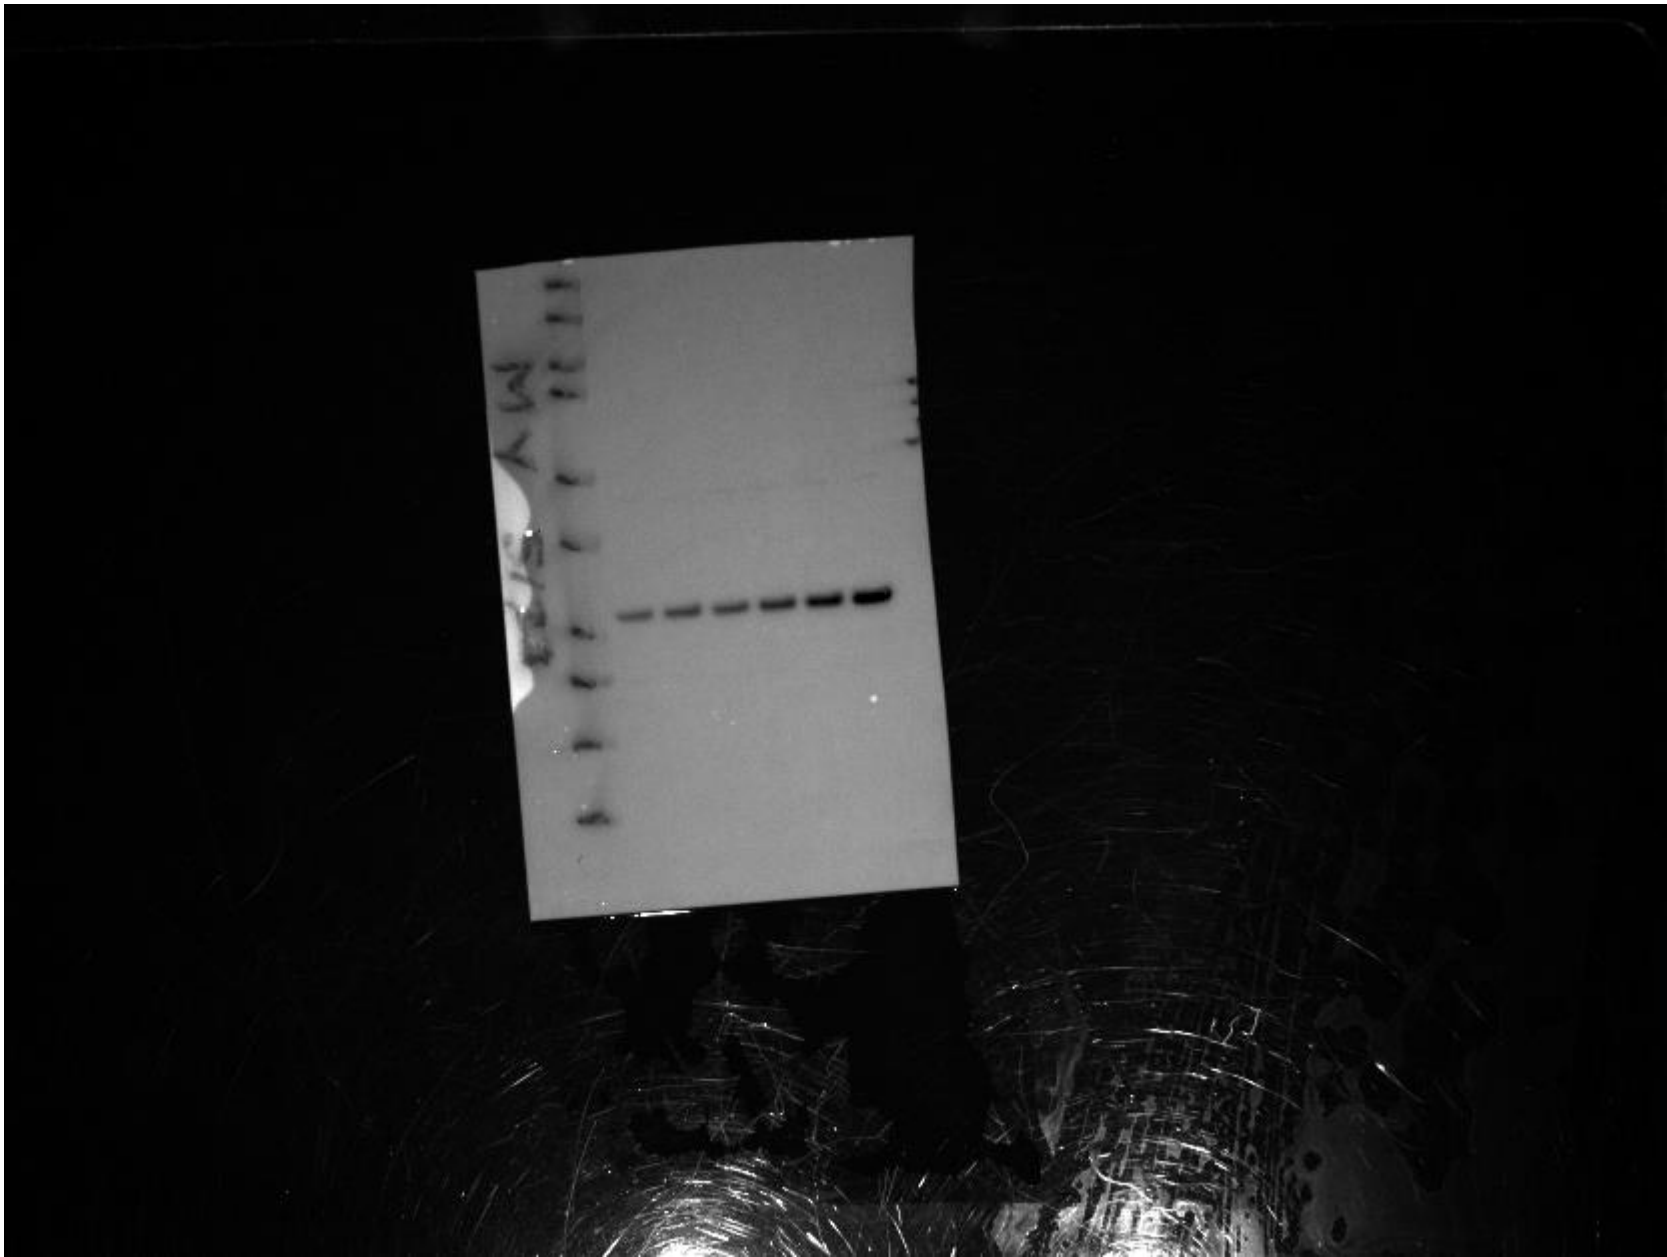

Figure 3C –MyLa- Survivin

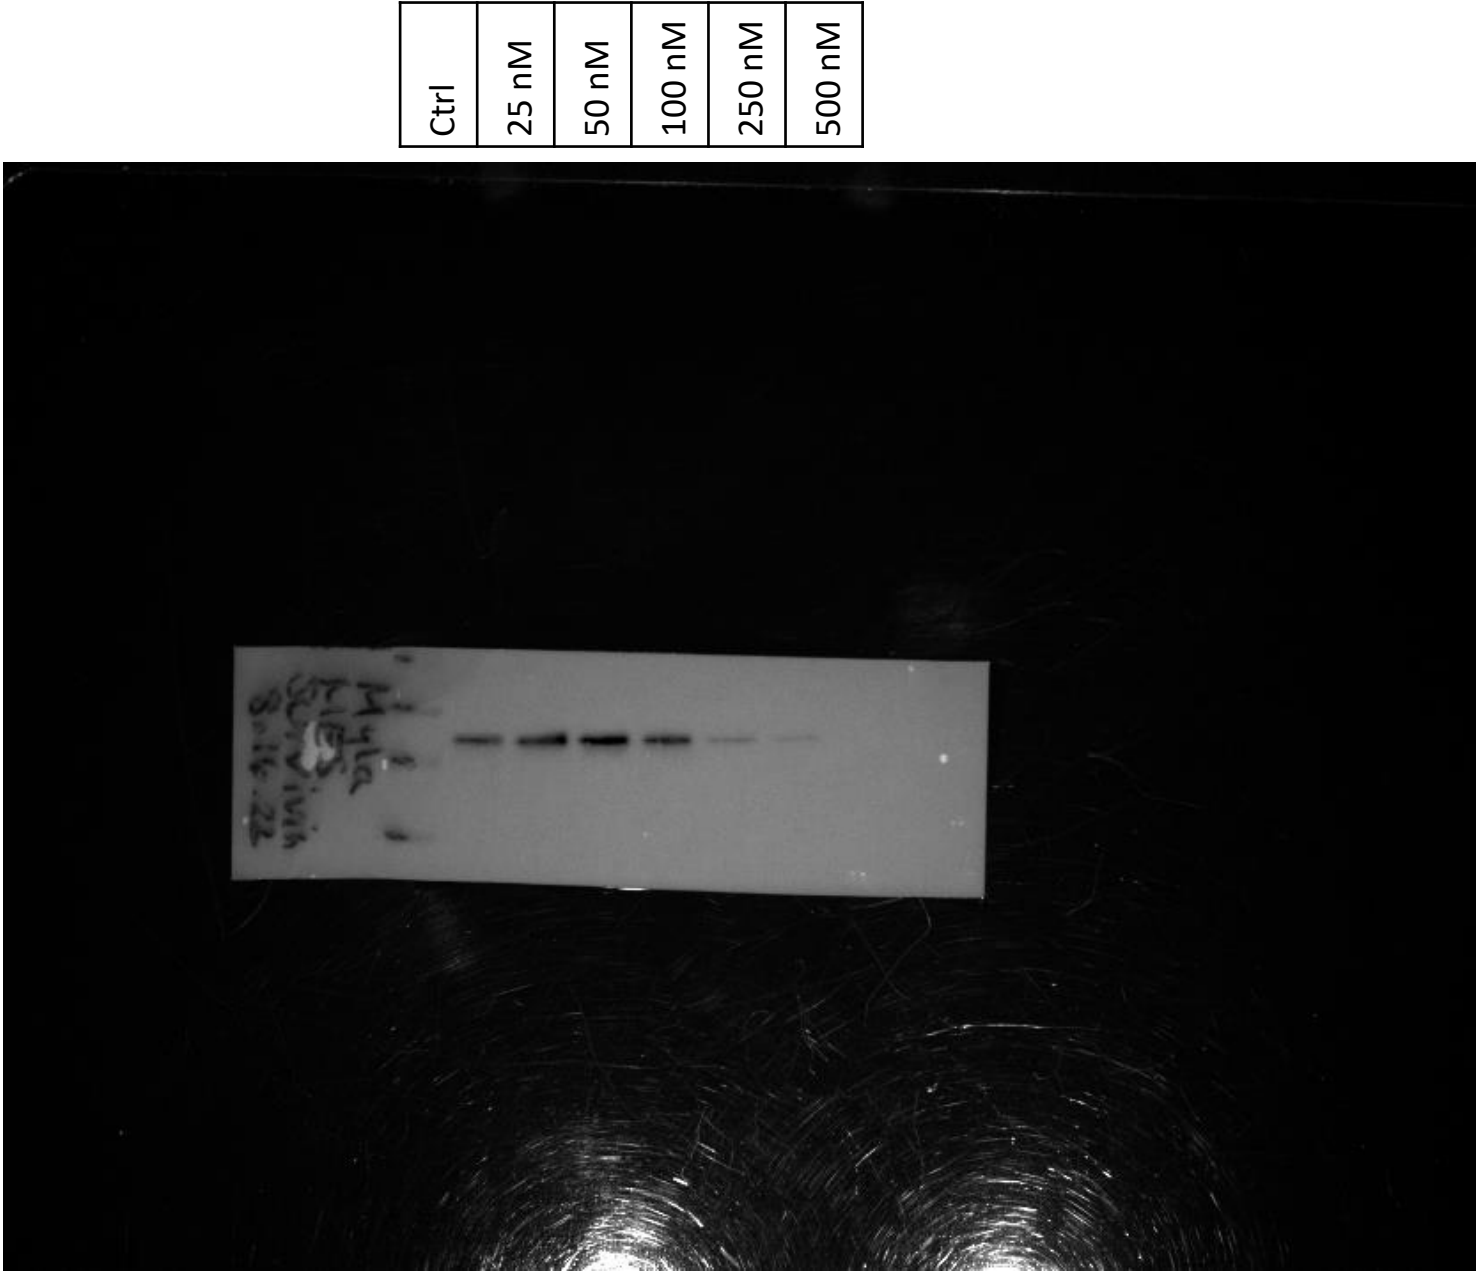

Figure 3C –MyLa- cCaspase3

|        |
|--------|
| Ctrl   |
| 25 nM  |
| 50 nM  |
| 100 nM |
| 250 nM |
| 500 nM |

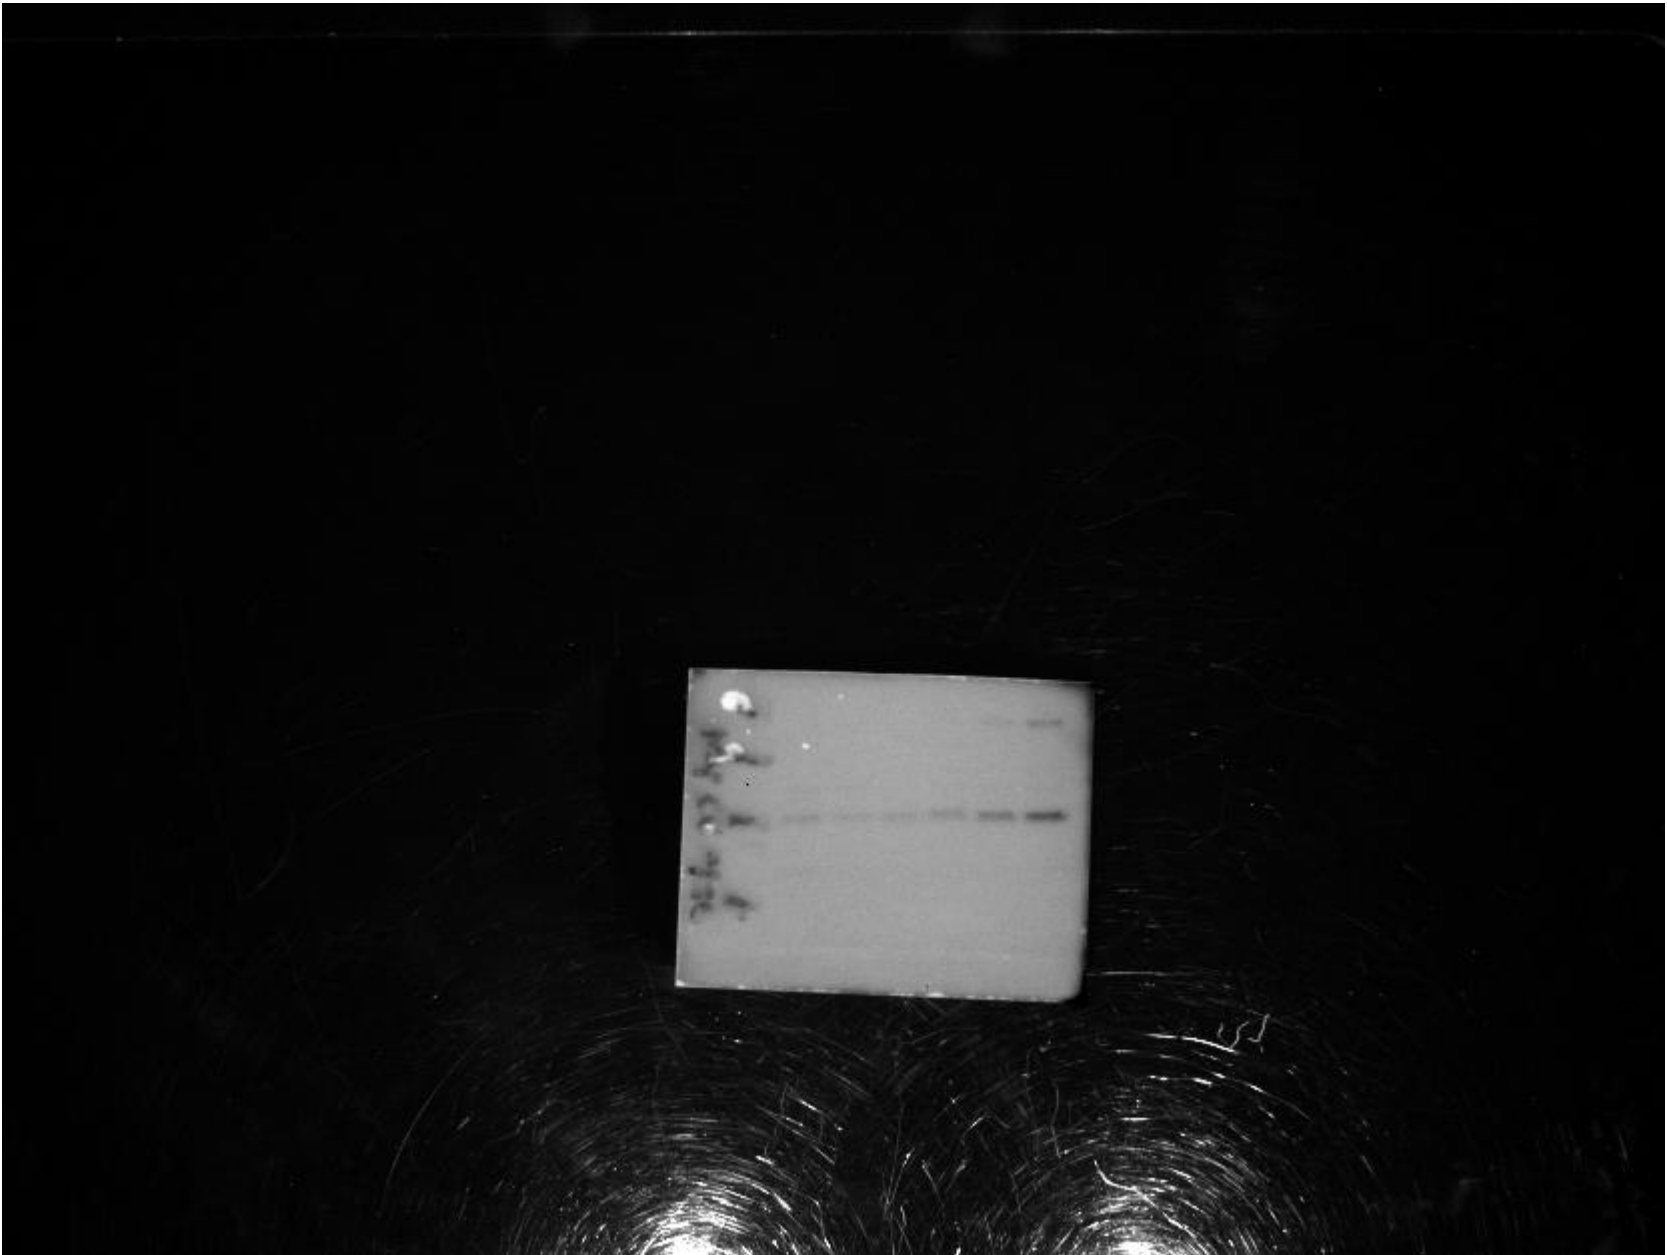

Figure 3C –MyLa- PARP

|        |
|--------|
| Ctrl   |
| 25 nM  |
| 50 nM  |
| 100 nM |
| 250 nM |
| 500 nM |

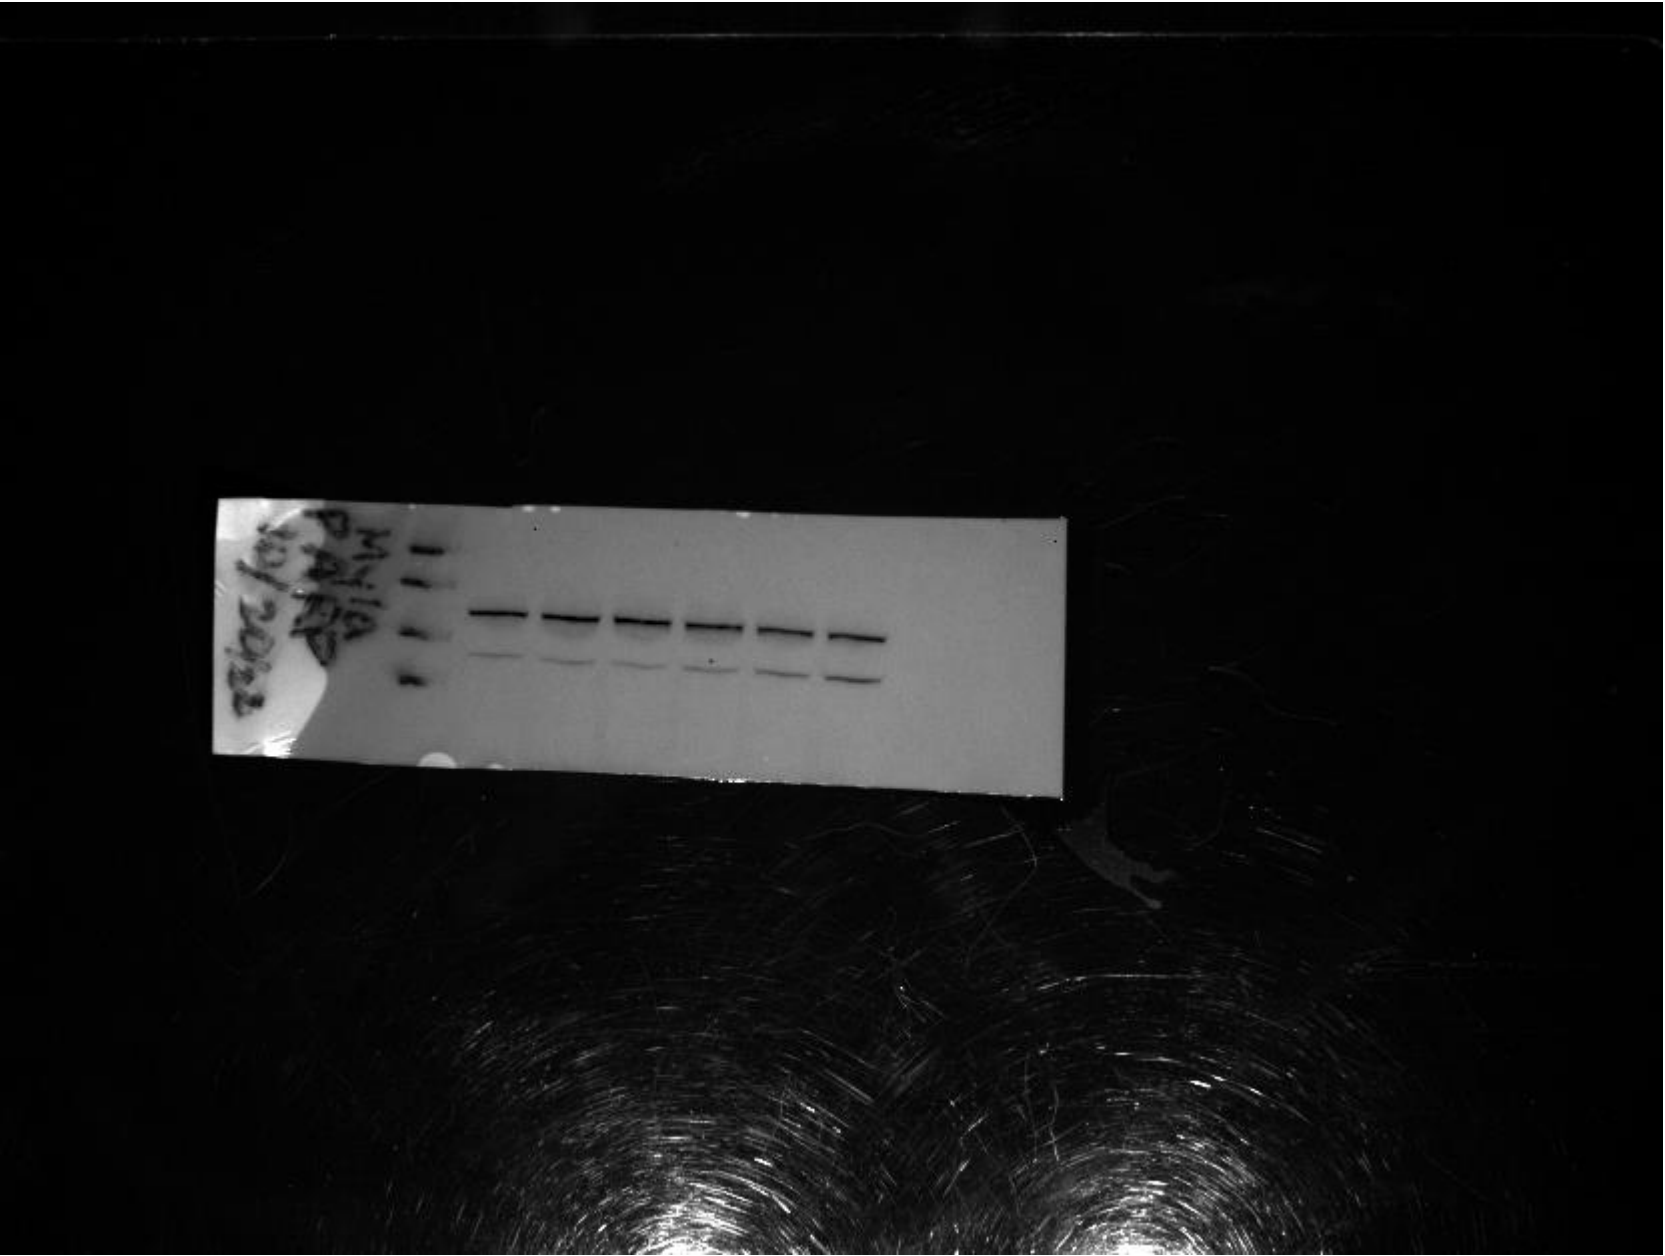

Figure 3C –MyLa- B-actin

|        |
|--------|
| Ctrl   |
| 25 nM  |
| 50 nM  |
| 100 nM |
| 250 nM |
| 500 nM |

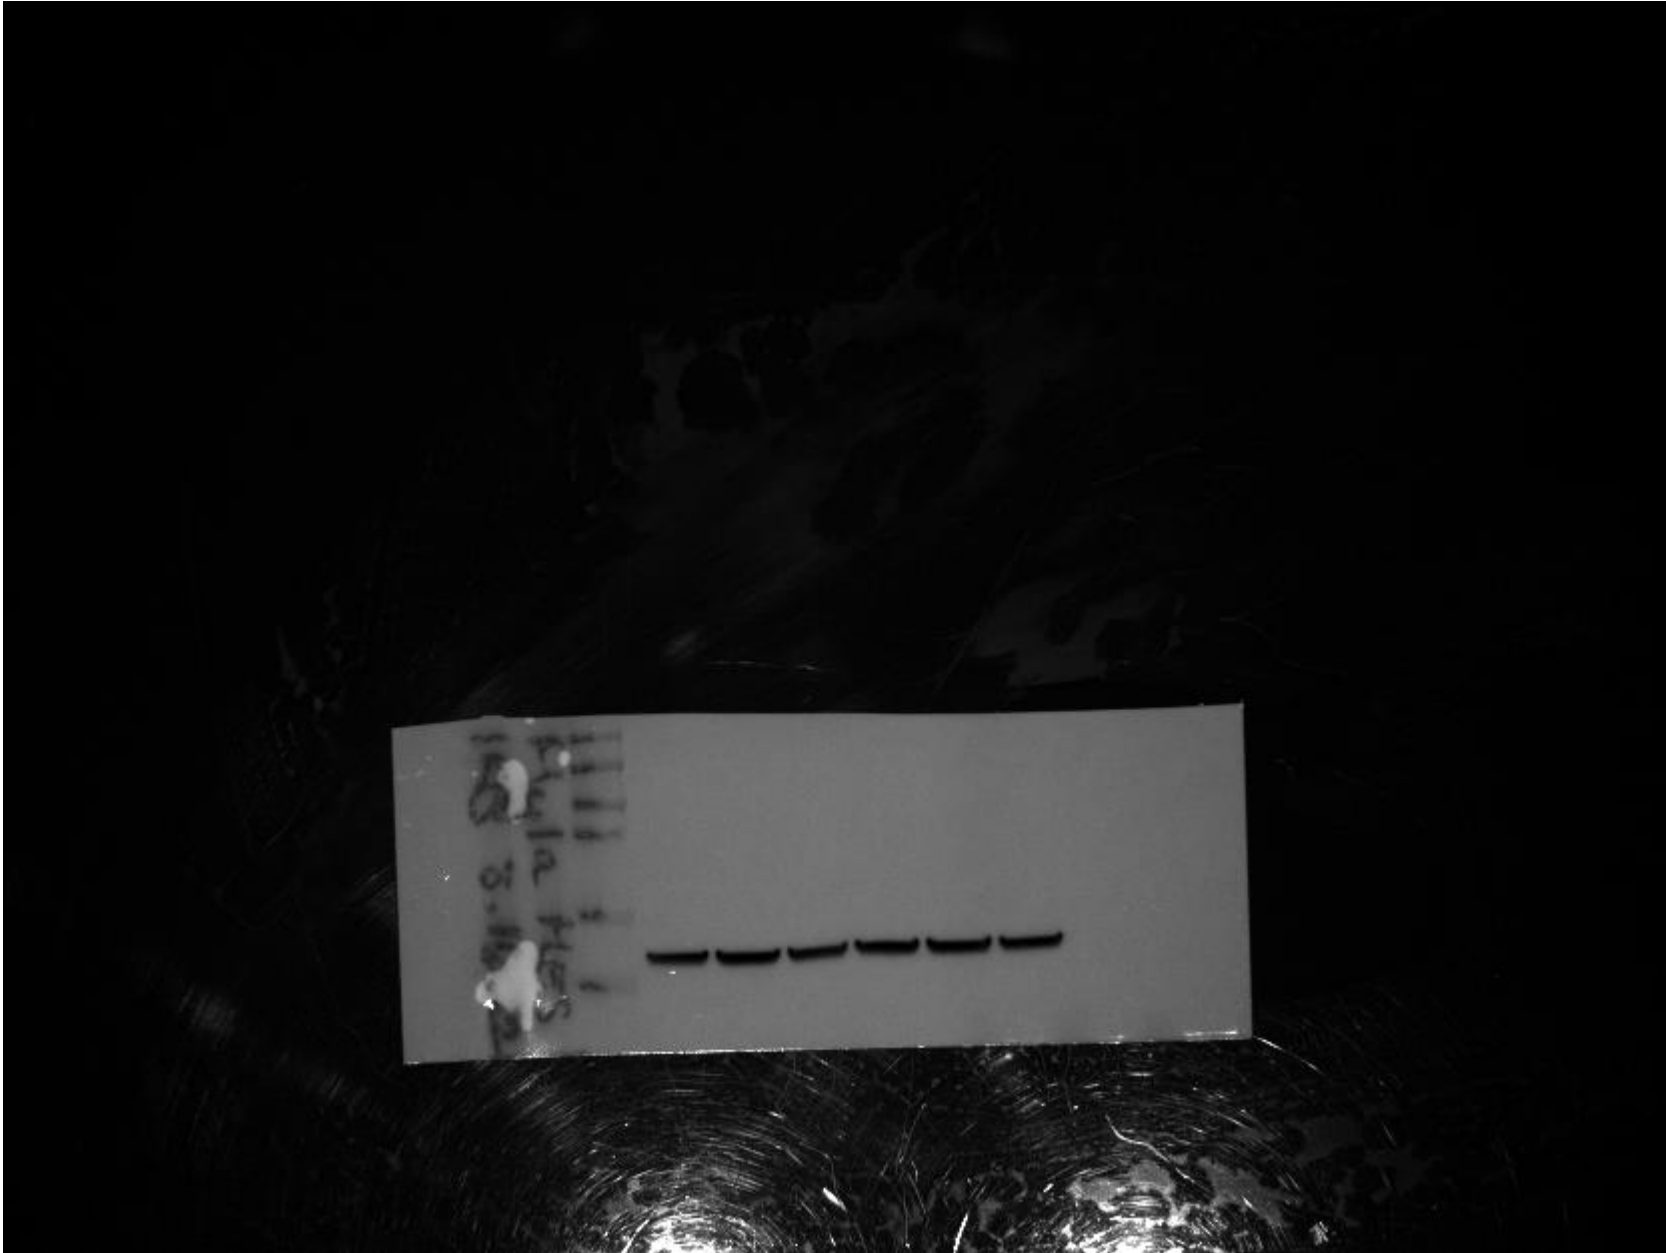

Figure 3C –H9-p21

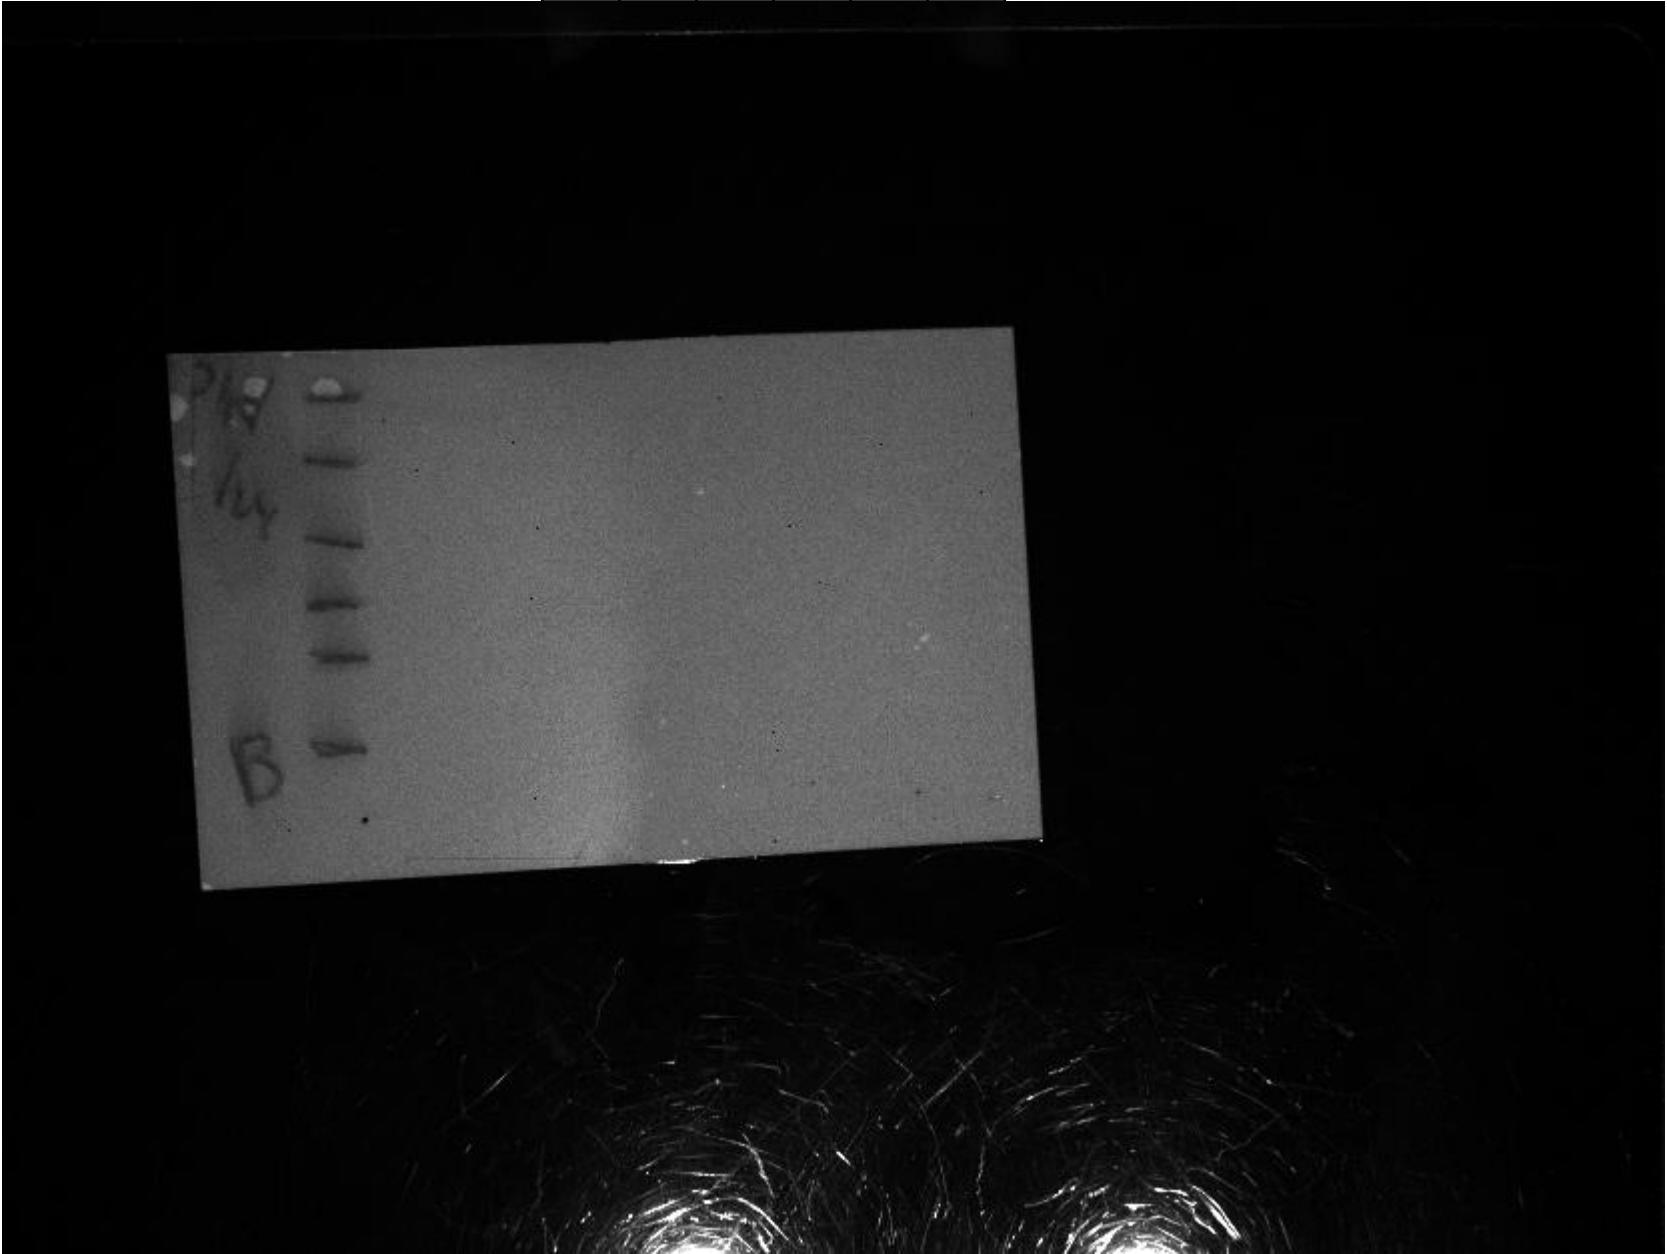

|        |
|--------|
| Ctrl   |
| 25 nM  |
| 50 nM  |
| 100 nM |
| 250 nM |
| 500 nM |

Figure 3C –H9-p27

|        |
|--------|
| Ctrl   |
| 25 nM  |
| 50 nM  |
| 100 nM |
| 250 nM |
| 500 nM |

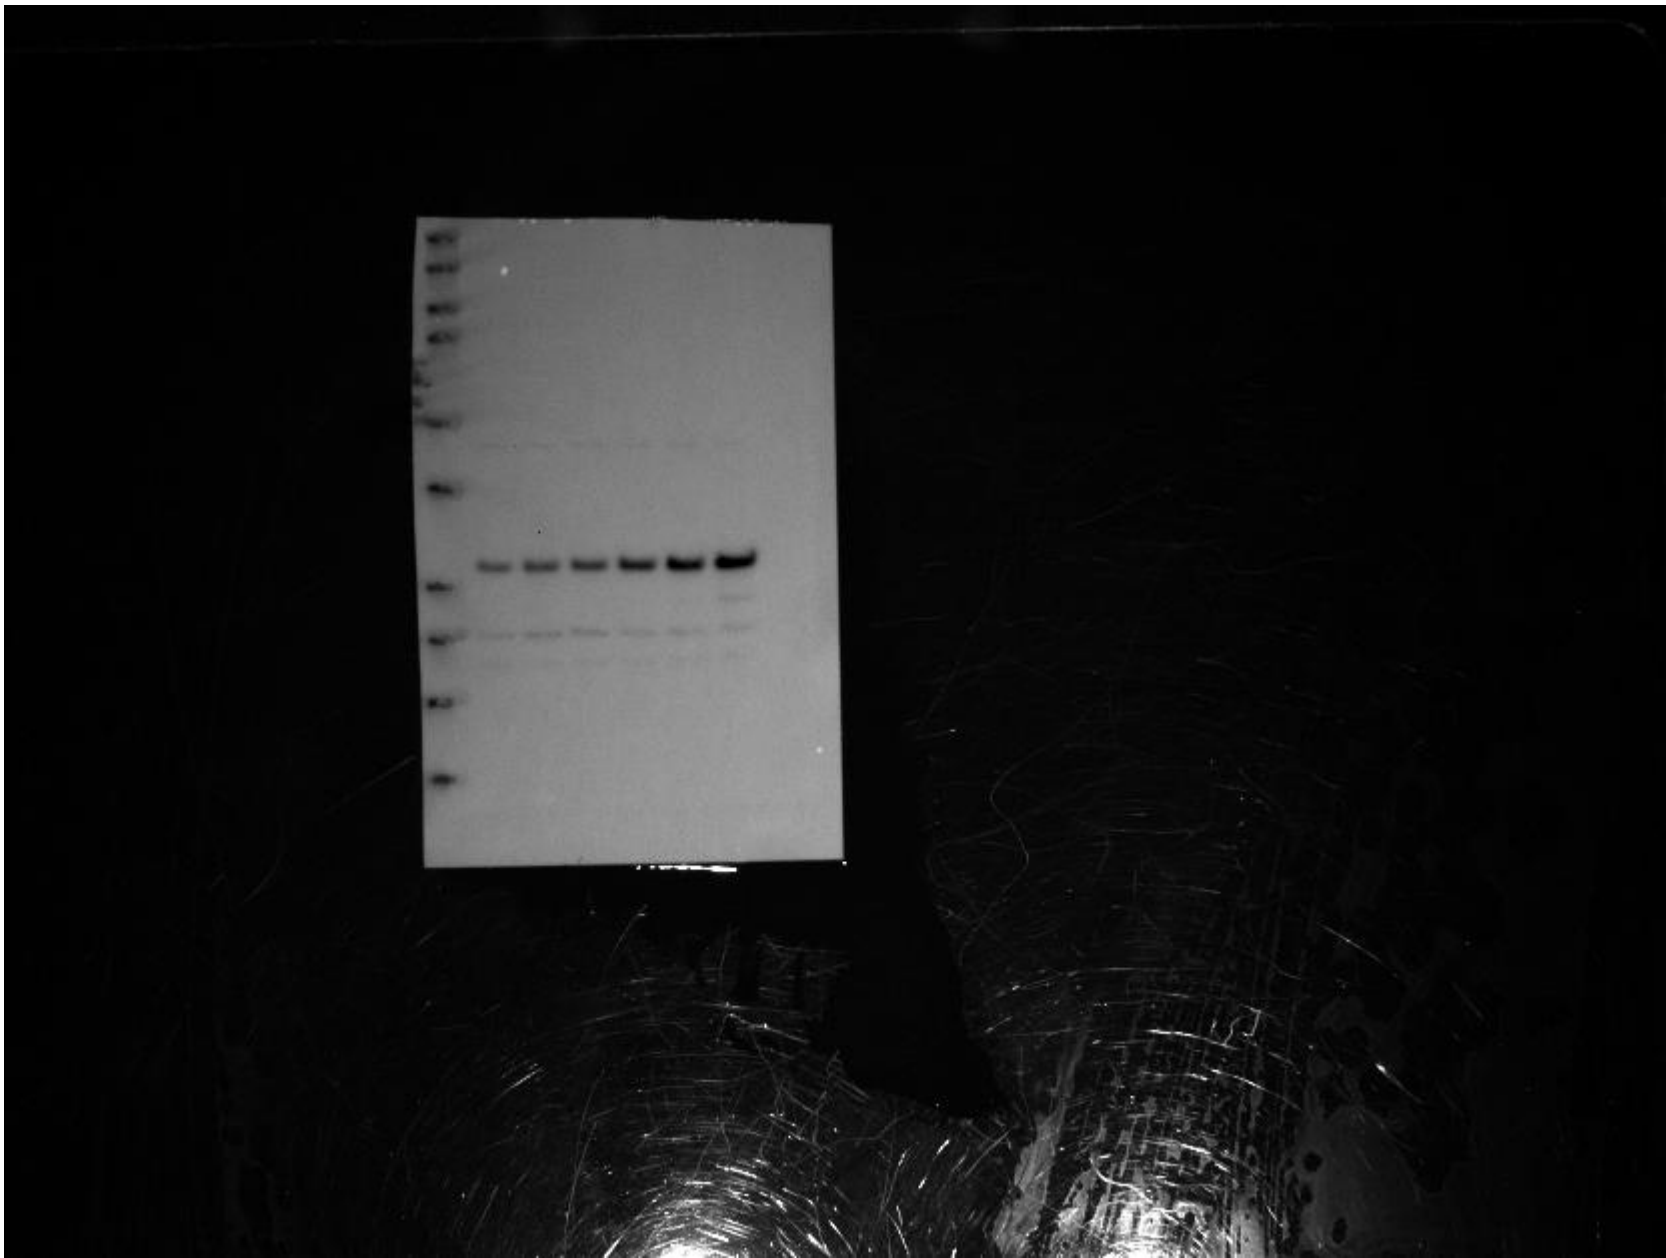

Figure 3C –H9-Survivin

|      |       |       |        |        |        |
|------|-------|-------|--------|--------|--------|
| Ctrl | 25 nM | 50 nM | 100 nM | 250 nM | 500 nM |
|------|-------|-------|--------|--------|--------|

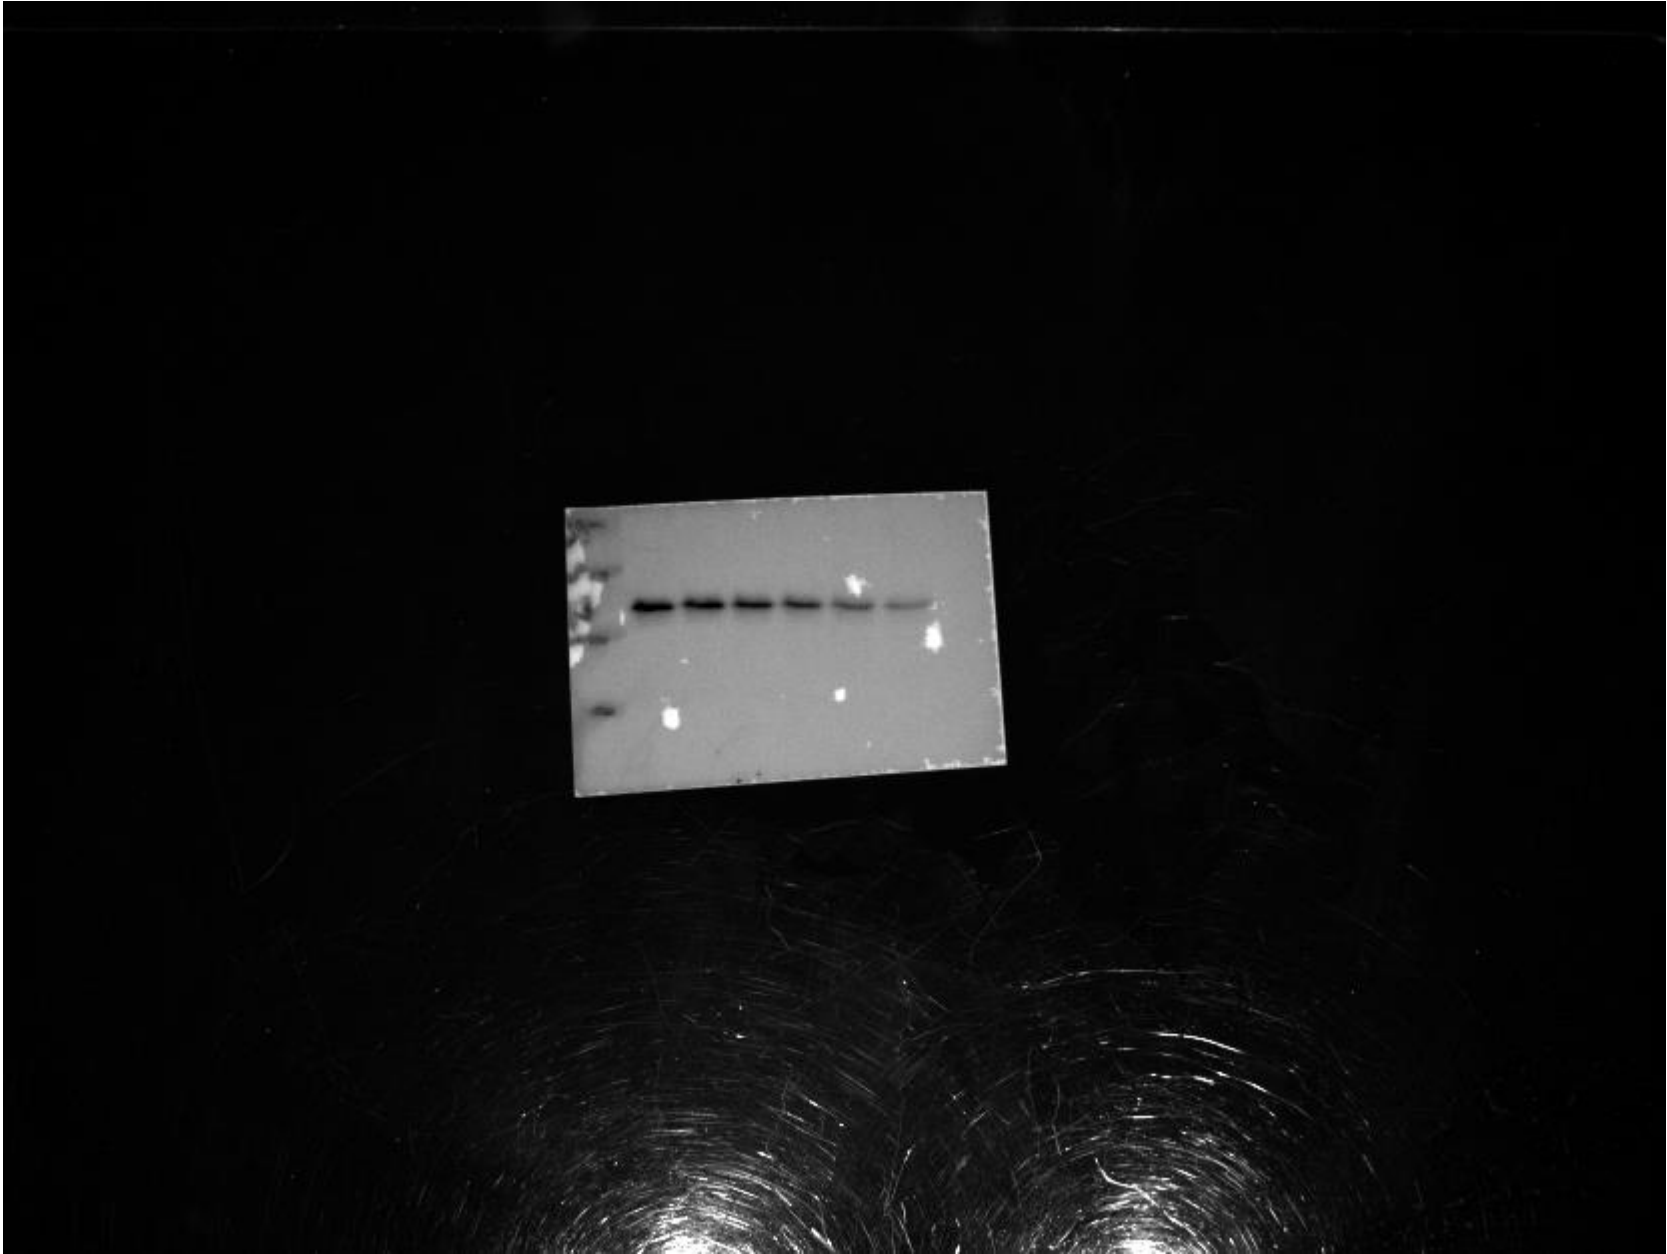

Figure 3C –H9-cCaspase

|        |
|--------|
| Ctrl   |
| 25 nM  |
| 50 nM  |
| 100 nM |
| 250 nM |
| 500 nM |

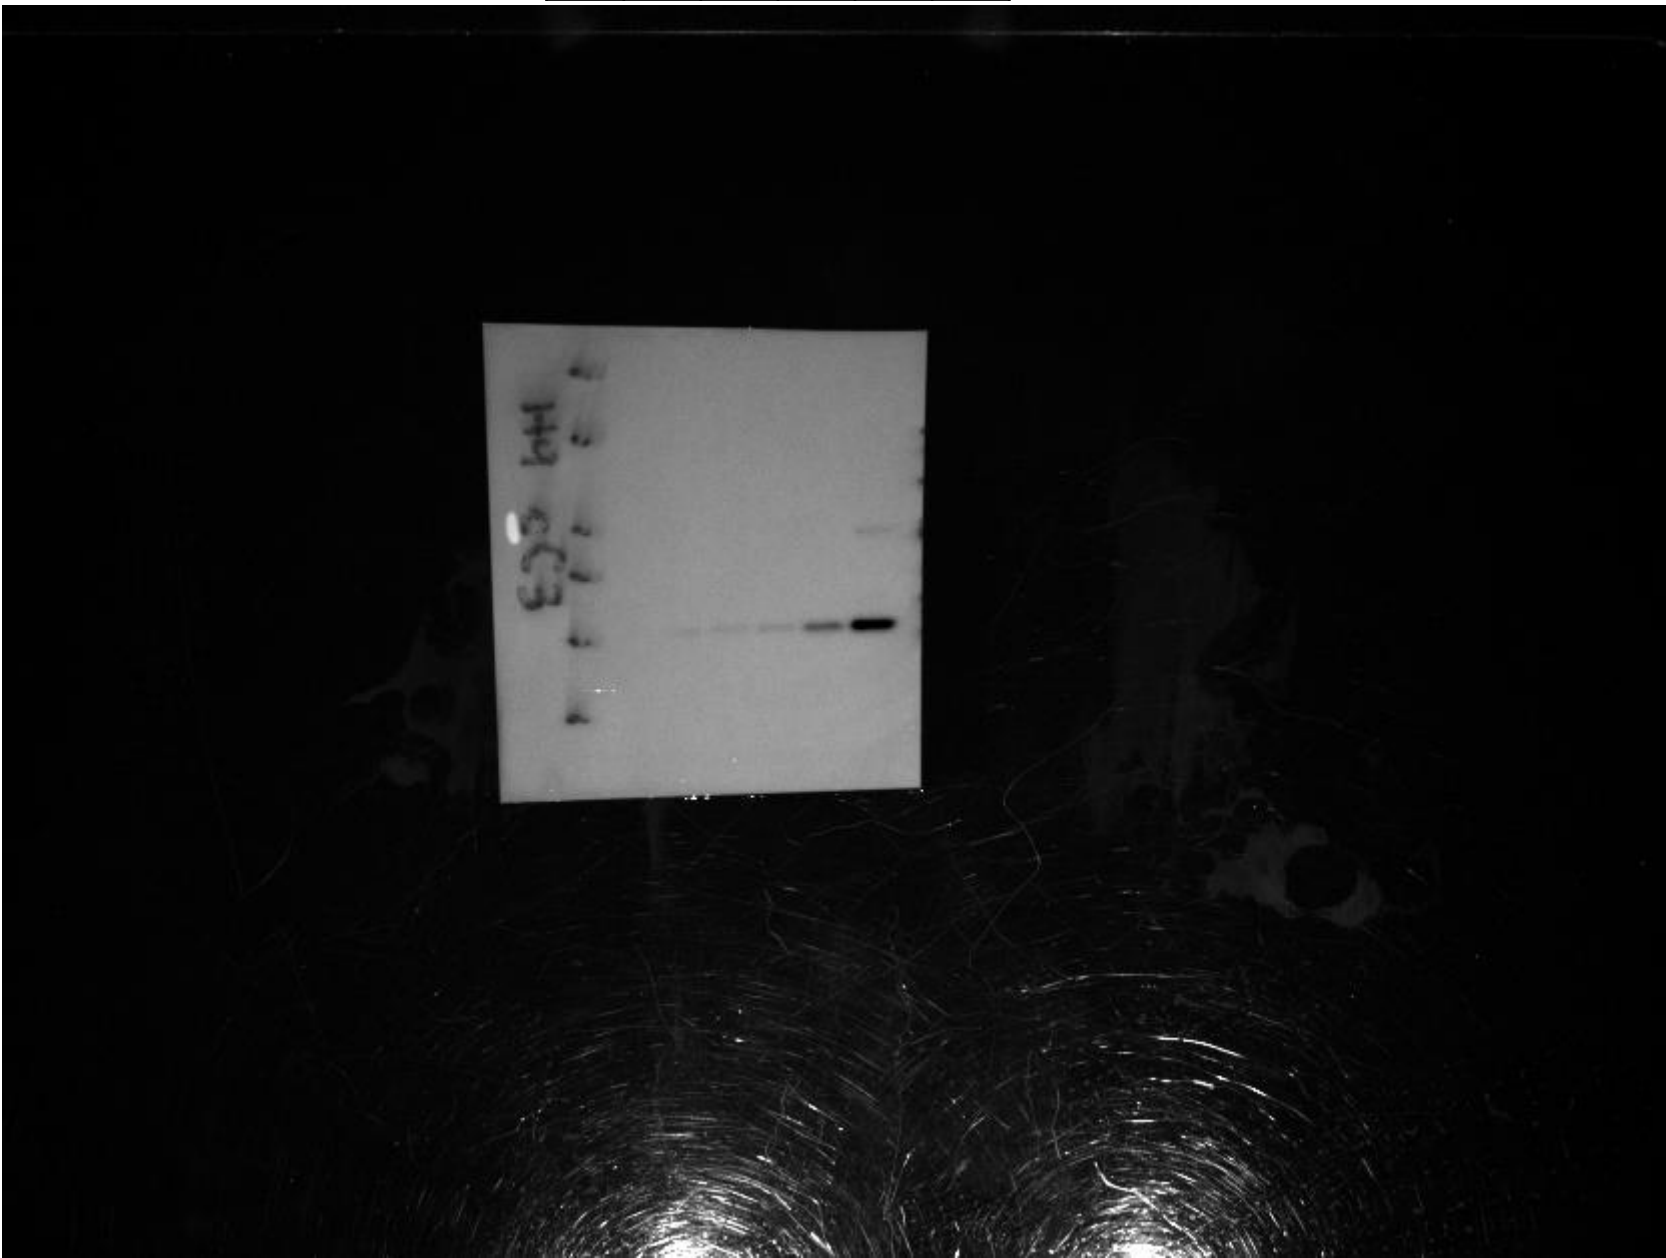

Figure 3C –H9-PARP

|      |       |       |        |        |        |
|------|-------|-------|--------|--------|--------|
| Ctrl | 25 nM | 50 nM | 100 nM | 250 nM | 500 nM |
|------|-------|-------|--------|--------|--------|

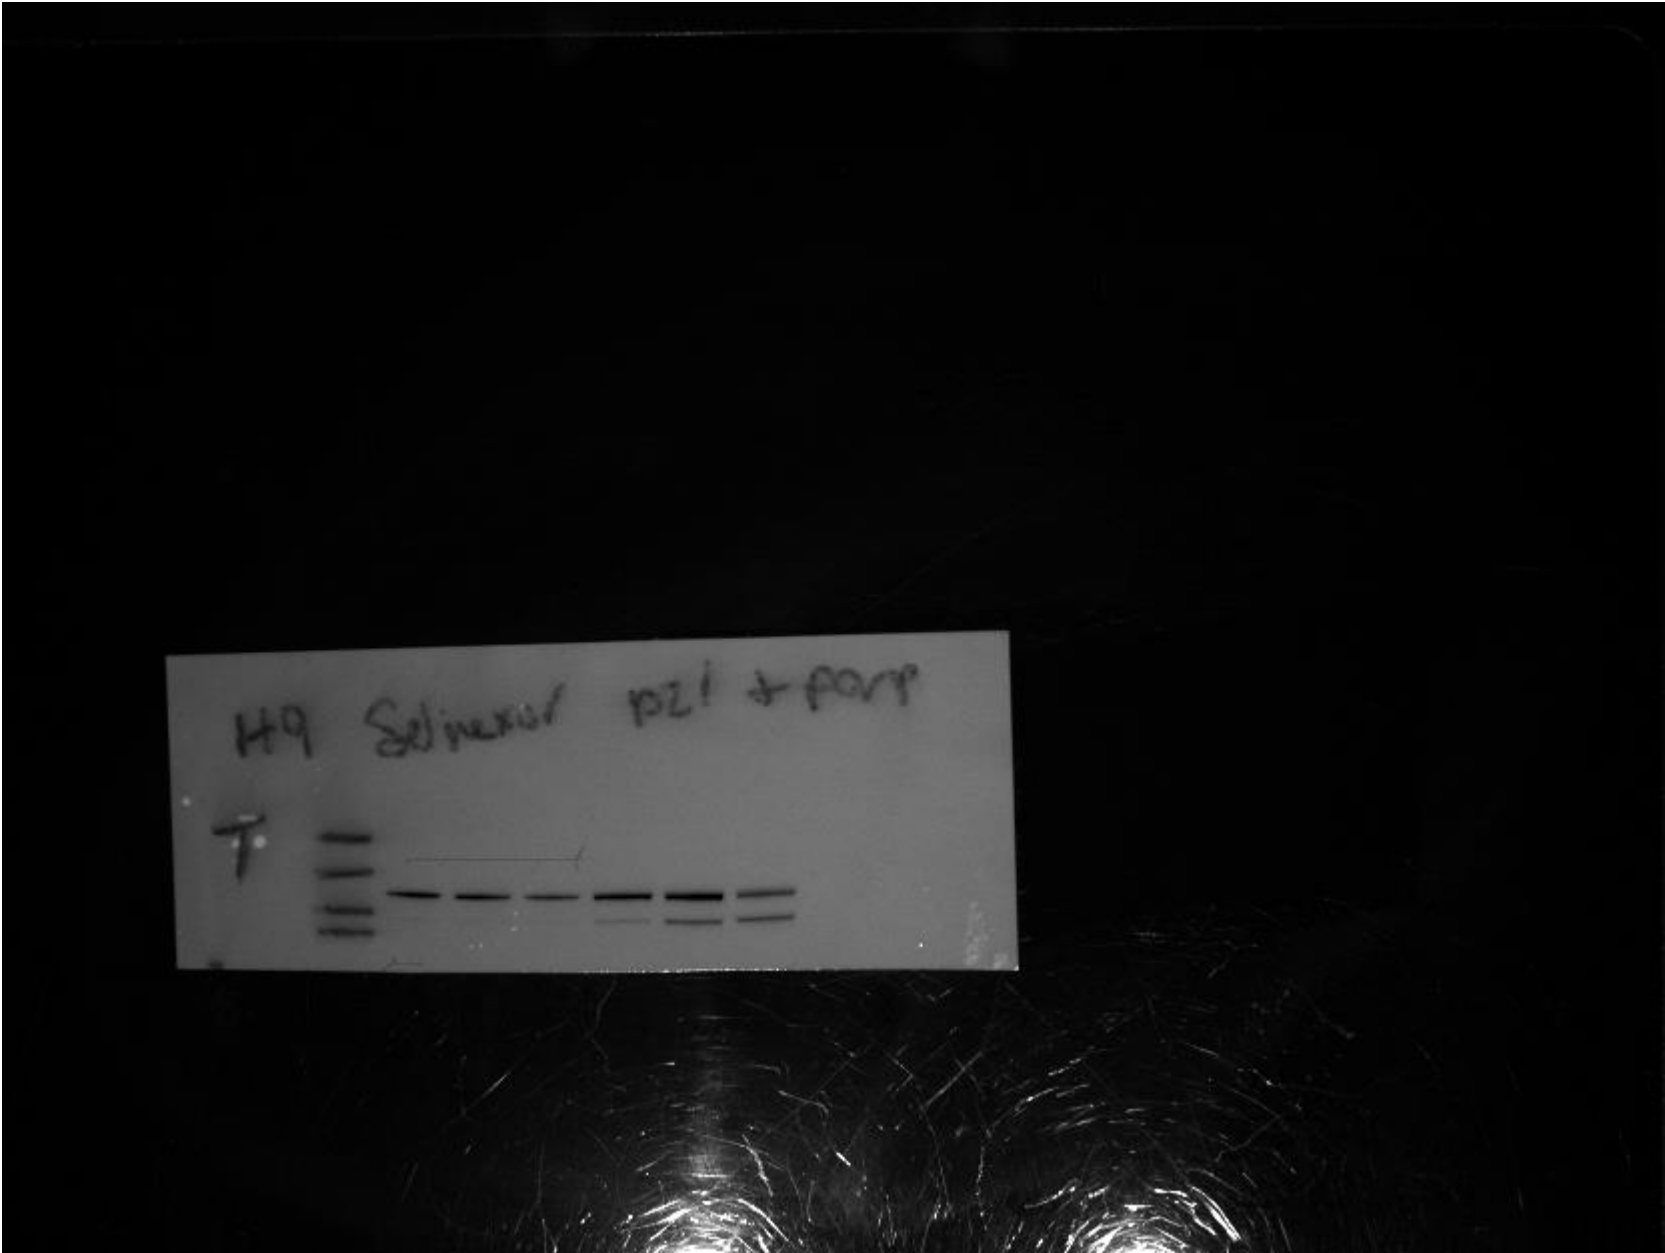

Figure 3C –H9-B-actin

|        |
|--------|
| Ctrl   |
| 25 nM  |
| 50 nM  |
| 100 nM |
| 250 nM |
| 500 nM |

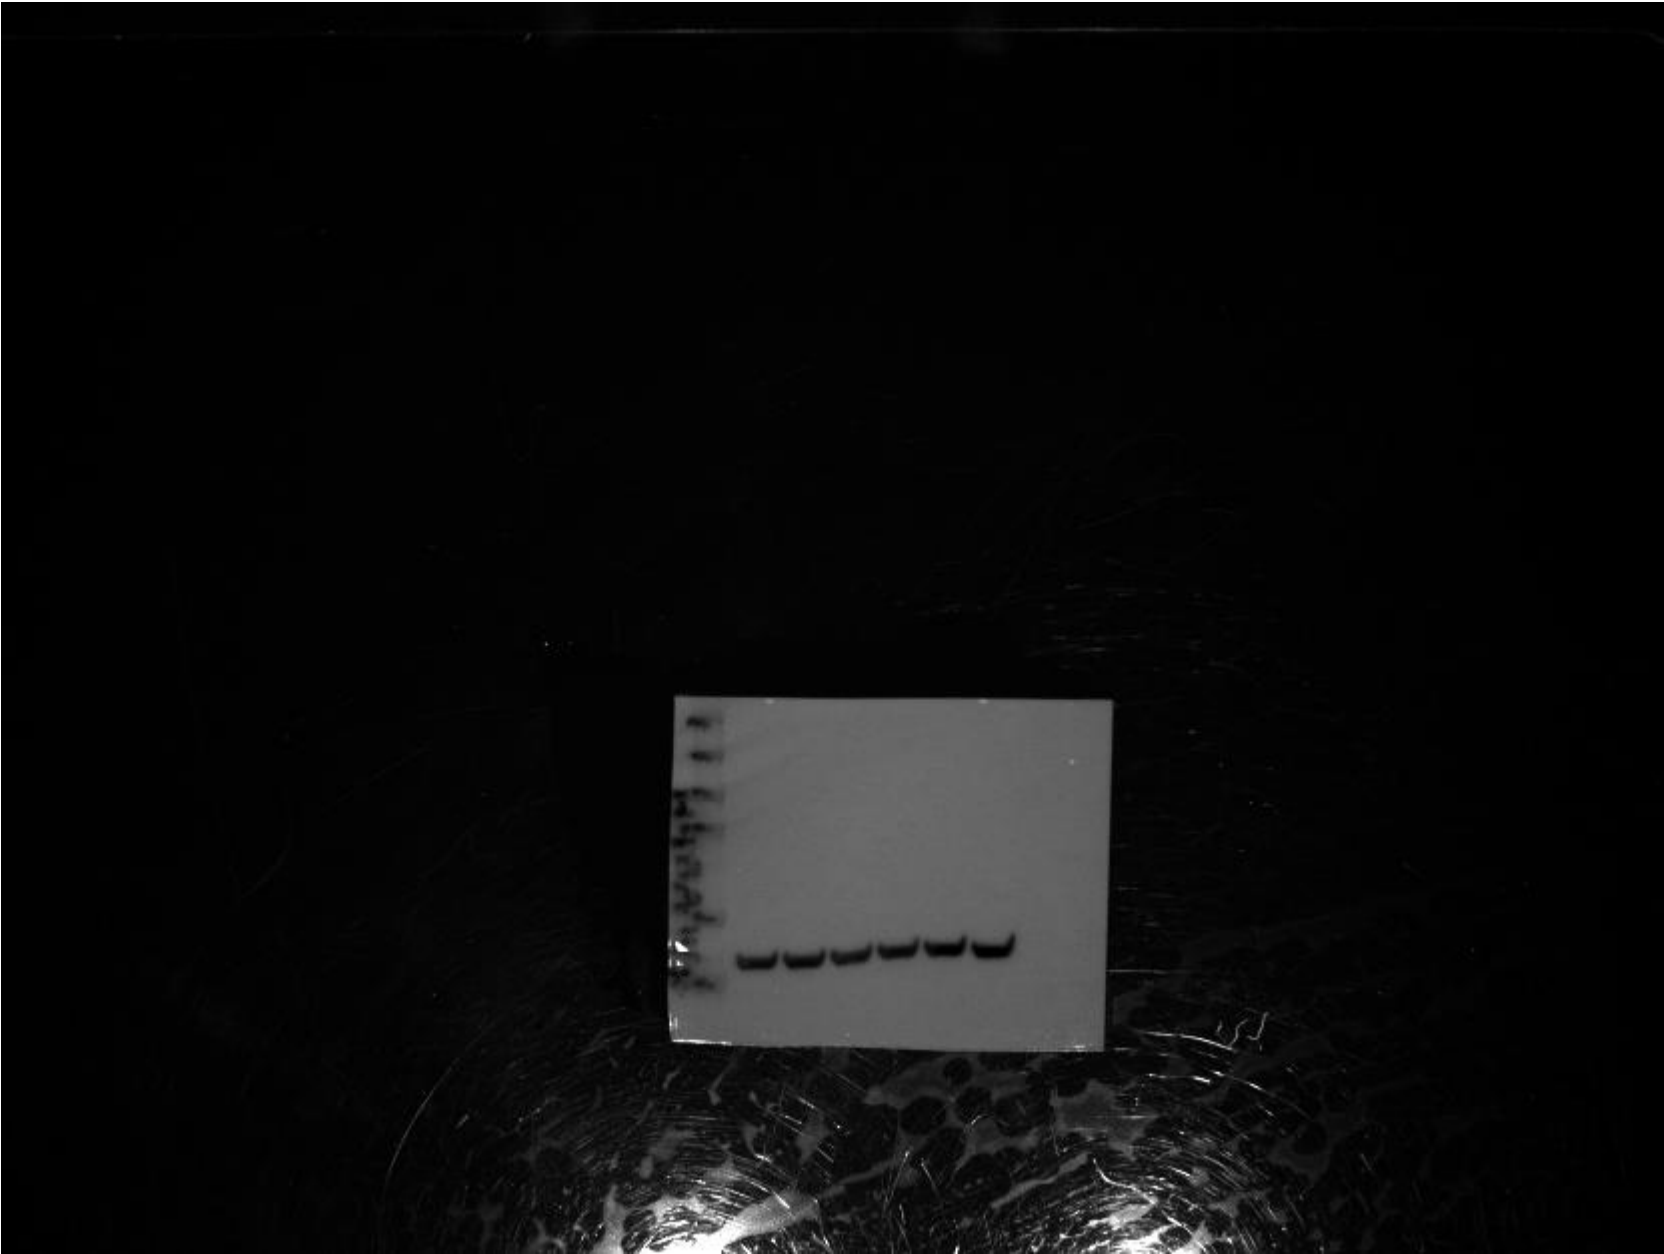

Figure 4B – MJ and H9 – XPO1

MJ → H9

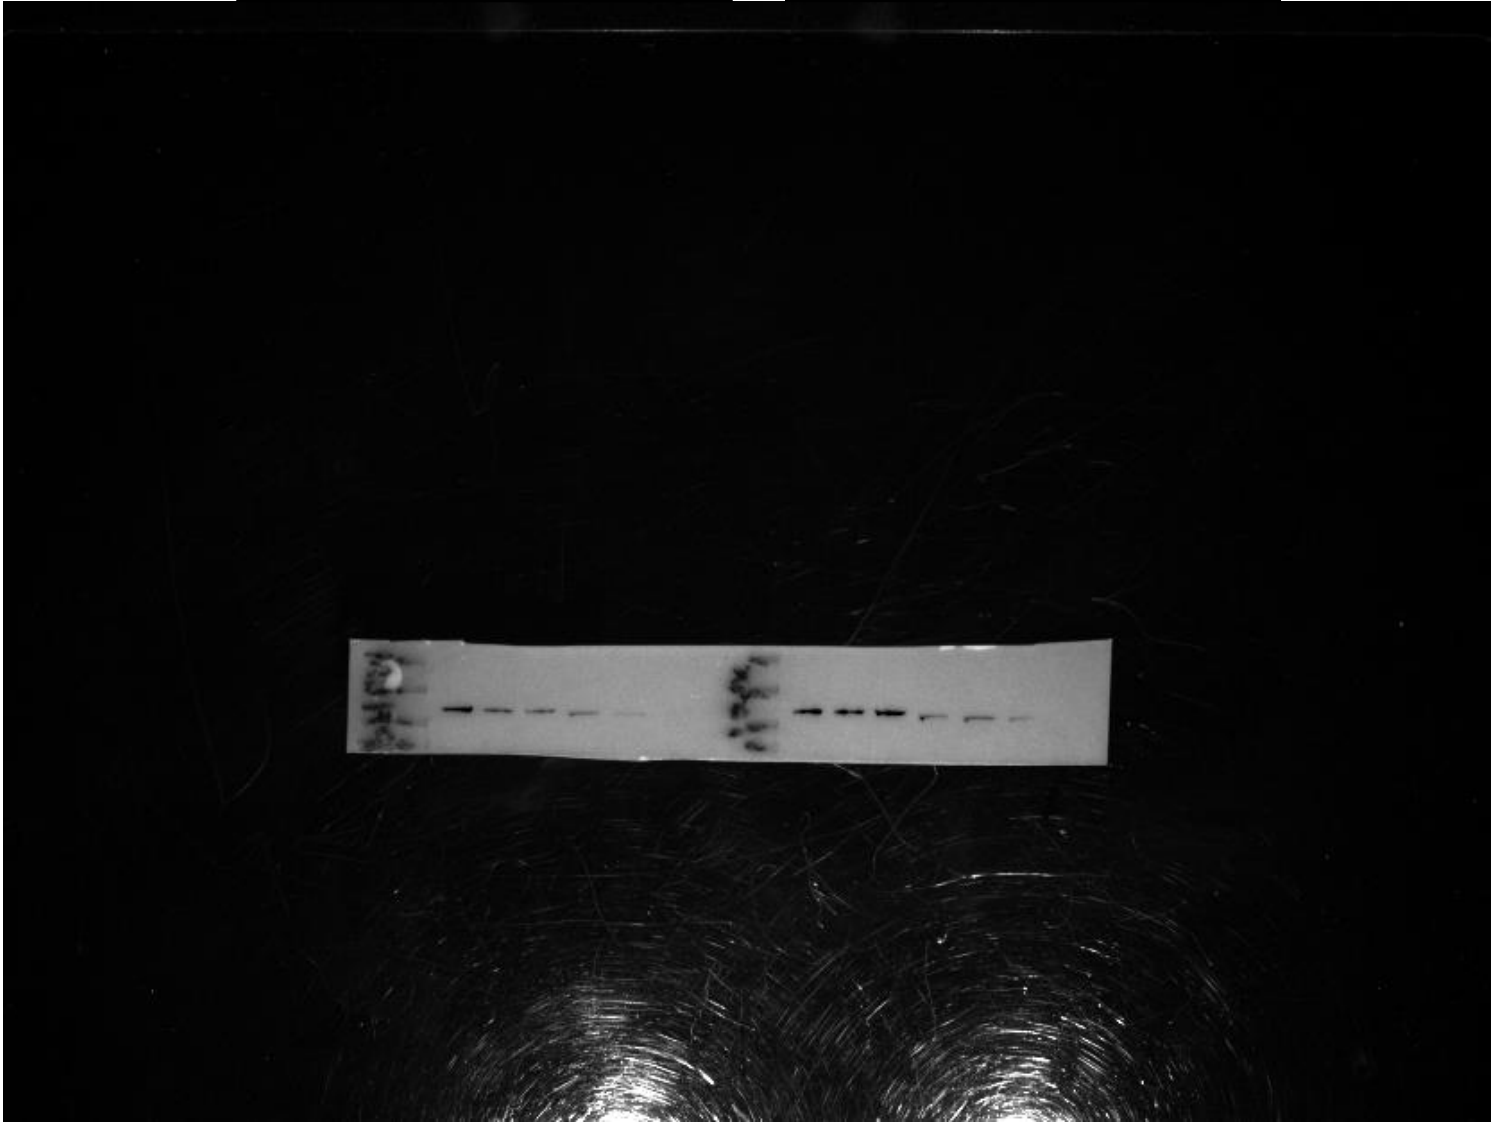

Figure 4B – MJ and H9 – p53

MJ → H9

|           |
|-----------|
| Ctrl CE   |
| 100 nM CE |
| 250 nM CE |
| Ctrl NE   |
| 100 nM NE |
| 250 nM NE |

|           |
|-----------|
| Ctrl CE   |
| 100 nM CE |
| 250 nM CE |
| Ctrl NE   |
| 100 nM NE |
| 250 nM NE |

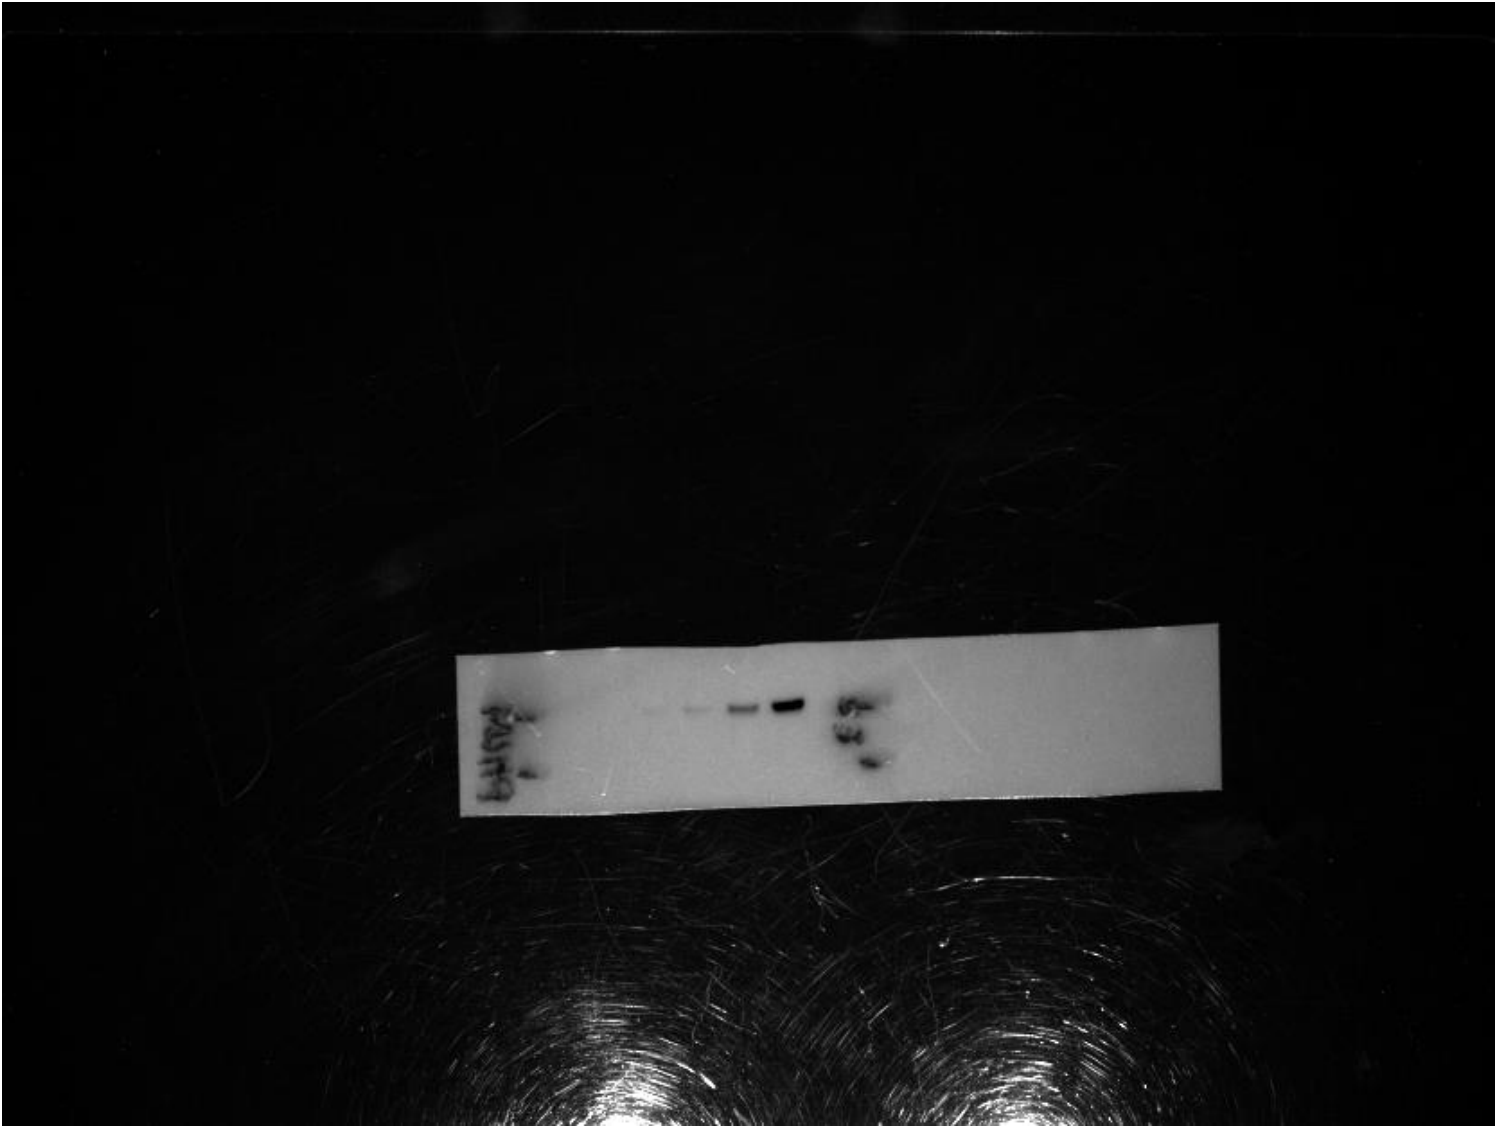

Figure 4B – MJ and H9 – p21

MJ → H9

|         |           |           |         |           |           |
|---------|-----------|-----------|---------|-----------|-----------|
| Ctrl CE | 100 nM CE | 250 nM CE | Ctrl NE | 100 nM NE | 250 nM NE |
| Ctrl CE | 100 nM CE | 250 nM CE | Ctrl NE | 100 nM NE | 250 nM NE |

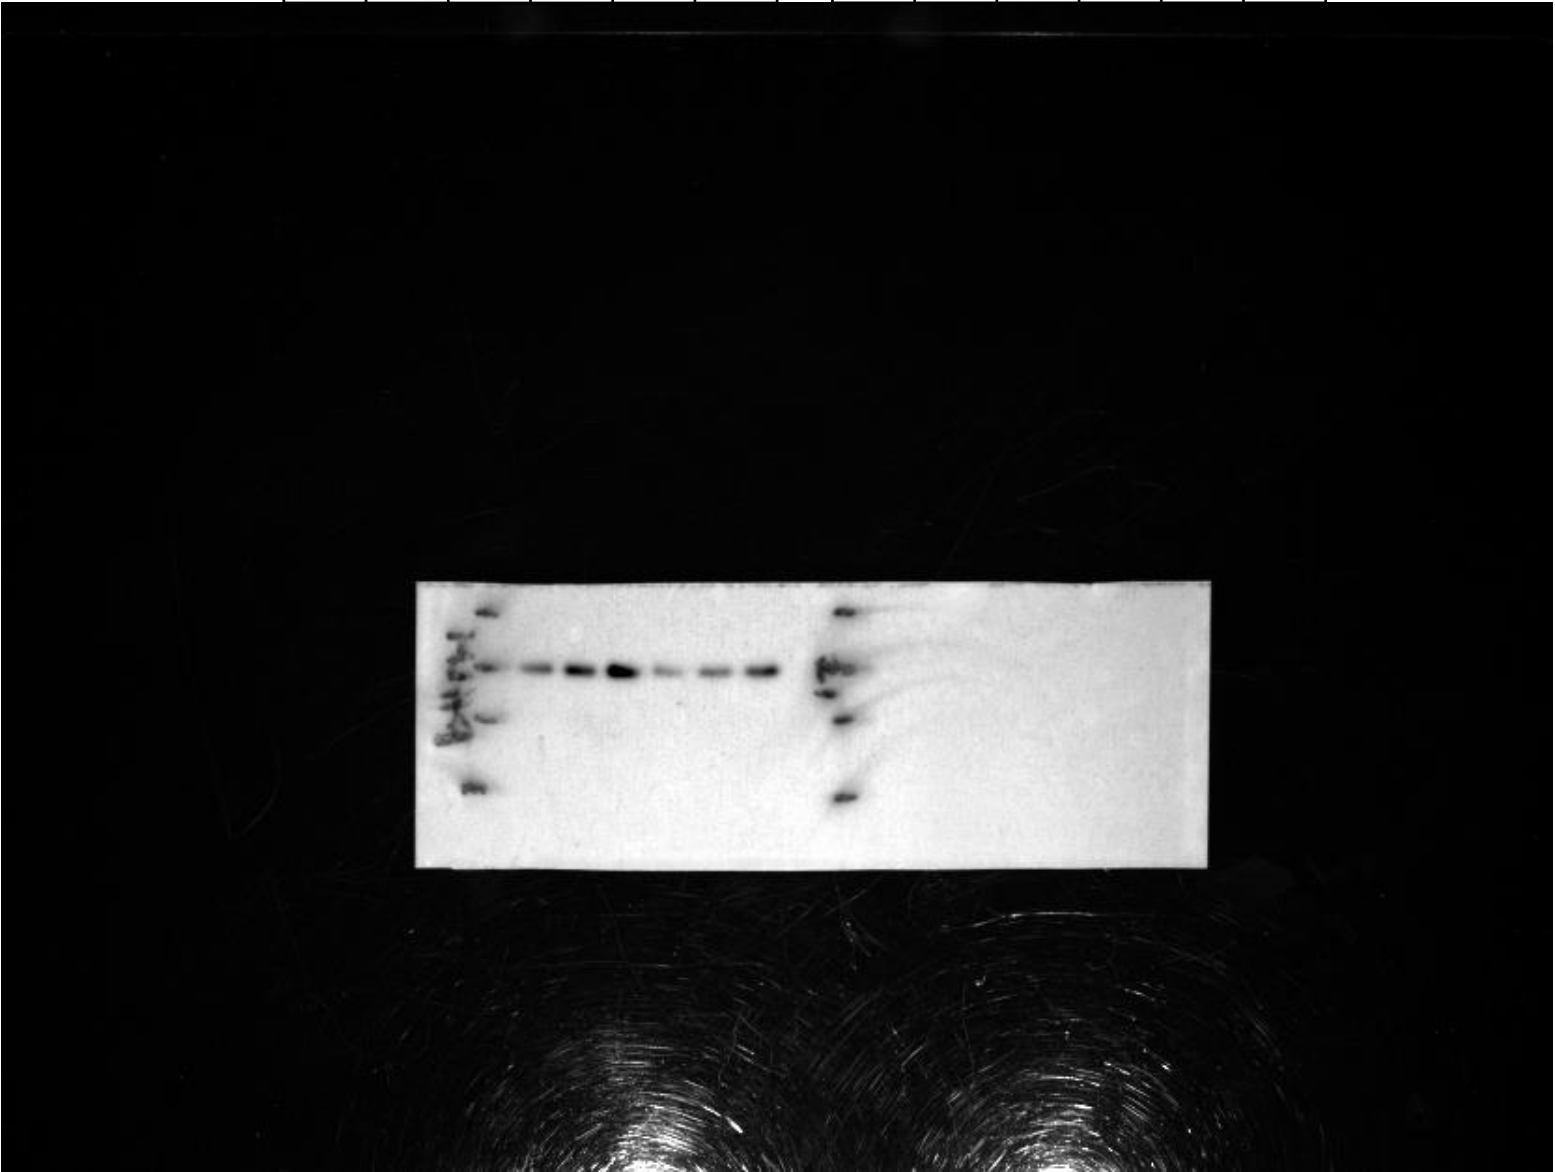

Figure 4B – MJ and H9 – p27

MJ → H9

|           |
|-----------|
| Ctrl CE   |
| 100 nM CE |
| 250 nM CE |
| Ctrl NE   |
| 100 nM NE |
| 250 nM NE |

|           |
|-----------|
| Ctrl CE   |
| 100 nM CE |
| 250 nM CE |
| Ctrl NE   |
| 100 nM NE |
| 250 nM NE |

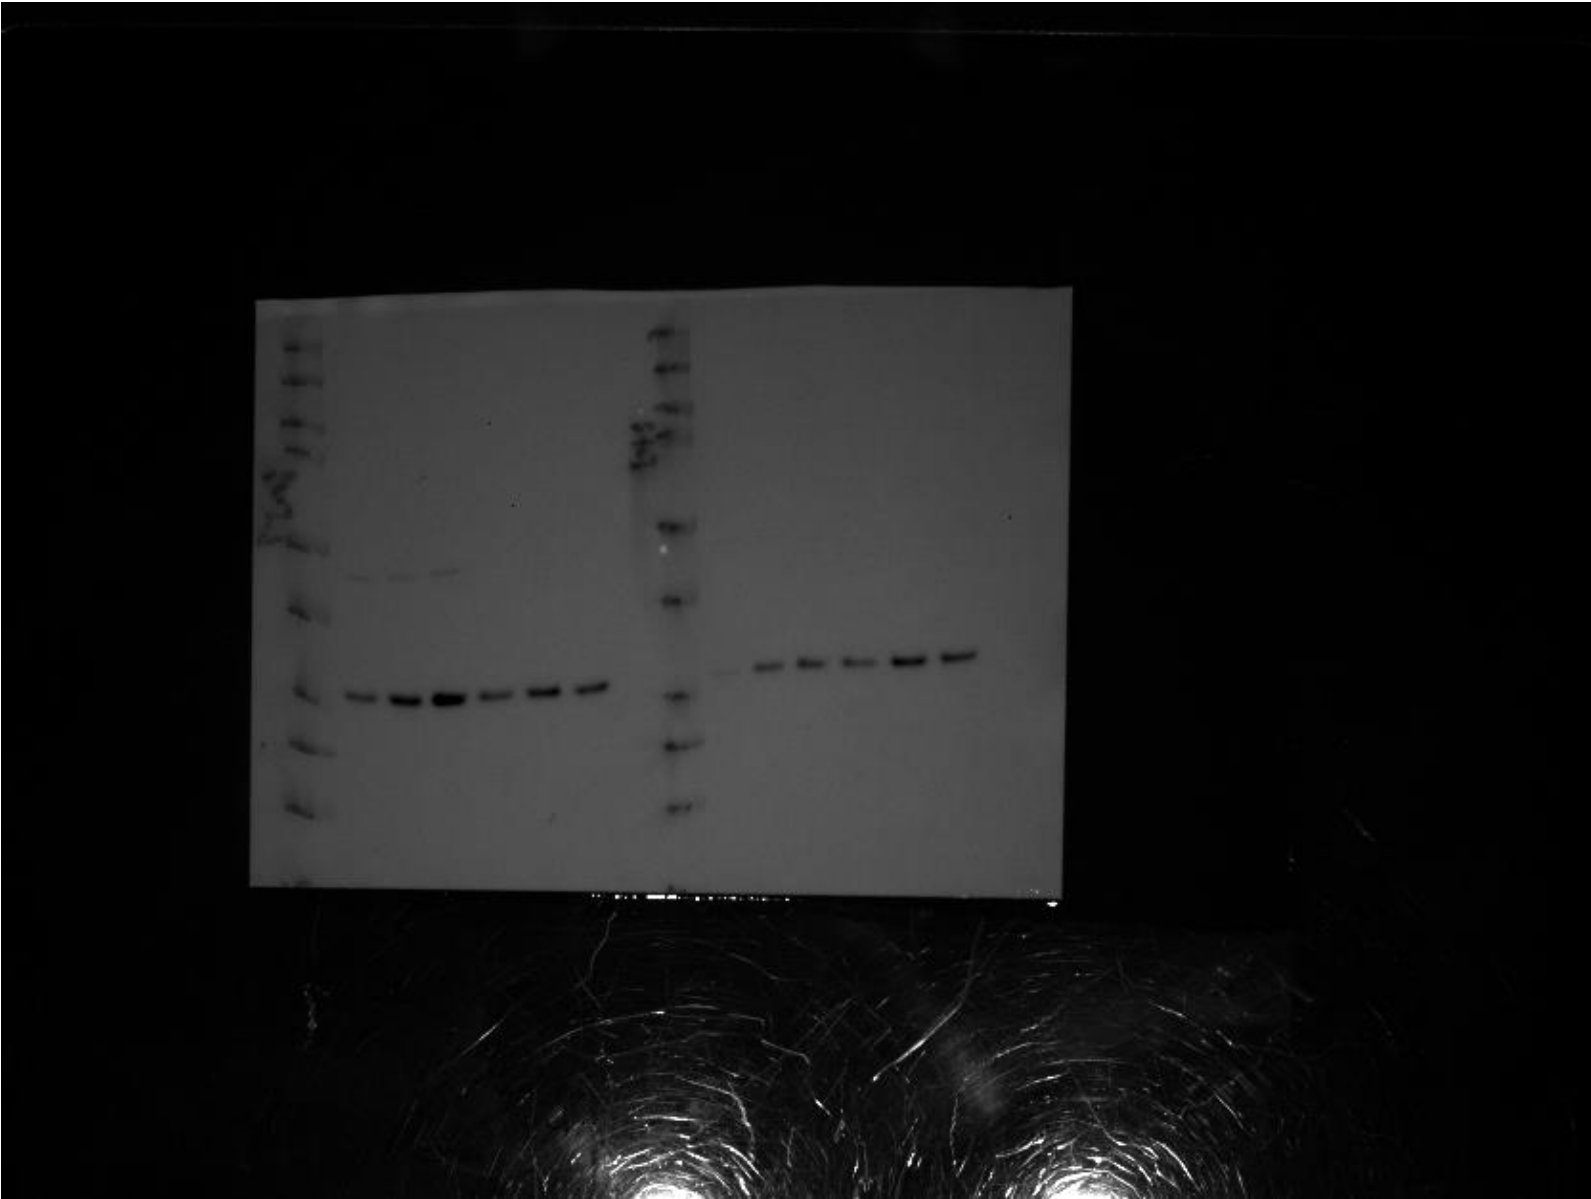

Figure 3 – MJ and H9 – GAPDH

MJ → H9

|         |           |           |         |           |           |         |           |           |         |           |           |
|---------|-----------|-----------|---------|-----------|-----------|---------|-----------|-----------|---------|-----------|-----------|
| Ctrl CE | 100 nM CE | 250 nM CE | Ctrl NE | 100 nM NE | 250 nM NE | Ctrl CE | 100 nM CE | 250 nM CE | Ctrl NE | 100 nM NE | 250 nM NE |
|---------|-----------|-----------|---------|-----------|-----------|---------|-----------|-----------|---------|-----------|-----------|

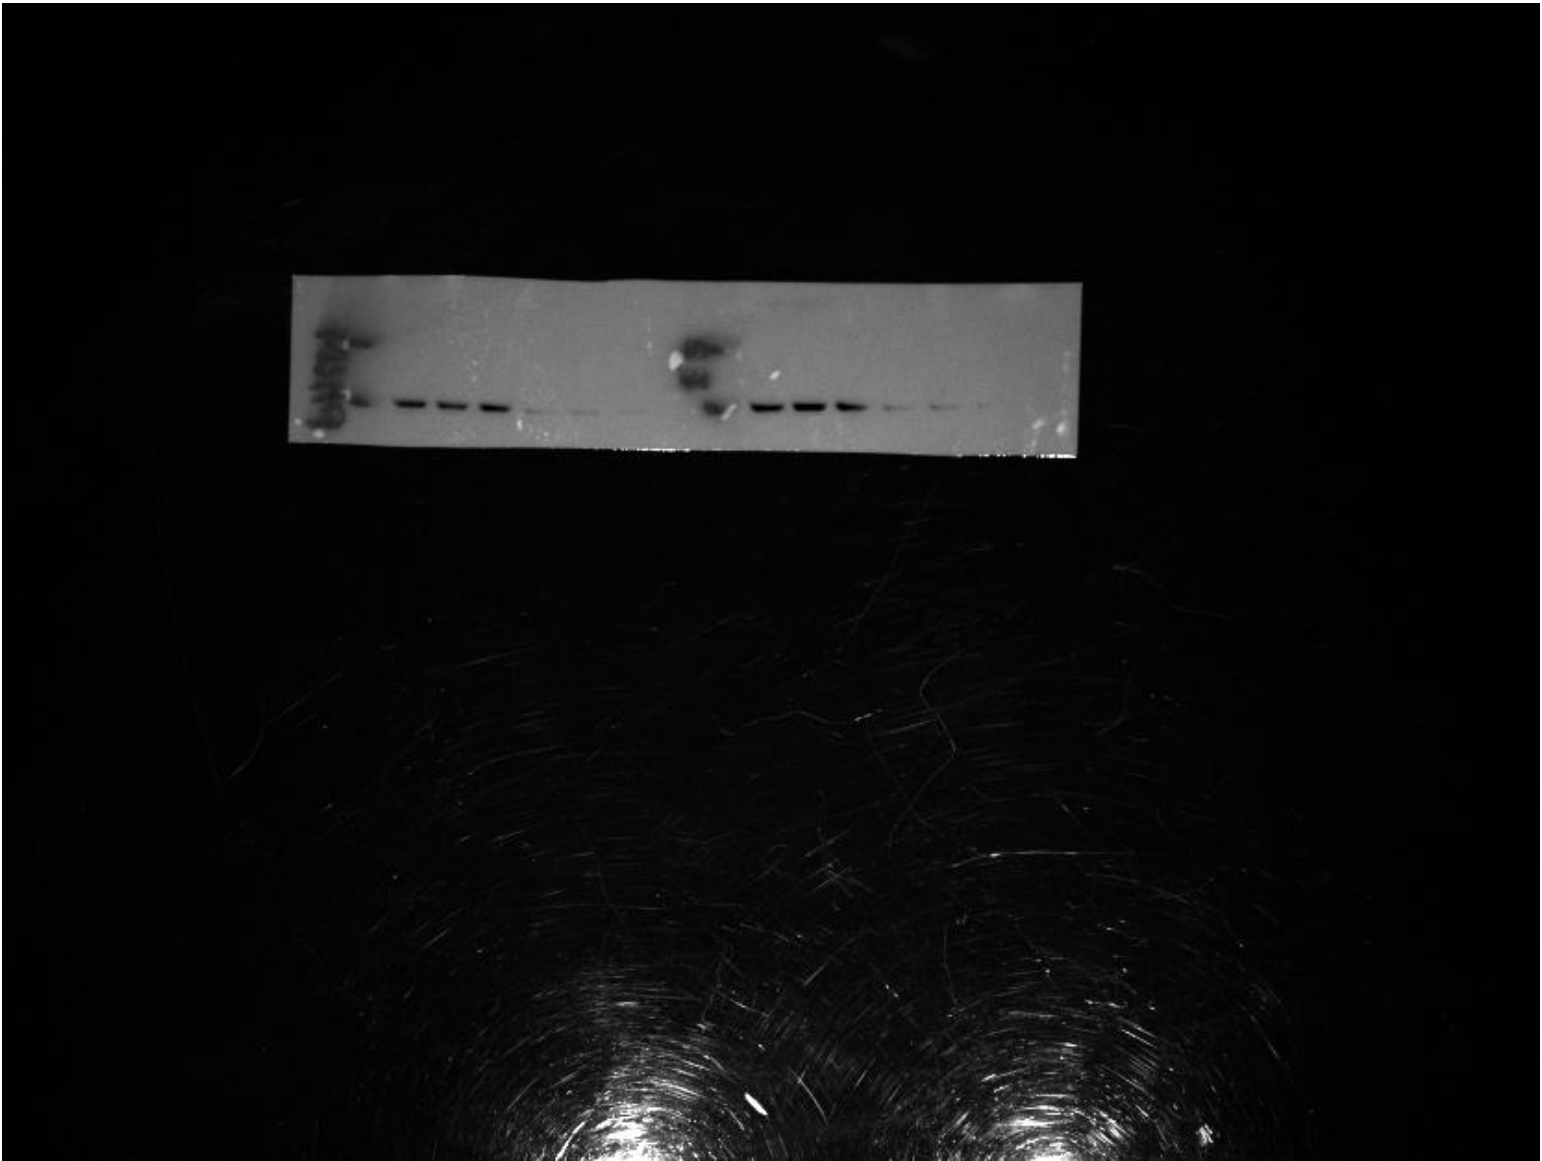

Figure 4B – MJ and H9 – Lamin A/C

MJ → H9

|           |
|-----------|
| Ctrl CE   |
| 100 nM CE |
| 250 nM CE |
| Ctrl NE   |
| 100 nM NE |
| 250 nM NE |

|           |
|-----------|
| Ctrl CE   |
| 100 nM CE |
| 250 nM CE |
| Ctrl NE   |
| 100 nM NE |
| 250 nM NE |

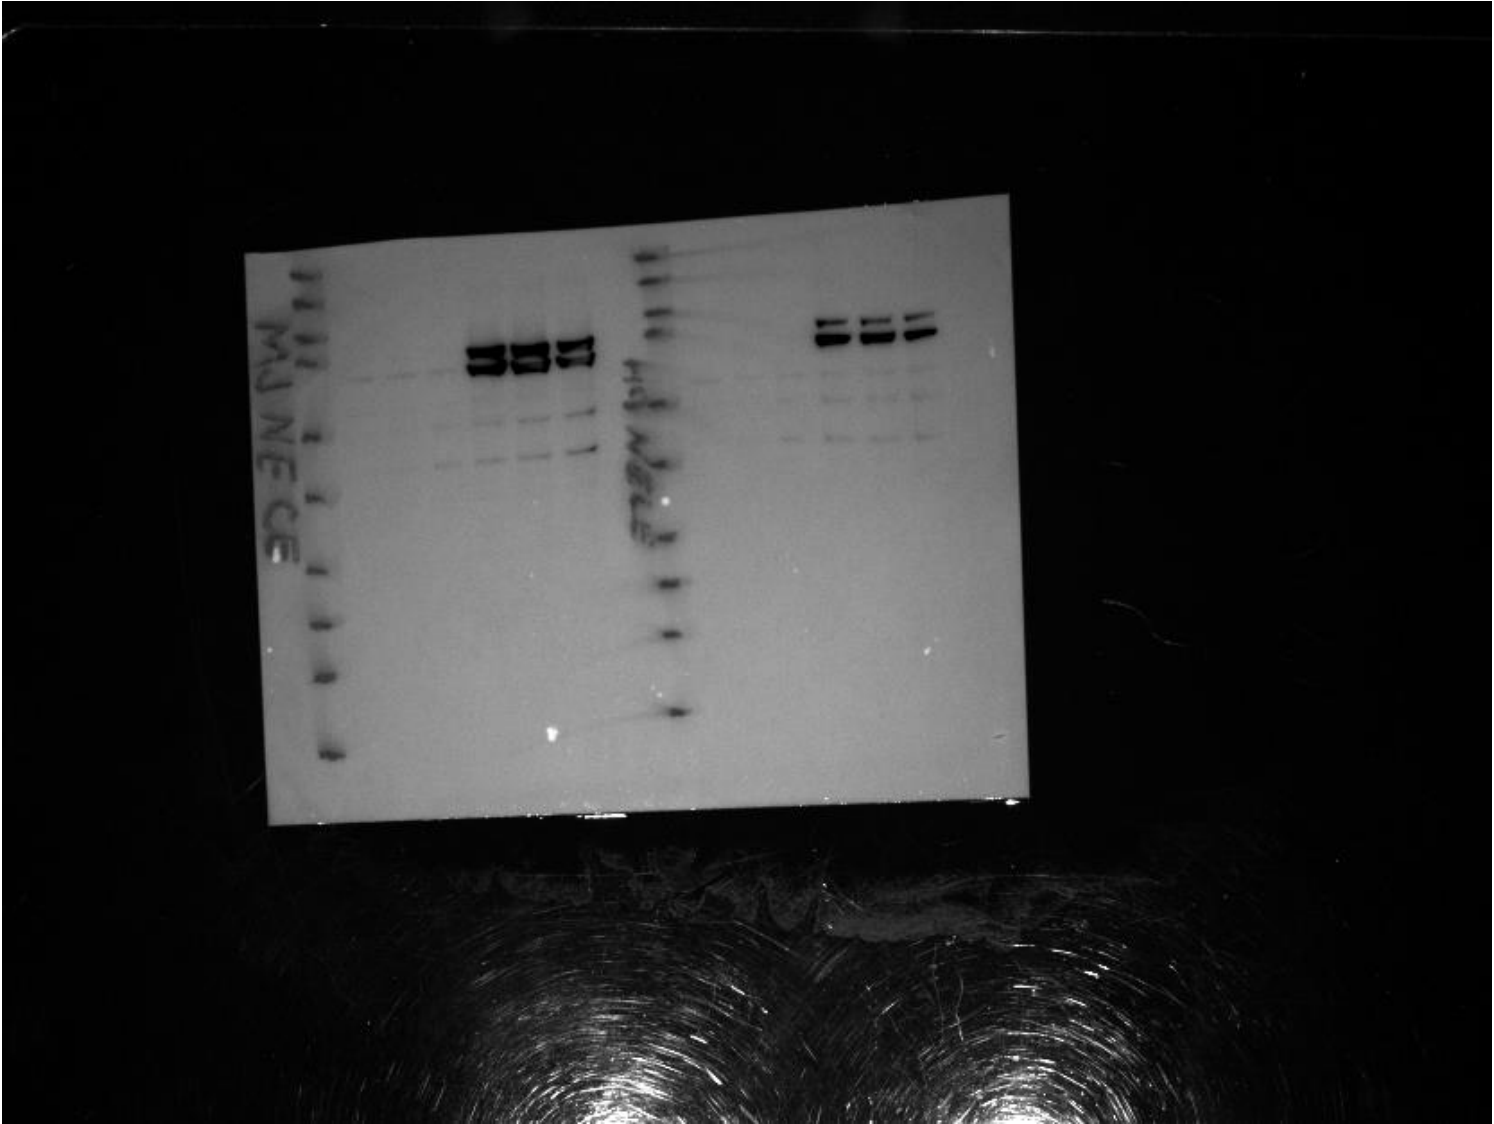

Figure 4B – MyLa– XPO1

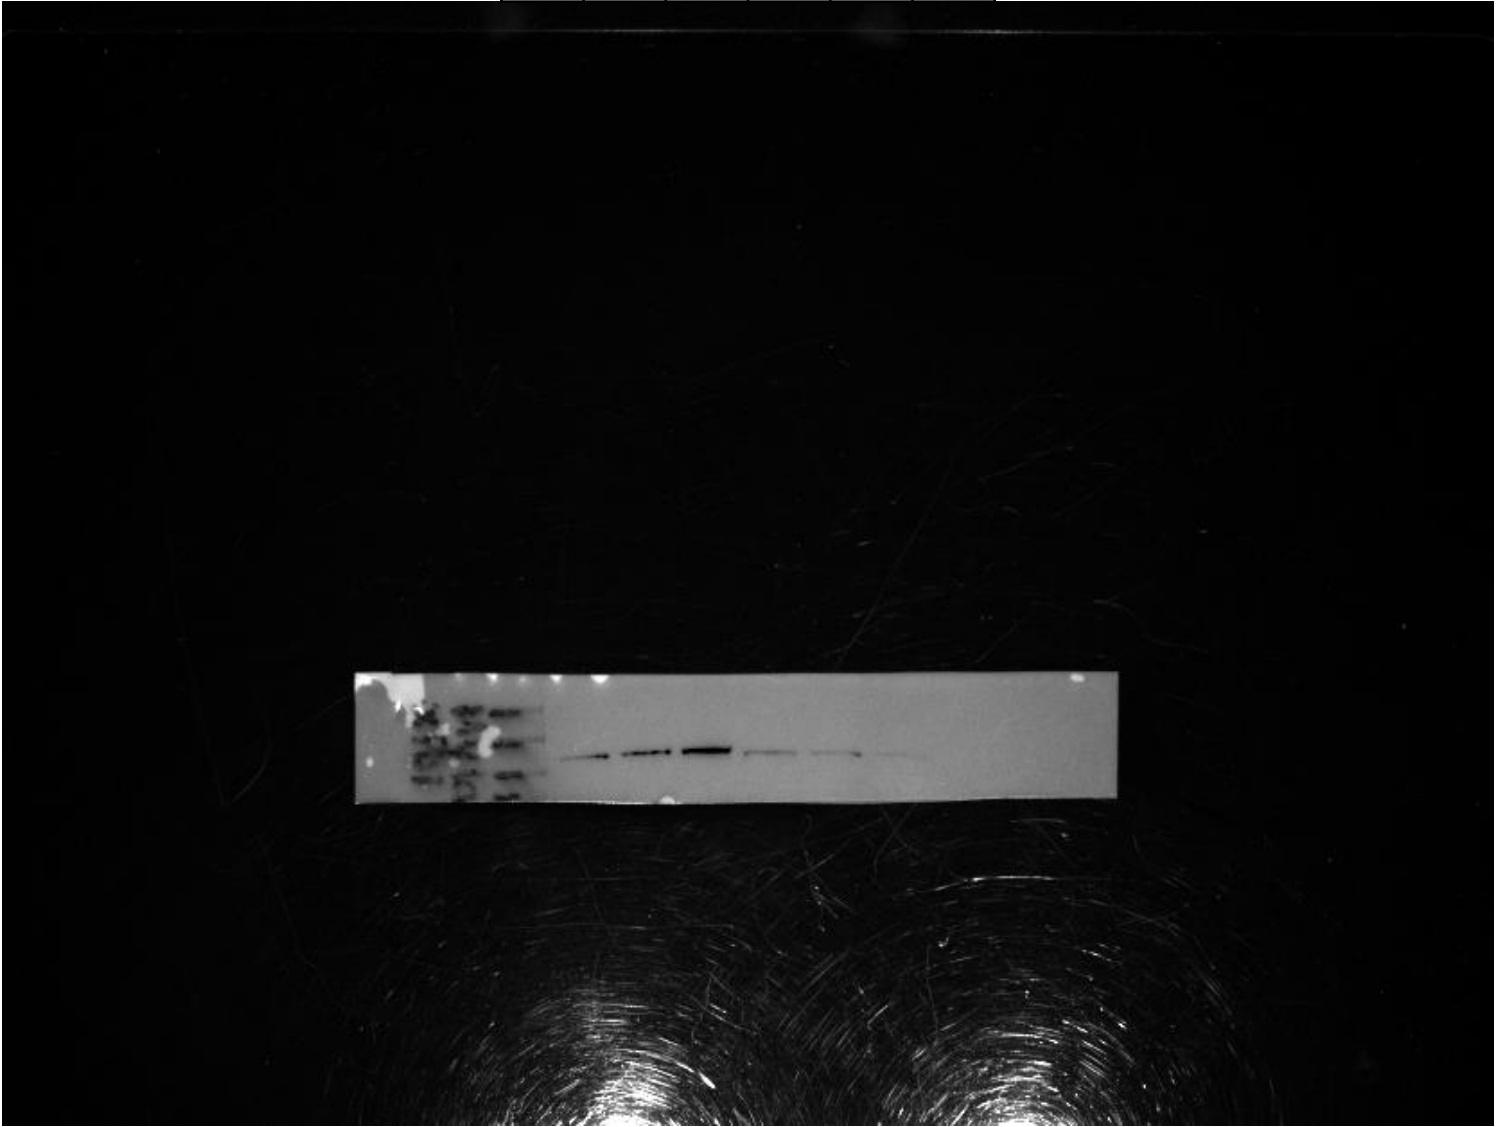

|           |
|-----------|
| Ctrl CE   |
| 100 nM CE |
| 250 nM CE |
| Ctrl NE   |
| 100 nM NE |
| 250 nM NE |

Figure 4B – MyLa– p53

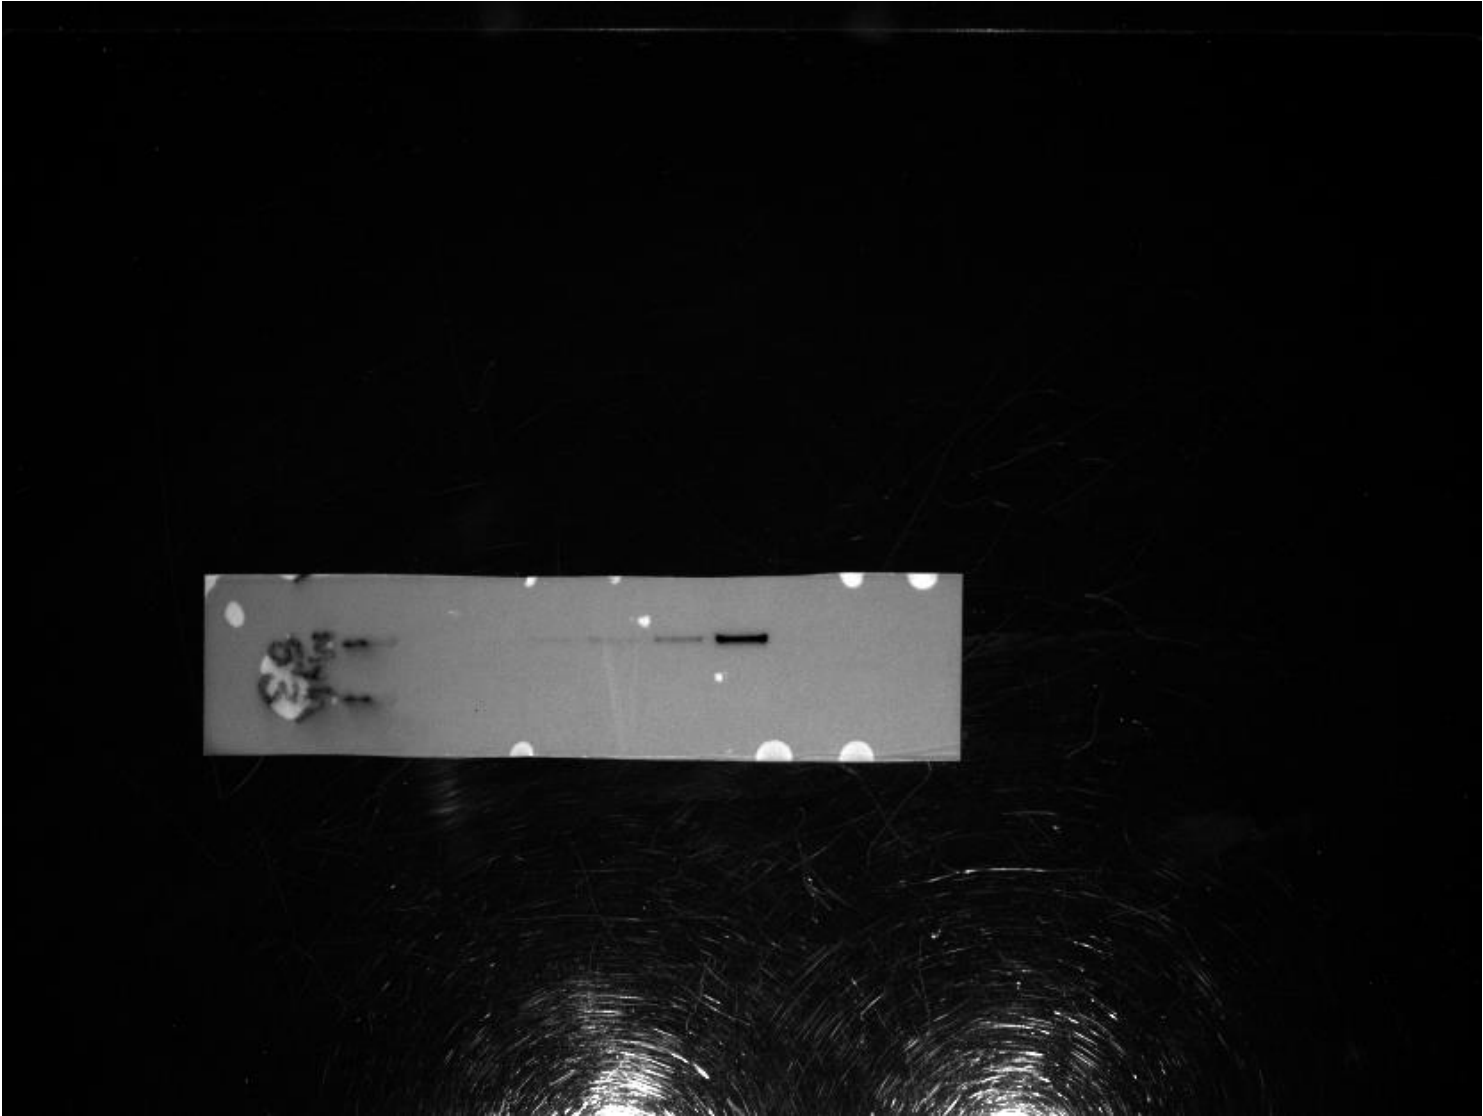

|           |
|-----------|
| Ctrl CE   |
| 100 nM CE |
| 250 nM CE |
| Ctrl NE   |
| 100 nM NE |
| 250 nM NE |

Figure 4B – MyLa– p21

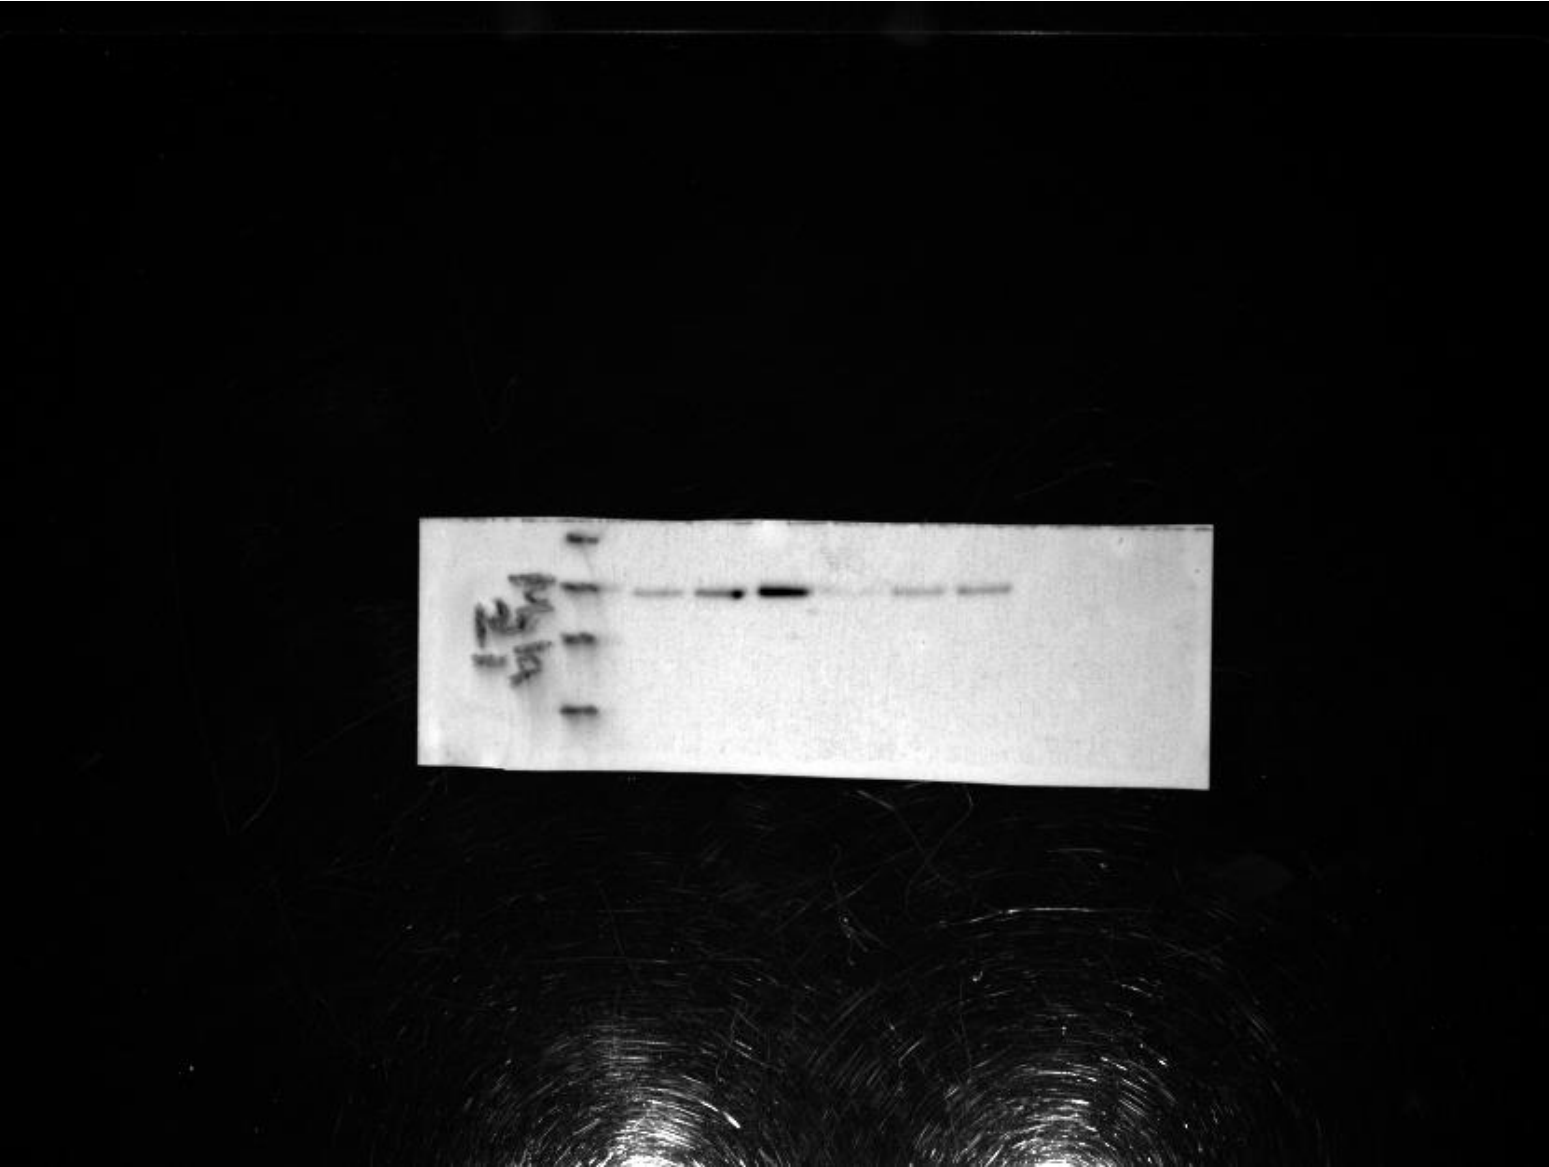

|           |
|-----------|
| Ctrl CE   |
| 100 nM CE |
| 250 nM CE |
| Ctrl NE   |
| 100 nM NE |
| 250 nM NE |

Figure 4B – MyLa– p27

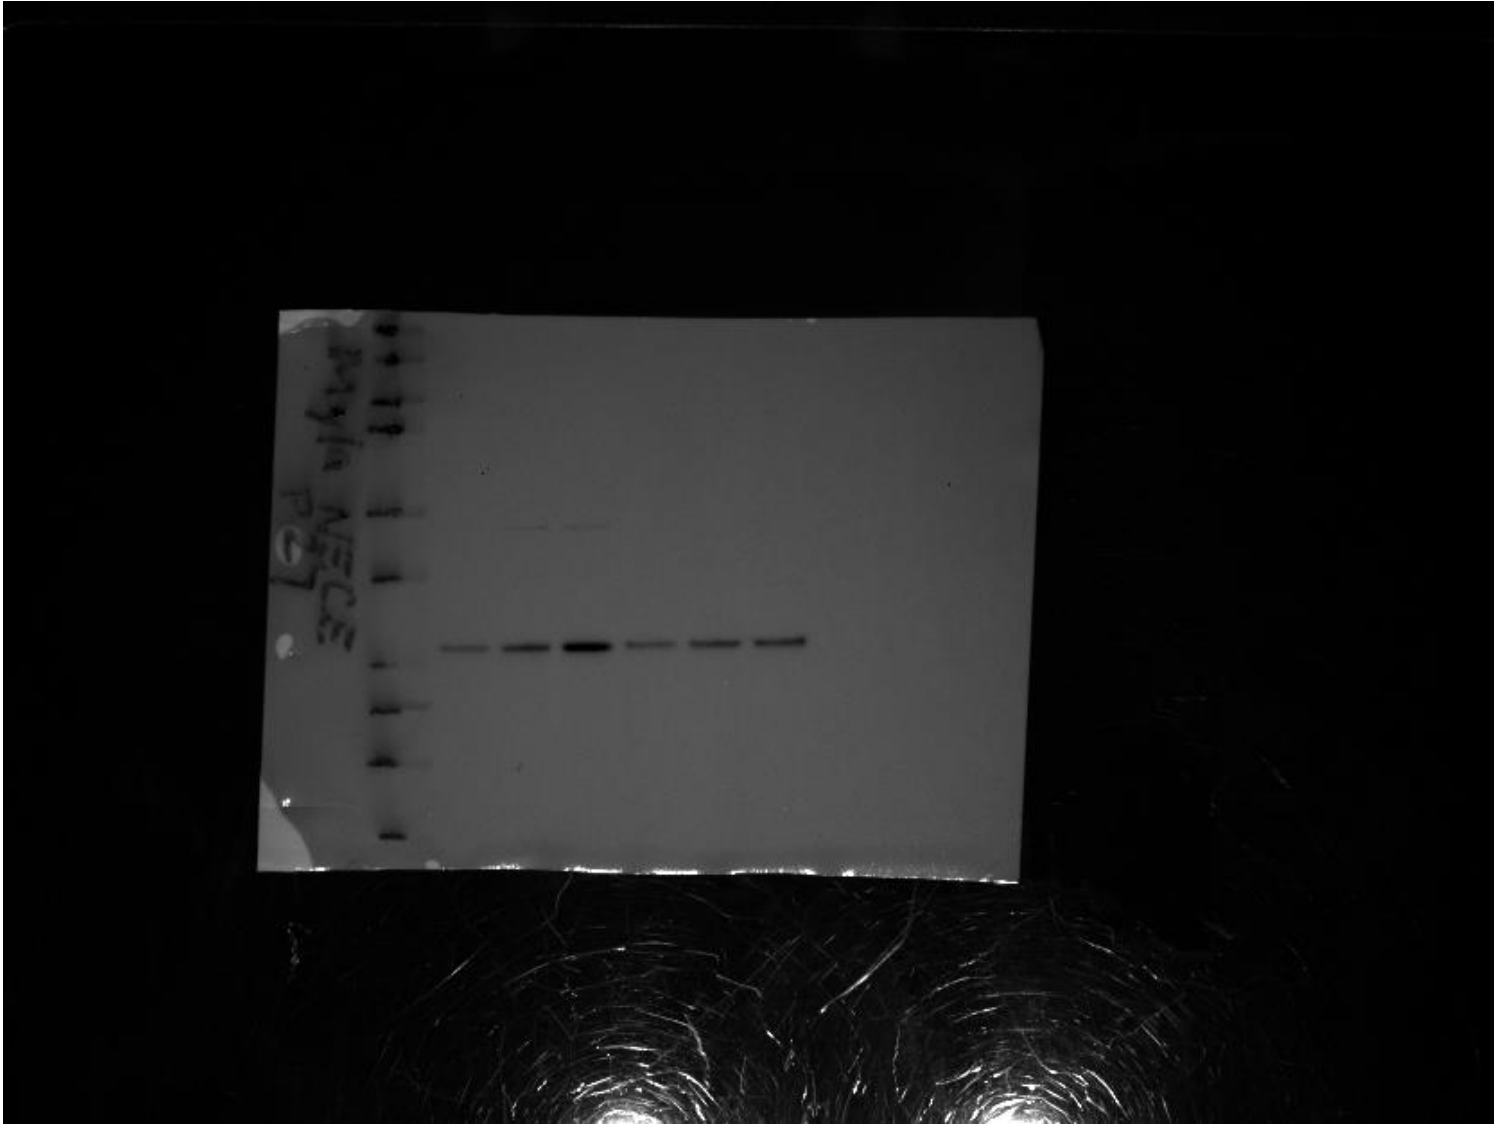

|           |
|-----------|
| Ctrl CE   |
| 100 nM CE |
| 250 nM CE |
| Ctrl NE   |
| 100 nM NE |
| 250 nM NE |

Figure 4B – MyLa– GAPDH

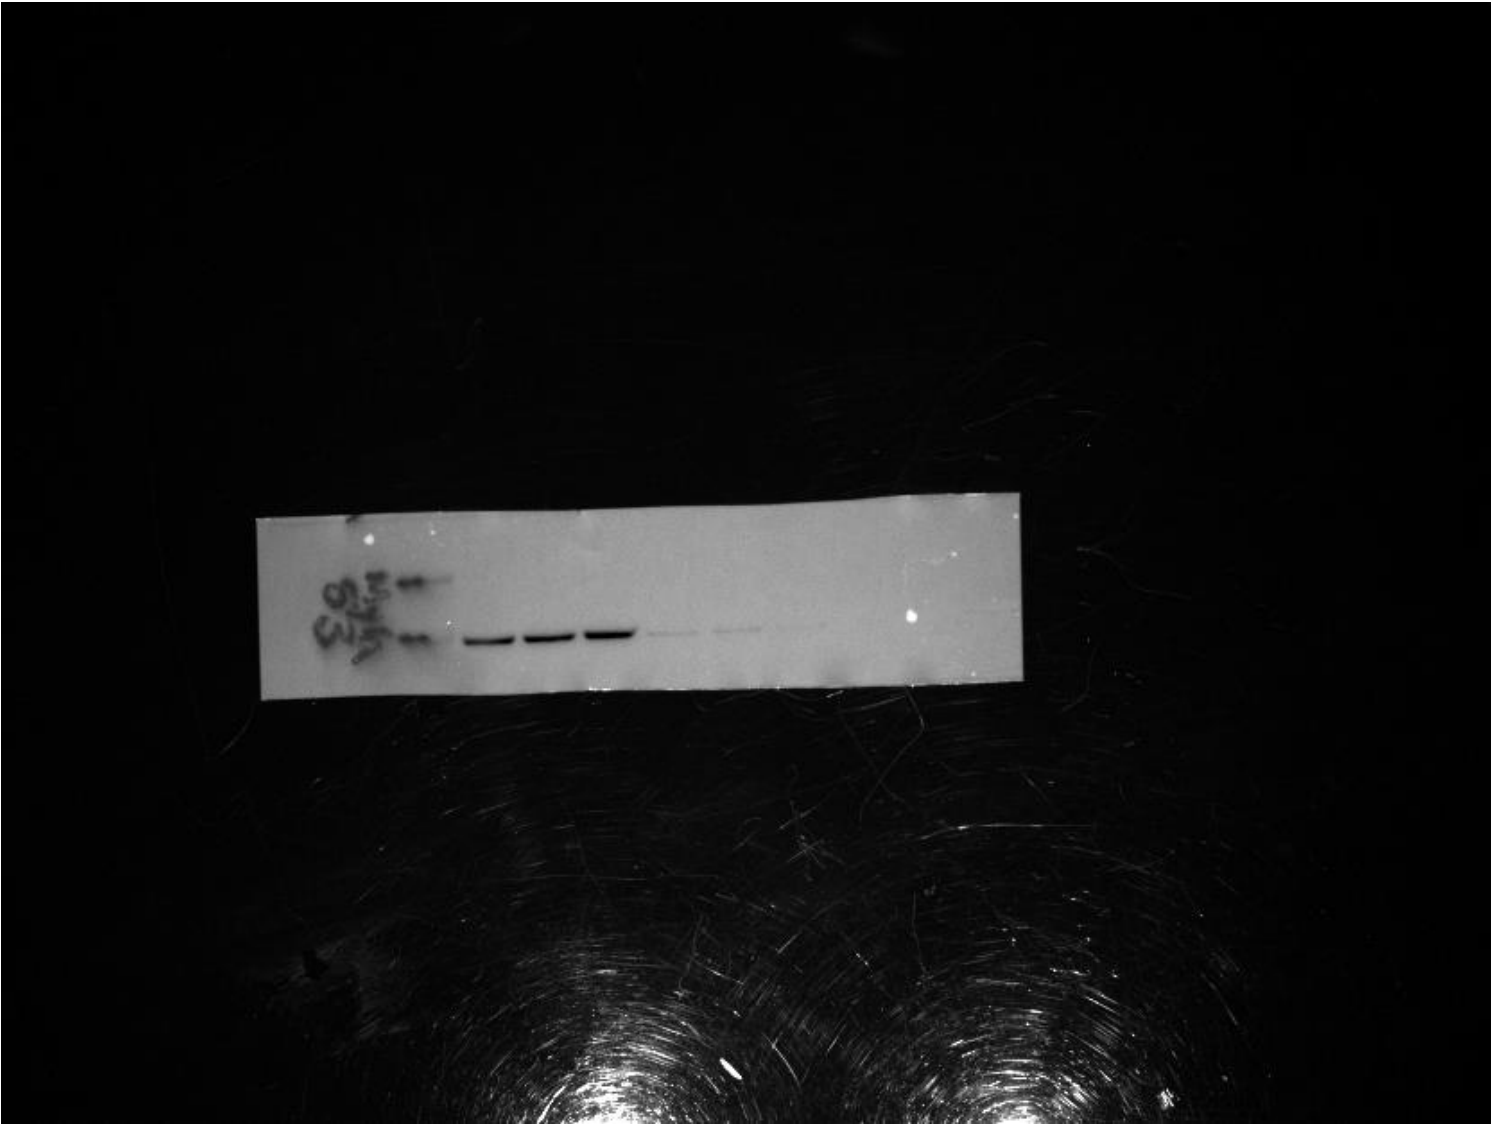

|           |
|-----------|
| Ctrl CE   |
| 100 nM CE |
| 250 nM CE |
| Ctrl NE   |
| 100 nM NE |
| 250 nM NE |

Figure 4B – MyLa– Lamin A/C

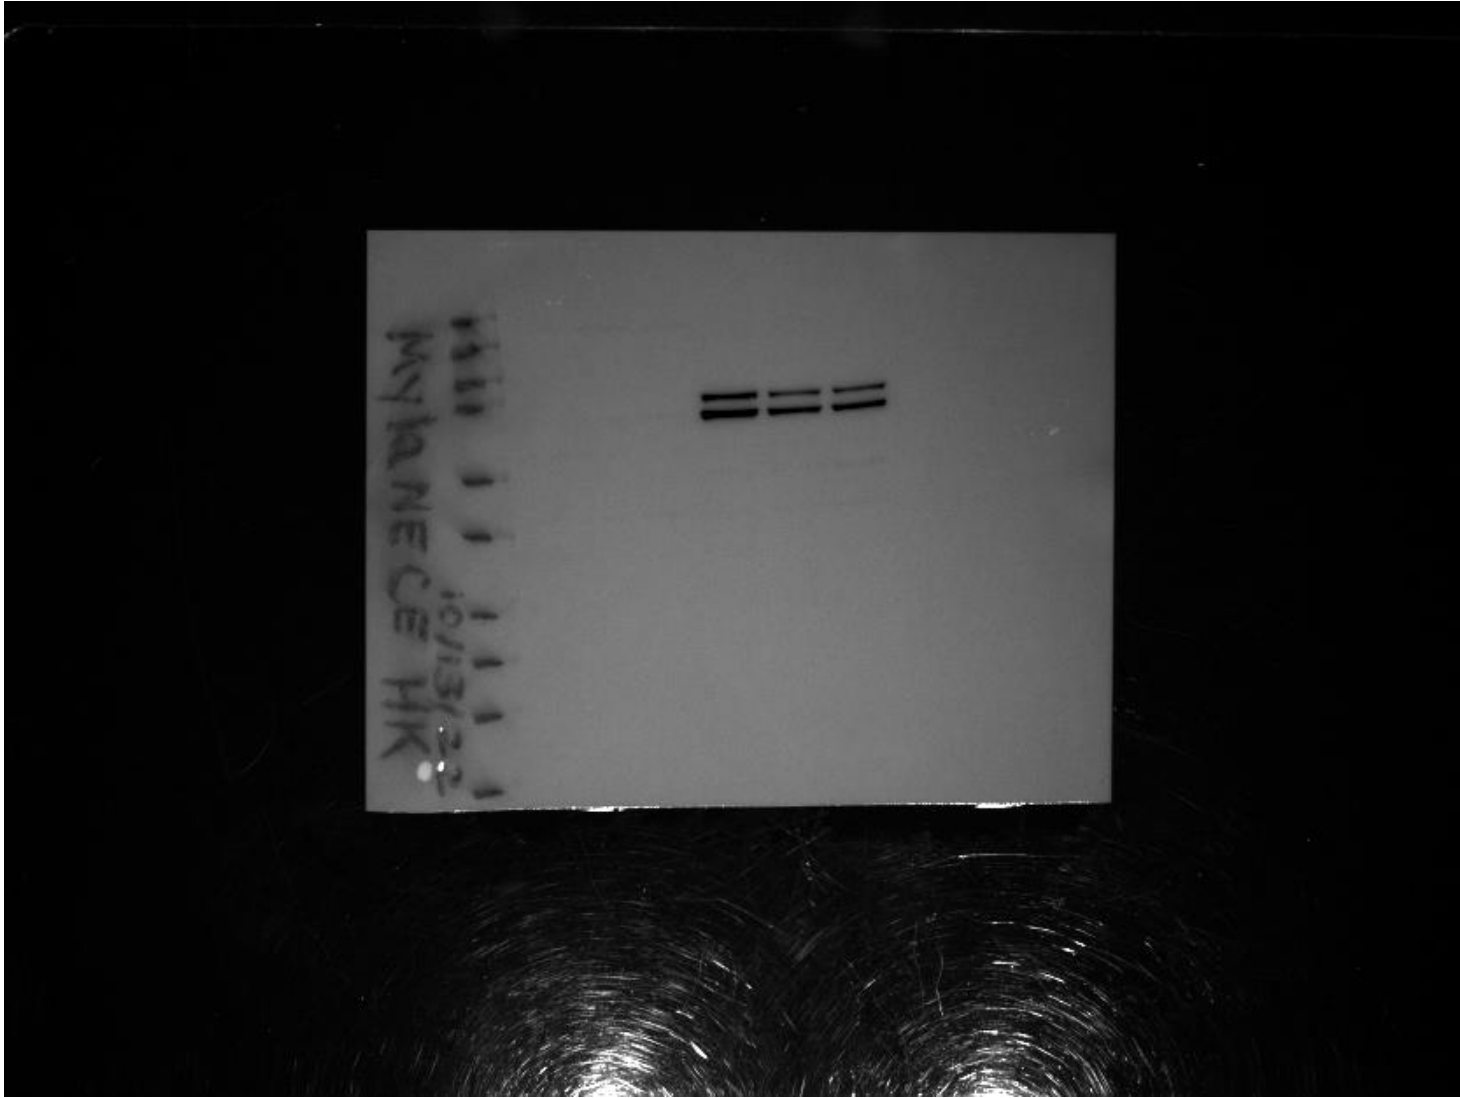

|           |
|-----------|
| Ctrl CE   |
| 100 nM CE |
| 250 nM CE |
| Ctrl NE   |
| 100 nM NE |
| 250 nM NE |

How the deposited data were processed for this re-analysis (not part of the article)

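Poly(A) RNA from MJ, MyLa and H9 cells treated for 48 h with DMSO or with KPT-330 (250 nM in the sample labels) was sequenced, 1 library per line and treatment. The authors deposited raw counts per gene for each of the 6 libraries, as whole numbers without normalization. The tables list Ensembl gene IDs without version and exon positions on GRCh38. The counting tool, the aligner, the use of strand and the treatment of reads that map to several places are not stated in the paper's text or in the tables. Genes with overlapping exons are therefore named as such. Total counts ranged from 28712202 to 49492026 per library. Counting error was small beside the differences between lines for genes with many counts, and exact binomial intervals at a level of 95% were computed for changes within a line and cover counting error only. No row lacked a gene name.

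Gene symbols came from a table of gene IDs that matched 56410 of the 57500 IDs, and other genes are given by their ID. Gene types came from GENCODE release 29, which holds 56898 of the IDs. Positions are those of the deposited tables.

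The main comparison was the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 (glmQLFit at its default settings in that version), with TMM normalization and the filter filterByExpr on treatment, whose minimum count is 10. The cell line was a block: the 2 libraries of a line come from the same cell line, so the pairing is given by the design. The Spearman correlation of log2 CPM between the libraries of a line was 0.972 for MJ, 0.986 for MyLa and 0.983 for H9, and at most 0.849 between lines. P-values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p-value under 0.05 and a log2 fold change beyond 1 were called. Changes within a line are log2 ratios of TMM-normalized CPM, computed from the deposited counts with a prior count of 2, and they have no p-value.

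There were 13 gene lists. The S-phase and G2/M genes were copied from Seurat 5.3.0. The lists of spindle and kinetochore genes, cell cycle genes, p53 signaling pathway genes, direct p53 target genes, cellular senescence genes, oocyte meiosis genes, amino acid biosynthesis genes, nuclear transport genes, FOXO target genes, NF-kB target genes and ATF4 target genes were written by hand before the data were examined. No GO or KEGG release was used. Called genes in a list were counted and tested by a one-sided Fisher's exact test against tested genes with a symbol. The shift of a list was tested by camera of limma 3.58.1 with a preset inter-gene correlation of 0.01. Medians per line were placed among 10000 random lists matched on mean log2 CPM in 20 bins.

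Genes to be named were fixed before the data were examined: 11 genes that the paper names; in each direction, the 5 called genes with the smallest adjusted p-value and the 5 with the largest change among those changed in the same direction in all 3 lines; up to 3 called members of each list; and the IDs that label the rows of Fig. 2B. Because edgeR called 0 genes, the rules on called genes were applied to the calls of DESeq2 1.42.0 with cell line in the model, a choice made after the edgeR result was seen. The IDs of Fig. 2B were read by eye, and no test was run on them.

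The test was tried on simulated data for this comparison, with counts drawn for the 16287 genes from the lines' means, the library sizes and the fitted dispersions, and 200 genes changed by a log2 fold change of 2. The edgeR test with cell line called 179 of these, 89.5%, with 6 false calls, and DESeq2 with cell line called 180, 90.0%, with 11 false calls. The edgeR test without cell line called 0 of them. In a simulation with 0 genes changed, DESeq2 with cell line made 5 false calls, the likelihood ratio test 8 and the edgeR test with cell line 0. The real changes differed between lines, with Spearman correlations from 0.154 to 0.316 across genes. The shares recovered here therefore do not give the power of the tests in the real data.

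Alternatives covered the model with and without the cell line, DESeq2, the likelihood ratio test, median-of-ratios size factors, library totals, 2 other filters on low counts, thinning to the smallest library, leaving out each cell line, the fold limit, the test and the correlation used for gene lists, and the prior count. Fold changes of other experiments in the paper were not analysed here. Of the 11 genes that the paper names, 2 are not reported here.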

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

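The tests on the labels, counting error, scaling, gene length, depth and overlapping genes in this part were chosen after the results were seen, and the tests on the amino acid response and on XPO1 transcription were set before the data were examined.

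CDKN1A rose with KPT-330 in MJ and MyLa and fell in H9. Its log2 change was 0.42 in MJ (24230 to 25019 counts, exact binomial interval 0.395 to 0.446) and 0.92 in MyLa (3757 to 6322 counts), but -1.33 in H9 (854 to 366 counts, interval -1.52 to -1.16). The difference between lines was not tested, since there is 1 library per line and treatment. Over the 3 lines the log2 fold change was 0.05 (adjusted p = 0.972 by edgeR's quasi-likelihood test). Swapped labels of the H9 libraries would turn the changes of all genes in H9 against those of the other lines, but they correlated positively with both, with a lowest Spearman correlation of 0.259 across genes, and XPO1 rose in H9 as in the other lines. Counting error is argued against by the upper bound of -1.16 (-1.156 unrounded), and scaling, which moves all genes of a library alike, by percentile 0.738 of the change in H9 among 813 tested genes of the same expression level. What sets H9 apart was not tested further. In Fig. 3D the paper's qPCR also shows a lower CDKN1A bar with KPT-330 in H9.

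Target genes of ATF4, the transcription factor of the amino acid response, fell in all 3 lines, and the paper does not discuss them. The median log2 change of 43 genes was -1.15 in H9, -0.76 in MJ and -0.30 in MyLa (-0.295 unrounded), and 1, 6 and 9 of the genes rose. The prediction, set before the data were examined, was a median outside the range from percentile 5 to percentile 95 of matched random lists, in the same direction in each line; the highest percentile found was 0.01. The list shifted down by camera with the preset correlation (adjusted p = 2.67e-14), while fry gave an adjusted p-value of 0.213. Of the 43, 10 were called by DESeq2 with cell line against 0.672 expected (one-sided Fisher's exact test, adjusted p = 3.84e-09). Of the list, 2 genes, ASNS and CHAC1, label rows of Fig. 2B and 10 are also in the list of amino acid biosynthesis genes, a pathway shown in Fig. 2E. A wrong scaling factor is argued against, since the median lay below that of matched random lists in the same libraries in each line, by at least 0.222 (a difference of -0.222). Gene length is argued against by a percentile of 0 among random lists matched on exon length, and a difference in depth by a percentile of 0 after thinning to the smallest library, each the highest of the 3 lines. SLC7A11, a cystine transporter gene that DESeq2 called and whose exons overlap those of SLC7A11-AS1, had log2 changes of -2.27 in MJ, -0.64 in MyLa and -3.00 in H9. A lower amino acid response with KPT-330 is consistent with these values as a hypothesis. The growth of the cultures and the nutrients left in the medium after 48 h may differ between treatments and were not measured in these data, so they stay open.

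XPO1 mRNA rose in all 3 lines, a change the paper does not report for this experiment, while its western blots show a fall of XPO1 protein. XPO1 (ENSG00000082898; chromosome 2 of GRCh38, 61477849 to 61538626) went from 14246 to 17918 counts in MJ, from 16856 to 27361 in MyLa and from 10571 to 27974 in H9. The log2 changes were 0.70, 0.87 and 1.29 (lowest 0.705), and the log2 fold change was 0.96 (standard error 0.170, adjusted p = 0.175 by edgeR's quasi-likelihood test; 0.000243 by DESeq2 with cell line). Over the alternatives set beforehand the log2 fold change ranged from 0.77, without H9, to 1.09, with library totals. Scaling, which moves all genes of a library alike, is argued against by the rank of XPO1 among 814 tested genes of the same expression level, which was at least percentile 98.2 in each line (98.16). Reads of USP34-DT, whose exons overlap those of XPO1, are argued against by its counts, at most 1.05% of those of XPO1. The prediction set before the data were examined, a rise in each line, was met. Compensatory transcription of XPO1 when the protein is blocked and degraded is a candidate explanation, and a slower decay of the mRNA was not tested.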

How the results depend on the processing

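Counts of called genes depended on the test and on the filter. By edgeR's quasi-likelihood test with the cell line as a block, 0 genes were up and 0 down. With no replicate block the counts were 0 and 0, and 80 genes had an unadjusted p-value under 0.05 against 2379 with the block. Since edgeR called 0 genes with the block, its counts cannot show what dropping the pairing by cell line changes. The counts were also 0 and 0 with median-of-ratios size factors, with at least 10 counts in every library, after thinning to the smallest library and without the fold limit. The unadjusted p-value was under 0.05 for 2412, 2081 and 2358 genes in the first 3 of these. DESeq2 with the cell line called 119 up and 144 down, DESeq2 with no replicate block 1 up and 0 down, the likelihood ratio test 200 and 128, library totals 14 and 1, and every gene with a count 278 and 183. Of these, 226 genes called by the likelihood ratio test and 257 called with every gene were among the 263 called by DESeq2 with the cell line. Library totals moved the split, with 14 of 15 calls up. The cause of these changes was not tested. In settings chosen after seeing the data, DESeq2 with its filter set for 0.05 called 120 and 149, and edgeR's newer quasi-likelihood method and limma-voom called 0 and 0. Across the fits that each left out one cell line, edgeR or DESeq2 called from 6 to 132 genes up and from 0 to 211 down. DESeq2, in fits chosen after seeing the data, called 87 up and 38 down without MJ, 76 and 211 without MyLa, and 59 and 108 without H9. With edgeR these were 132 up and 45 down without MJ, 6 and 10 without MyLa, and 11 and 0 without H9.

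With 0 called genes, Fisher's exact test could not tell whether a list was enriched. With the calls of DESeq2 with the cell line, the adjusted p-values were 0.00643 for S-phase genes, 6.27e-38 for G2/M genes, 7.49e-63 for spindle and kinetochore genes, 4.27e-05 for cell cycle genes, senescence genes and oocyte meiosis genes alike, 0.00117 for p53 signaling pathway genes, 0.0258 for direct p53 target genes, 0.000475 for amino acid biosynthesis genes, 0.0348 for NF-kB target genes and 3.84e-09 for ATF4 target genes. The lists of nuclear transport and FOXO target genes were not enriched. With all genes with a count as the background of these calls, chosen after seeing the data, they were 0.000411, 2.76e-47, 1.06e-77, 5.82e-08 for cell cycle genes, 2.09e-07 for senescence and oocyte meiosis genes, 2.78e-05, 0.00417, 1.35e-05, 0.00563 and 4.42e-12. Leaving out each line in turn with edgeR's calls, the adjusted p-values ranged from 0.00691 to 1 for G2/M genes, from 0.000586 to 1 for spindle and kinetochore genes, from 0.000442 to 1 for p53 signaling pathway genes, from 0.0146 to 1 for direct p53 target genes, from 1.18e-06 to 1 for amino acid biosynthesis genes, from 0.02 to 0.188 for NF-kB target genes and from 4.11e-09 to 1 for ATF4 target genes.

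The shifts by camera with its preset correlation had no adjusted p-value under 0.05 in tests that estimate the correlation. With 3 lines and 1 library per line and treatment, these tests have little power, so they do not show that a shift is absent. For the 78 spindle and kinetochore genes, 1 rose in MJ, 2 in MyLa and 1 in H9, yet fry gave an unadjusted p-value of 0.148. With fry the adjusted p-value was 0.213 for S-phase, G2/M, spindle and kinetochore, cell cycle, oocyte meiosis, amino acid biosynthesis, nuclear transport, FOXO target and ATF4 target genes, 0.238 for direct p53 target genes and 0.377 for senescence genes. With an estimated correlation it was 0.348 for the first 9 of these, 0.352 for direct p53 target genes and 0.432 for senescence genes. Without the block, that of direct p53 target genes was 0.0640. Leaving out each line, the adjusted p-values ranged from 1.52e-07 to 0.150 for direct p53 target genes and from 0.00131 to 0.0714 for senescence genes. The p53 signaling pathway genes, not shifted by camera, changed direction with fry (0.278) and without H9 (0.608, in a range of 0.551 to 0.805 over the lines left out). NF-kB target genes changed direction with fry (0.993) without MJ (0.411) and without H9 (0.863), in a range of 0.0196 to 0.863, the lowest being a downward shift without MyLa. The other lists kept their direction in all alternatives.

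Medians per line moved by more than the spread of matched random lists in 22 cases and not in 122, and in 0 did a list outside the middle of its random lists change direction. Library totals, which raise all genes of MJ by 0.28, gave -0.66 and -0.40 for S-phase genes in MJ and MyLa, -2.01 and -0.43 for G2/M genes, -1.96, -0.42 and -0.65 (H9) for spindle and kinetochore genes, -0.0658, -0.10 and -0.12 (H9) for cell cycle genes, 0.87 and 0.30 for direct p53 target genes and -0.47 and -0.22 for ATF4 target genes. Without members of the cell cycle lists, the median was 0.33 in MJ and 0.0715 in H9 for p53 signaling genes, -0.21 in MJ for senescence genes, -0.10 in H9 for oocyte meiosis genes and 0.30 in MyLa for FOXO target genes. The percentile of senescence genes in MJ then went from 0.24 to 11.7. That of oocyte meiosis genes went from 0.11 to 12.3 in MJ, from 0.01 to 2.02 in MyLa and from 0.66 to 18.3 in H9. With mean log2 CPM above 2 it was -0.0286 in H9 for direct p53 target genes, -0.63 in MJ for amino acid genes and 0.32 in MyLa for FOXO target genes.

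For 36 genes named by the rules, 290 fits left the call and the direction as they were, 128 called a gene that the edgeR test did not and 6 changed direction. No call could be lost, since the edgeR test called 0 genes. The changes of direction were in 3 genes near 0: CDKN1A was -0.19 without MJ and -0.46 without MyLa (-0.46 to 0.66 over the lines left out), CDKN1B was 0.11 with library totals, and NFKBIA was 0.17 with no replicate block, 0.17 with DESeq2 and no replicate block, and 5e-04 with library totals. Of the changes of 4 genes within a line, 35 stayed within the binomial interval and 1, XPO1 in H9 with median-of-ratios size factors at 1.26, did not.

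The depth limits genes with few counts. In MyLa and H9, changes of genes such as LCE1C rest on under 10 counts.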

Differences from the paper's values

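The paper reports 120 transcripts upregulated and 129 downregulated, and the edgeR quasi-likelihood test with the cell line as a block gave 0 and 0, with 2379 genes at an unadjusted p-value under 0.05. Of the alternatives set before the data were examined, DESeq2 with cell line in the model gave values within 1.5 times both of the paper's, 119 up and 144 down. The likelihood ratio test came within that range for the downregulated genes (128) but not the upregulated (200), as did the use of every gene with a count (183 and 278). Leaving out MJ came within it for the upregulated genes (132) but not the downregulated (45). No replicate block, DESeq2 with no replicate block, median-of-ratios size factors, library totals, at least 10 counts in every library, thinning, leaving out MyLa or H9, and no fold limit did not. DESeq2 with cell line and its filter set for 0.05, chosen after seeing the values, gave 120 up and 149 down. With DESeq2 and cell line, leaving out MJ gave 87 up and leaving out H9 gave 108 down, also chosen after seeing the values.

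The paper's heat map in Fig. 2B shows 30 genes as the leading differentially expressed genes, while edgeR called 0 of them, and DESeq2 with cell line called 30. The paper relates its enriched terms to the part that XPO1 plays in nucleocytoplasmic transport. The list of nuclear transport genes holds the mRNA of the transport machinery, so it cannot test that statement. In it DESeq2 with cell line called 1 of 60 against 0.938 expected. The list shifted down by camera with the preset correlation (adjusted p = 1.41e-06), while fry gave an adjusted p-value of 0.213. The paper states that the mRNA of CDKN1A and CDKN1B rose in the cell lines, by qPCR in another experiment at the same dose and time. In these libraries CDKN1B changed by -0.11 in MJ, -0.13 in MyLa and 0.15 in H9 on the log2 scale (log2 fold change -0.03, adjusted p = 0.950 by edgeR's quasi-likelihood test). CDKN1A rose in MJ (0.42) and MyLa (0.92) and changed by -1.33 in H9. Fig. 3D also shows a lower CDKN1A bar with KPT-330 in H9, so here the difference is from the paper's text and not from its figure.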

Other observations

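Of the tests in this part, those on p53, FOXO and NF-kB targets, on gene length and on other splits for edgeR's calls were set before the data were examined, and those on the cell cycle genes by line, on lincRNA genes and on other splits for DESeq2's calls and for gene lists were chosen after the results were seen.

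Other splits of the 6 libraries into 3 against 3 were tried with the cell line in the model. There are 10 such splits, so no share under 0.1 can be reached. For edgeR's calls all 10 splits gave at least the 0 of the real one. The real split had 2379 genes with an unadjusted p-value under 0.05, and the 3 other splits that part the libraries of all 3 lines had 209 to 479. DESeq2 with cell line called 263 genes in the real split and 1 to 4 in those 3 splits. Over all 10 splits, 3 gave as many DESeq2 calls, the real one included, and the other 2 part the libraries of MJ alone and gave 287. By camera with the preset correlation, 11 of the 13 lists shifted in the real split, and 4 of the 10 splits shifted as many. Of the other splits that part all lines, the one with the MyLa labels exchanged shifted 12, and the others shifted 8 and 0. The first of these keeps the labels of MJ and H9, so it still holds part of the treatment's effect, and whether an arbitrary split of the libraries shifts as many lists is left open.

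Direct p53 target genes were predicted, before the data were examined, to stand above percentile 95 in MJ and MyLa and not in H9. They did so, and the percentile in H9 was 87.3 (87.28). The contrast is not firm: without CDKN1A the percentile in H9 was 95.8, and with genes of mean log2 CPM above 2 it was 56.2. With 1 library per line and treatment, the difference between the lines was not tested.

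FOXO target genes were predicted to rise in all 3 lines if XPO1 inhibition keeps FoxO3a in the nucleus. The median of 30 genes was 0.48 in MJ, 0.16 in MyLa and 0.28 in H9, and the lowest percentile was 98.4. Of the 30, 19 rose in MJ, 18 in MyLa and 23 in H9. Camera gave an adjusted p-value of 0.00206 and fry 0.213, and DESeq2 with cell line called 1 of the 30, FBXO32, against 0.469 expected. The list as a whole moved as predicted. CDKN1B, the member through which the paper proposes that FoxO3a may raise p27, changed by -0.11 in MJ, -0.13 in MyLa and 0.15 in H9. The location of FoxO3a was not measured here, and cells that stop dividing could raise the same genes.

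NF-kB target genes were predicted to fall in all 3 lines if XPO1 inhibition keeps IkB in the nucleus. They did not: the median of 43 genes was -0.21 in MJ, 0.25 in MyLa and 0.01 in H9, with a highest percentile of 99.99 (in MyLa). Camera found no shift over the 3 lines (adjusted p = 0.846), but leaving out MyLa the list shifted down, the predicted direction (adjusted p = 0.0196). DESeq2 with cell line called 3 of the 43 against 0.672 expected, of which IL13 rose and CCL5 fell in all 3 lines, and both label rows of Fig. 2B. IL13 (ENSG00000169194; chromosome 5, 132656263 to 132661110) had log2 changes of 1.17 in MJ, 2.01 in MyLa and 0.91 in H9, the last on 33 and 69 counts.

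G2/M genes fell most in MJ, the line the paper selected for high sensitivity to KPT-330. The G2/M median in MJ was 1.52 below the lower of the other lines after thinning to the smallest library (-1.52), and 1.49 below it relative to matched random lists in the same libraries (-1.49). This argues against depth and scaling as the cause for the G2/M genes. The list of 116 cell cycle genes did not keep this order with library totals. The order of the other lines depended on the list. The G2/M median in MyLa, of medium sensitivity in the paper, was 0.23 above that in H9, of low sensitivity, while the S-phase median was lower in MyLa than in H9 (-0.47 and -0.33). Whether the fall follows sensitivity cannot be told apart from other differences with 3 lines and no replicates.

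Amino acid biosynthesis genes, shown in Fig. 2E, had a median of -0.44 in MJ, -0.17 in MyLa and -0.20 in H9. Camera gave an adjusted p-value of 2.11e-06, and DESeq2 with cell line called 6 of the 57 against 0.891 expected (one-sided Fisher's exact test, adjusted p = 0.000475).

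The median change of 712 lincRNA genes was above 0 in each line, at 0.34 in MJ, 0.12 in MyLa and 0.19 in H9. Protein-coding genes of the same expression level had 0.25, 0.11 and 0.22, and the smallest excess of the lincRNA genes over them was -0.0365, in H9. A low expression level is thus a candidate explanation for the rise. Gene length was tested as a cause of the changes: the Spearman correlation of the fitted change with exon length was -0.0305 across genes, which argues against it.

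BIRC5, which encodes survivin, had log2 changes of -2.74 in MJ, -0.66 in MyLa and -0.80 in H9, and a log2 fold change of -1.36 (standard error 0.382, adjusted p = 0.217 by edgeR's quasi-likelihood test; 0.0097 by DESeq2 with cell line). CCNB1 changed by -2.54, -0.63 and -0.64.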
